# Stage-specific requirement for METTL3-dependent m^6^A epitranscriptomic regulation during myogenesis

**DOI:** 10.1038/s42003-025-08759-5

**Published:** 2025-08-30

**Authors:** Ye-Ya Tan, Yang-Wen Ou, Qin Zuo, Yi Luo, Wei-Cai Chen, Wan-Xin Chen, Xin-Wang Zhi, Pei-Wen Lin, Jia-Xing Lu, Peng Liu, Si-Min Liang, Qing-Hai Lian, Lian-Dong Zuo, Hong-Wen Xu, Shu-Juan Xie

**Keywords:** Computational biology and bioinformatics, RNA metabolism

## Abstract

The regulatory role of N^6^-methyladenosine (m^6^A) modification in skeletal muscle myogenesis and muscle homeostasis remains poorly characterized, particularly regarding the functional significance of methyltransferase-like 3 (METTL3), the catalytic subunit of the m^6^A methyltransferase complex (MTC), in myogenic regulation. Through systematic investigation of m^6^A epitranscriptomic remodeling during myogenesis, we demonstrate that METTL3-mediated m^6^As orchestrates myoblast fusion processes in both differentiation and regeneration contexts. Notably, we observed marked induction of *Mettl3* expression post-injury, accompanied by substantial transcriptomic alterations in myogenesis-related pathways. High-resolution m^6^A mapping revealed distinct dynamic patterns of METTL3-regulated m^6^As during differentiation, exhibiting dichotomous regulation across target transcripts. Mechanistically, we identified myogenic fusion factors *Mymx* and *Mymk* as direct targets of METTL3, showing concomitant upregulation of both transcript abundance and m^6^A deposition during myogenesis. This study provides comprehensive multi-omics resources delineating the mechanistic landscape of METTL3-regulated m^6^As in myogenic programming, establishing METTL3 as a critical regulatory node governing myoblast fusion dynamic.

## Abstract (web summary)

Function and mechanism underlying m^6^A modifications in myoblast differentiation and skeletal muscle regeneration while elucidating the regulatory role of METTL3 in promoting successful myoblast fusion.

## Introduction

N6-methyladenosine (m^6^A) is the most prevalent internal RNA modification in mRNAs and is highly conserved in mammals and other eukaryotic species^1,2^. It is primarily introduced by the methyltransferase complex (MTC), the core component of which is a heterodimer composed of methyltransferase-like 3 (METTL3) and methyltransferase-like 14 (METTL14)^3–5^. Among these subunits, METTL3 exhibits catalytic activity. Sequence analysis revealed that m^6^A modification typically occurs within the consensus motif RRACH (R = G or A; H = A, C, or U; where A is converted to m^6^A). The distribution of m^6^A methylation on the RRACH motif is nonrandom throughout the transcript, particularly within the coding sequence (CDS), 3ʹ untranslated region (3ʹ UTR), and around the stop codon. This dynamic and reversible m^6^A modification governs mRNA stability, splicing, nuclear export, and translation and plays crucial roles in various biological processes, such as embryonic development and regeneration^6^.

The involvement of m^6^A in muscle formation, maintenance of muscle homeostasis, and its multifaceted functions in musculoskeletal disorders has been demonstrated. Following skeletal muscle injury, an increase in global m^6^A levels is observed that corresponds to the rapid proliferation of muscle stem cells (MuSCs). Additionally, primary mouse myoblasts or C2C12 myoblasts exhibit elevated global m^6^A levels during proliferation and a subsequent decline in m^6^A levels during differentiation in vitro^7^. Although *Mettl3* knockdown impacts the engraftment of MuSCs following primary transplantation, further investigations are warranted to comprehensively elucidate the key downstream targets and underlying mechanisms involved. For example, METTL3 facilitates the expression of the MEF2C protein through posttranscriptional modification in an m^6^A-YTHDF1-dependent manner^8^. METTL3-mediated stabilization of processed *Myod* through m^6^A modification of the 5’ UTR contributes to maintaining myogenic potential during proliferative phases^9^. METTL3 also regulates skeletal muscle size during hypertrophy by inhibiting the synthesis of activin type 2 A receptor (ACVR2A) and attenuating the activation of antihypertrophic signals^10^. Additionally, recent evidence suggests heightened sensitivity to m^6^A deletion and *Mettl3* downregulation in skeletal muscles during aging^11^. A comprehensive understanding of the function and mechanism of METTL3 in skeletal muscle generation is imperative for a profound understanding and effective development of treatments targeting skeletal muscle diseases, including skeletal muscle injury and aging.

Skeletal muscle regeneration plays a critical role in delaying the loss of functional skeletal muscle; however, dysregulation of genes associated with myogenesis can hinder this process and subsequently impact its functionality, leading to various detrimental consequences^12,13^. Efficient myogenesis relies on the timely regulation of gene expression. Posttranscriptional regulation can coordinate rapid changes in RNA or protein levels without altering transcription^14,15^. In this study, we investigated distinct patterns of m^6^A modifications in various genes during skeletal muscle differentiation, with some exhibiting increased levels and others showing decreased levels. Notably, our findings identify METTL3 as a pivotal regulator responsible for orchestrating these modifications. Moreover, we identified specific subsets of long noncoding RNAs associated with these genes. Additionally, during CTX-induced skeletal muscle injury, we observed significant *Mettl3* upregulation and detected numerous alterations in myogenic pathways and genes linked to its expression. Among them, *Mymx* and *Mymk* emerge as crucial components downstream of METTL3 involved in myogenesis, their expression levels and m^6^A modifications increase during this process. Overall, our study provides valuable insights into the function and mechanism underlying m^6^A modifications in myoblast differentiation and skeletal muscle regeneration while elucidating the regulatory role of METTL3 in promoting successful myoblast fusion, which is a critical step toward effective myogenesis.

## Results

### Identification and integrative analysis of DEGs during skeletal muscle regeneration

To identify METTL3 involved in skeletal muscle regeneration, we utilized adult mice to construct a skeletal muscle repair model. We collected the tibialis anterior (TA) muscles of healthy adult mice at 1, 3, 5, and 10 days after injection of CTX to induce myofiber damage (Fig. 1a). The resolution of inflammation gradually occurs concomitantly with the progression of skeletal muscle repair, leading to a gradual recovery in skeletal muscle morphology^16^. The regulation of skeletal muscle injury repair is governed by a multitude of myogenic regulatory factors. Hence, we investigated METTL3 expression levels throughout the process and observed significant upregulation of METTL3 expression on day 3 following skeletal muscle injury (Fig. 1b, c). To further elucidate the differentially expressed genes (DEGs) involved in skeletal muscle regeneration following injury, we conducted RNA-Seq analysis at multiple time points throughout the regenerative process (Supplementary Fig. 1 and Supplementary Data 1). Additionally, GSEA was performed on the entire set of genes ( | NES | > 1, adjusted p value < 0.05, q value < 0.25) (Supplementary Data 2). 

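Tibialis anterior (TA) muscle was sequenced before injury (day 0) and on days 1, 3, 5 and 10 after injection of cardiotoxin (CTX), a snake venom protein that destroys muscle fibres. Day 0 is taken from the labels and the text, but one sheet of Supplementary Data 12 heads the same averages as saline on day 10, and the methods name saline as the control. Whether every day 0 value below is from untouched muscle or from muscle given saline is therefore not settled. The table holds 2 libraries per day and 10 libraries in all. The authors aligned the reads to GRCm38 with HISAT2 and counted them per gene with featureCounts. They deposited FPKM, the fragments on a gene scaled to its length and to a factor for the library. Counts are not part of the table. With the exon lengths of GENCODE M21, between 97.55% and 98.13% of the low values of a library were whole multiples of the value of 1 read. From these steps, the libraries held 16780000 and 16150000 reads on genes on day 0, 14850000 and 14170000 on day 1, and 14330000 and 14290000 on day 3. They held 16010000 and 18820000 reads on day 5, and 15540000 and 14450000 on day 10. On a gene of 1 kb, 1 read was worth 0.0494 to 0.0817 FPKM, and more on a shorter gene. It was worth 0.0803 FPKM in replicate 1 of day 0 and 0.0507 FPKM in replicate 1 of day 3, which held fewer reads. The factor is therefore not the number of reads on genes alone, and no setting here scaled by that number. Ribosomal RNA loci took 6.55% to 9.64% of the reads.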

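The test covered the 16753 of 53465 listed genes with at least 0.5 FPKM in at least 2 libraries. FPKM plus a pseudocount of 0.1 was taken to the log2 scale, and limma with a mean-variance trend was fitted to the 5 days together, with Benjamini-Hochberg adjustment of p. Fold changes are on this log2 scale, which understates the change of genes with low values. DEGs were called at an adjusted p of at most 0.05 and a log2 fold change of at least 2 in either direction, the thresholds the paper states. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333. Every p therefore rests on the limma model, with a spread estimated over the 5 days and partly shared between genes. Xist, the RNA that coats the inactive X chromosome of female cells, stood at 5.77 to 10.0 FPKM in both libraries of days 0 and 10 and in replicate 2 of day 3. In the other 5 libraries it was at most 0.152 FPKM, and the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 0.626 FPKM or more. Day 3 is therefore the sole day with both kinds of library.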

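Lists of genes for immune, cell cycle, metabolic and muscle processes were compared between day 3 and day 0. The lists were written for the re-analysis and are not the term lists of the paper's GSEA. Each list was tested with camera, which compares the genes of a list with all other genes tested, at a preset correlation of 0.01 between genes. The 25 tested genes of the neutrophil and granulocyte activation list had a mean log2 fold change of 3.14, with 23 of 25 higher on day 3 (adjusted p = 9.5e-09). For the mitotic spindle checkpoint list the mean was 2.24, with 21 of 22 genes higher (adjusted p = 1.1e-06). The 32 interferon response genes, used for the innate immune response, were all higher, with a mean of 1.97 (adjusted p = 9.1e-07). Over the 4 comparisons with day 3, 59 of 92 list tests had an adjusted p of at most 0.05. Under fry, which rotates the residuals of the model, 53 of these 59 calls were kept, including the 3 above. With a correlation estimated from the data, 0 of the 92 tests were called.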

Three days after skeletal muscle injury, the genes involved in this process were enriched in 1133 pathways associated with biological processes, with the most notably upregulated pathways including innate immune response-activating signal transduction, neutrophil activation, granulocyte activation and mitotic spindle assembly checkpoint signaling. Conversely, the pathways exhibiting the most significant downregulation included the citrate cycle (TCA cycle), ATP synthesis coupled electron transport and oxidative phosphorylation (Fig. 1d). 

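The 18 genes of the TCA cycle list were all lower on day 3 than on day 0, with a mean log2 fold change of -1.78 (adjusted p = 1.5e-10, camera). Of the 59 electron transport genes, 57 were lower, with a mean of -1.59 (adjusted p = 1.7e-20). ATP synthase was represented by 15 tested genes, all lower, with a mean of -1.51 (adjusted p = 1.6e-08). The median log2 fold change of all tested genes was 0.0075. Under fry the adjusted p was 0.000455 for the TCA cycle and 0.000462 for electron transport and for ATP synthase.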

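Between day 1 and day 3, 15 of the 23 gene lists had an adjusted p of at most 0.05 with camera. Against the other genes, camera ranked 10 of these higher and 5 lower on day 3, and 13 of the 15 were also called under fry. The sarcomere list is among the 5, with 27 of 37 genes lower but a mean log2 fold change of 0.13.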

During the period from day 1 to day 3 after skeletal muscle injury, an enrichment of genes involved in this process was observed across a total of 462 pathways associated with diverse biological processes (Fig. 1e). 

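From day 1 to day 3, the 9 tested genes of the MHC class II list were all higher, with a mean log2 fold change of 2.53 (adjusted p = 6.8e-06, camera). In the collagen fibril list, 34 of 35 genes were higher and the mean was 2.05 (adjusted p = 7.8e-10). The myoblast fusion list, used for plasma membrane fusion, had 25 of 32 genes higher and a mean of 1.07 (adjusted p = 8.5e-04). No list was written for the execution phase of apoptosis.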

The significantly upregulated pathways included MHC class II protein complex assembly, plasma membrane fusion, regulation of the execution phase of apoptosis, and collagen fibril organization. 

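The copper ion response list had a mean log2 fold change of -1.39 from day 1 to day 3, with 6 of 10 genes lower, and was not called by camera (adjusted p = 0.216). Its fry test gave an adjusted p of 0.0081. Of the electron transport genes, which include the subunits of NADH dehydrogenase, 57 of 59 were lower, with a mean of -0.97 (adjusted p = 3.9e-18). For the regulation of skeletal muscle contraction, 11 of 15 genes were lower, the mean was -0.12 (0.21 with quantile normalization, -0.20 without replicate 1 and -0.03 without replicate 2 of day 3) and the adjusted p was 0.0716 with camera and 0.0179 with fry. Without the filter on low values, camera called this list (adjusted p = 0.0108).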

Notably, the downregulated pathways included the cellular response to copper ions, NADH dehydrogenase complex assembly, mitochondrial protein processing, and the regulation of skeletal muscle contraction. 

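The 15 lists called on day 3 against day 0 were followed from day 3 to days 5 and 10. All 15 had a mean of the opposite sign on both days, and camera called 12 of them on day 5 (9 under fry) and 15 on day 10 (15 under fry). No list was tested with a term for Xist, which both libraries of day 10 and neither of day 5 expressed. With quantile normalization the contraction list was not called on day 5 (adjusted p = 0.158) and the sarcomere list had a mean of -0.086 on day 10 (adjusted p = 0.178), each the highest of 6 camera settings at the preset correlation, which began at 0.00303 and 2.0e-09. Mean log2 fold changes of the TCA cycle list were 1.1 on day 5 and 1.66 on day 10 against day 3, those of the electron transport list were 0.94 and 1.49, and those of the ATP synthase list were 0.99 and 1.43. Among lists that were higher on day 3 than on day 0, the mean changed by -1.25 and -2.68 for neutrophil and granulocyte activation, by -0.50 and -1.91 for the spindle checkpoint, and by -0.69 and -2.39 for MHC class II. Each of these 12 changes was called by camera, with adjusted p between 2.7e-25 and 0.0251. The mean of the spindle checkpoint list on day 5 was -0.15 without replicate 1 of day 3 and -0.85 without replicate 2 of day 3. Under fry, 10 of these 12 changes were called. Those of the spindle checkpoint list (adjusted p = 0.254) and the MHC class II list (adjusted p = 0.157) on day 5 were not. Nor was the myoblast fusion list on day 5 (adjusted p = 0.0827), which camera called. With only genes of at least 1 FPKM, the spindle checkpoint list was not called on day 5 by camera either (adjusted p = 0.0569). The collagen fibril list was not called on day 5 (mean -0.17, adjusted p = 0.112) and was lower on day 10 (mean -1.33, adjusted p = 1.7e-05). With quantile normalization it was called on day 5 as well (mean -0.23, adjusted p = 0.0468, the lowest of 8 settings, which reached 0.748). Its mean on day 5 was -0.29 without replicate 1 of day 3 and -0.054 without replicate 2 of day 3, and on day 10 it was -0.86 without replicate 1 of day 10 and -1.80 without replicate 2 of day 10. The call on day 10 was lost with an estimated correlation (adjusted p = 0.469, the highest of 8 settings, which began at 6.7e-07). The interferon response list was not called on day 5 either (mean -0.28, adjusted p = 0.199), with a mean of 0.45 without replicate 1 and -1.0 without replicate 2 of day 5. Nor was the cell cycle list (mean -0.19, adjusted p = 0.437), with a mean of 0.24 without replicate 1 and -0.61 without replicate 2 of day 3. On day 10 these 2 lists were called, with means of -2.01 (adjusted p = 3.5e-08) and -1.63 (adjusted p = 5.1e-06).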

The subsequent step involved conducting GSEA on genes whose expression changed from day 3 to either day 5 or day 10 following skeletal muscle injury, and the majority of the enriched pathways for which expression was upregulated or downregulated within three days after injury were reversed at both time points (Fig. 1f, g). These findings align with the observed changes in cellular dynamics following skeletal muscle injury^17^. Normal skeletal muscle is endowed with sufficient nutrients and oxygen through an intricate network of blood vessels^18^. Under resting conditions in adults, minimal or no mitotic activity is observed in muscle tissue. However, following injury, these cells proliferate and disperse throughout muscle tissue along with infiltrating immune cells^19^. In the early stage of the inflammatory response following skeletal muscle injury, macrophages play crucial roles in clearing tissue debris and releasing cytokines, as well as growth factors that stimulate satellite cell proliferation and differentiation^20^. During the process of muscle regeneration, satellite cells become activated, and some eventually upregulate transcription factors that initiate the myogenic differentiation program^21^. Once differentiated into mature muscle cells, these cells align themselves and either form new syncytial muscle fibers or fuse with existing fibers. Upon completion of this regenerative response, homeostasis is restored within the tissue, and resident cell populations return to their resting state. The upregulated or downregulated KEGG pathways after skeletal muscle injury were also subjected to analysis (Supplementary Fig. 2).

**Fig. 1:**
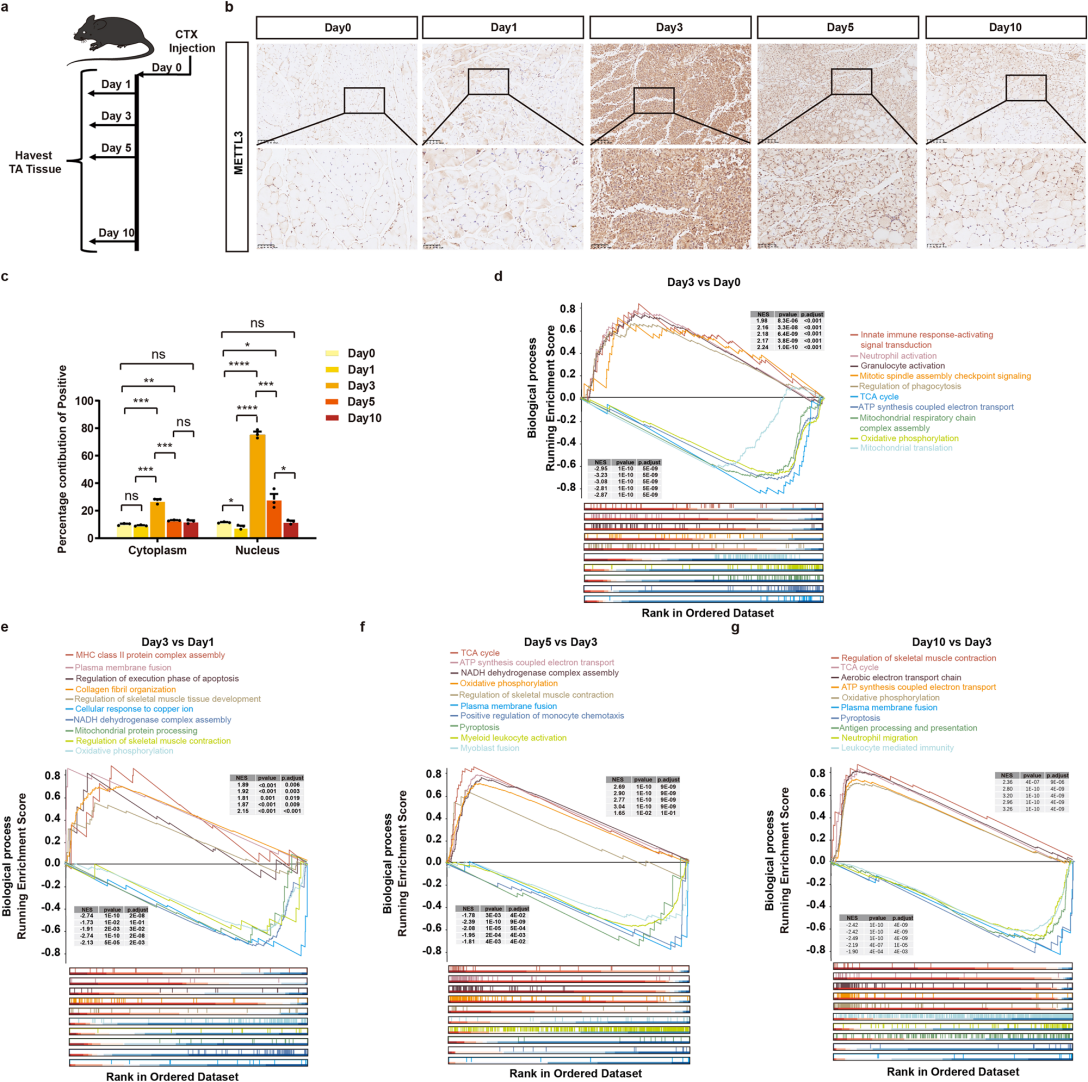
Identification and integrative analysis of DEGs during skeletal muscle regeneration. **a** Timeline characterizing the skeletal muscle repair model. **b** Representative immunohistochemistry of METTL3 from TA muscles at 1-, 3-, 5-, and 10-days following CTX-induced skeletal muscle injury (*n* = 3). Scale bars, 100 μm. **c** Quantification of anti-METTL3 staining intensity in immunohistochemistry from panel (**b**). **d** GSEA analysis on the entire set of DEGs between the third day post-injury and pre-injury conditions. **e** GSEA analysis on the entire set of DEGs between the first- and third-day post-injury. **f** GSEA analysis on the entire set of DEGs between day 3 and day 5 post-injury. **g** GSEA analysis on the entire set of DEGs between day 3 and day 10 post-injury. Data presented as means ± SEM. ns. not significant, *P < 0.05, **P < 0.01, and ***P < 0.001, by two-sided Student’s *t* test.

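On day 3 against day 0, 2225 genes were called as DEGs, of which 1584 were higher and 641 lower on day 3. Against day 1 the number was 1009, with 789 higher and 220 lower. From day 3 to day 5, 280 genes were called, 91 higher and 189 lower on day 5. From day 3 to day 10 there were 1387 DEGs, of which 1022 were lower on day 10. At an adjusted p of at most 0.05 with no threshold on the fold change, 8179 genes differed between day 3 and day 0. With a pseudocount of 1, which shrinks the fold changes of low genes, 885 genes passed both thresholds. With quantile normalization, 1252 genes were higher and 792 lower on day 3 against day 0. Against day 3, 491 were then higher and 898 lower on day 10. A model with a term for the libraries that express Xist, tried after the data had been seen, called 2179, 459, 0 and 1298 genes in the 4 comparisons. Between day 10 and day 0, 1 gene was called, the microRNA gene Mir3070a, and 1697 genes had an unadjusted p under 0.05. Mir3070a has 89 bases and was listed at 0 on day 0 and at 1.84 and 4.24 FPKM on day 10. On a gene this short such values rest on few reads.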

We subsequently performed a comprehensive comparative analysis and identified substantial alterations in gene expression levels on the third day post-injury relative to pre-injury levels (Fig. 2a–d). 

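Of the genes tested, 151 were called in all 4 comparisons with day 3, and 104 of them are among the 193 genes listed in Supplementary Data 3. The 4 comparisons share the day 3 libraries, so their chance deviations are shared as well. In 50 simulations of groups without any change, with the spread of the real libraries, the number of genes called in all 4 comparisons was 0 each time. Genes were simulated independently, without deviations shared by the genes of a library. The count fell to 45 with a pseudocount of 1 and rose to 1526 with the adjusted p alone. With the term for Xist-expressing libraries it was 0, because no gene was then called between day 3 and day 5.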

To elucidate the key effector factors associated with METTL3 in skeletal muscle regeneration, we performed a Venn diagram analysis across four comparison groups, thereby successfully identifying 193 overlapping genes (Fig. 2e). The expression patterns of these DEGs exhibited a reversal before and after the third day of skeletal muscle regeneration, serving as the designated time point. 

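All 193 genes that the paper lists were found in the table. Each of them reversed, and its change from days 0 and 1 to day 3 had the opposite sign of its change from day 3 to days 5 and 10. On day 3, 183 of the genes stood highest and 10 lowest. The counts were the same with pseudocounts of 1 and 0.01 and in each of the 10 fits that left out 1 library. These genes were selected by the paper on the same libraries, so the reversal is not independent of the selection. Over all tested genes, 63.9% were highest or lowest on day 3, against a mean of 40.0% and a maximum of 40.9% in the simulations without change. That mean is fixed by the design with 5 days. The maximum leaves out deviations shared between genes, so the contrast cannot tell a reversal from such deviations.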

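Genes with the largest changes were chosen among the DEGs with a mean of at least 1 FPKM in the higher group and no overlap between the libraries of both groups. The microRNA, snoRNA and tRNA genes among them span 71 (mt-Tn) to 109 bases (Gm23952). On such short genes 1 read is worth far more FPKM than on 1 kb, so their low values rest on few reads. On day 3 against day 0, Chrng rose by 7.10 on the log2 scale (standard error 0.86, adjusted p = 7.0e-04, limma) and Mymx by 6.86, a difference within the standard error. With a pseudocount of 1 the order turned, with 5.58 for Mymx and 5.55 for Chrng, and Mymk stood above both at 6.03. Mir483 was listed at 0 on day 0 and at 6.94 and 18.3 FPKM on day 3. Among the genes that fell, the pseudogene Gm13339 changed by -5.31 (adjusted p = 0.00237), and the microRNA gene Gm23952 and the mitochondrial tRNA gene mt-Tn were listed at 0 on day 3. Against day 1, the largest rises were those of Myh3 (7.64, adjusted p = 9.4e-04), Mymx and R3hdml (7.40, adjusted p = 0.00153). Arg1 fell by 5.15 (adjusted p = 0.00324), and Mt4 and Nppb were listed at 0 on day 3. From day 3 to day 5, Mir432, whose exons overlap Rtl1 on the other strand, Mir1898 and DQ267102 appeared from 0. Gal fell by 5.60 (adjusted p = 0.00618), and Ctrb1 and Gm38165, which lies antisense to Il17b, fell to 0. From day 3 to day 10, Kcne1l rose by 4.61 (adjusted p = 6.8e-04), 5430401H09Rik by 4.88 (adjusted p = 6.1e-04) and Myl3, whose exons overlap Pth1r on the other strand, by 4.53 (adjusted p = 0.0104). R3hdml changed by -6.51 (adjusted p = 6.0e-04), Chrng by -5.97 (adjusted p = 0.00207) and Il17b fell to 0.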

To further visualize the expression patterns of the top DEGs, we annotated a selection of top genes and plotted them on a volcano map. To gain a comprehensive understanding of the biological processes and pathways associated with these overlapping DEGs, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed (Fig. 1f, Supplementary Data 3). 

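The paper's supplementary list gives 7 genes for the calcium signaling pathway, Erbb3, Tnnc1, Cacna1b, Adra1b, Smim6, Cacna1h and Fgf21. Of these, 5 passed the filter, and all 5 were called in the 4 comparisons and were highest on day 3, with log2 fold changes of 2.22 (Cacna1h) to 5.69 (Smim6) against day 0. The MAPK signaling pathway also has 7 genes, of which Erbb3, Cacna1b, Cacna1h and Fgf21 are shared with the first list. Of the 5 tested, 4 were called in all 4 comparisons and were highest on day 3. Cacna2d4 was lowest on day 3 (-2.50 against day 0). The 3 genes left out by the filter, Cacna1b, Adra1b and Ptpn5, reached at most 0.674 FPKM in any library. The genes had been selected on the same libraries, and no enrichment was computed here.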

KEGG analysis revealed that these genes were predominantly enriched in the calcium signaling pathway, the MAPK signaling pathway and other pathways associated with myogenesis (Supplementary Fig. 3)^22–24^. In the context of GO analysis, a total of 52 GO terms associated with biological processes were identified. We subsequently conducted further analysis of the GO pathways enriched with the top genes and generated Sankey diagrams. These top genes were enriched predominantly in pathways related to the inflammatory response and myogenesis. 

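The plasma membrane fusion term holds Mymk and Mymx. Mymk, on chromosome 2 of GRCm38 from 27061636 to 27072179, had 2.10 ± 2.07 FPKM (SD, n = 2) on day 0 and 186 ± 77.1 FPKM (n = 2) on day 3, a log2 fold change of 6.76 (standard error 0.77, adjusted p = 5.8e-04, limma). Mymx, on chromosome 17 from 45600971 to 45602102, rose from 0.774 ± 0.762 to 79.6 ± 0.959 FPKM (n = 2 each), a log2 fold change of 6.86 (standard error 0.69, adjusted p = 4.2e-04). The 5 genes listed by the paper for the regulation of actin cytoskeleton organization, Baiap2l1, Daam2, Grhl3, Smim22 and Cdk5r1, were all highest on day 3, with log2 fold changes of 2.43 (Daam2) to 4.38 (Cdk5r1) against day 0. Smim22 missed the fold change threshold from day 3 to day 5 (-1.99), and the other 4 were called in all 4 comparisons.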

Notably, plasma membrane fusion and the regulation of actin cytoskeleton organization, which are crucial pathways for myoblast fusion, were featured prominently in the list (Fig. 2g). The expression levels of the top genes in this group of enriched pathways at different time points were visualized with a chord diagram (Supplementary Fig. 3).

**Fig. 2:**
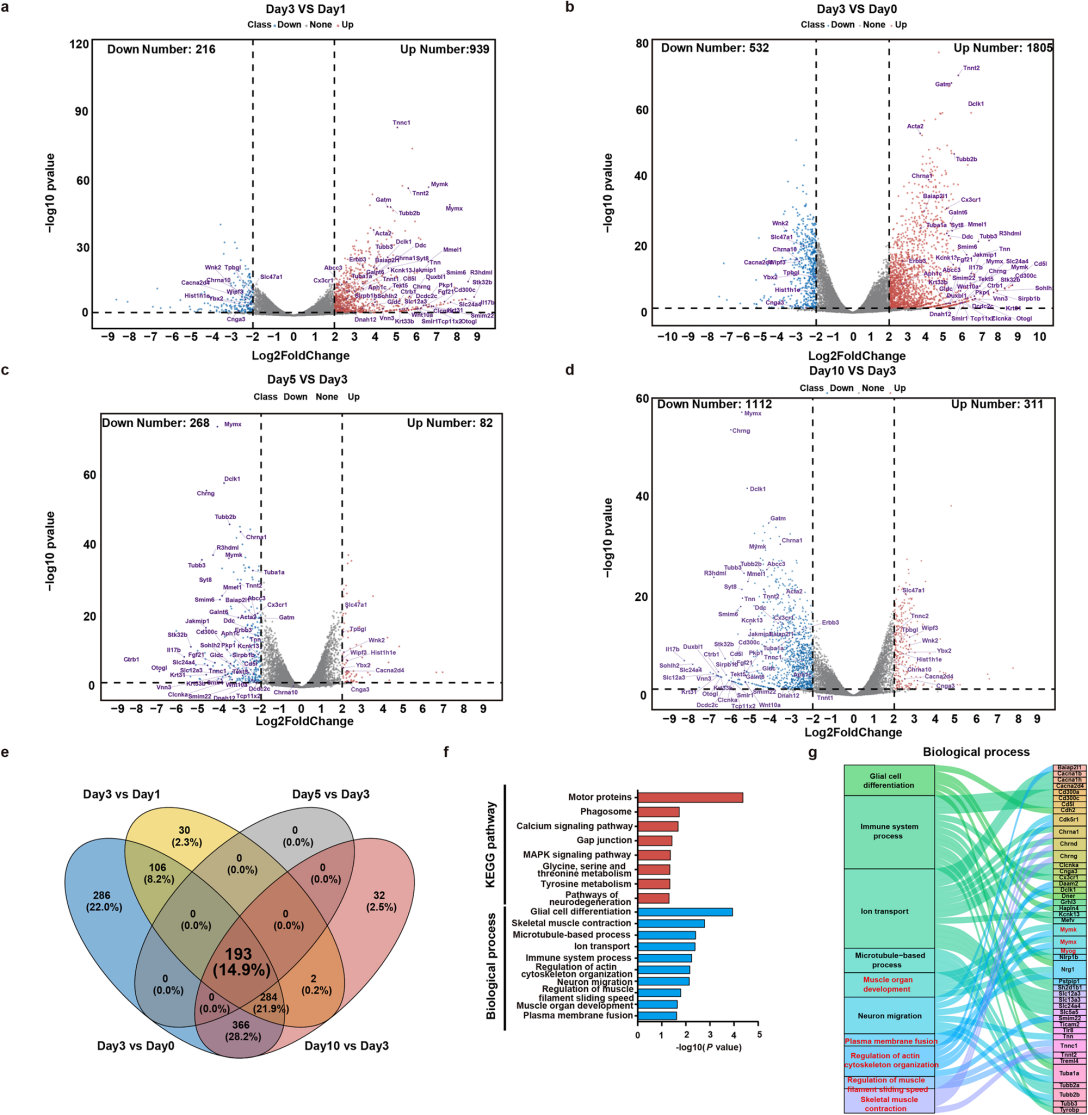
Comparative analysis of gene expression levels on the third day post-injury relative to those at other time points. **a** Volcano plot of DEGs between the first- and third-day post-injury. **b** Volcano plot of DEGs between the third day post-injury and pre-injury conditions. **c** Volcano plot of DEGs between day 3 and day 5 post-injury. **d** Volcano plot of DEGs between day 3 and day 10 post-injury. **e** Venn diagram showing the proportion of DEGs between the four comparison groups. **f** KEGG and GO analysis of intersection of the overlapping genes. **g** The Sankey map illustrates the GO pathway of TOP genes enrichment.

In summary, substantial dynamic changes in the expression levels of numerous genes are noted during skeletal muscle regeneration following injury. Notably, during the initial phase of skeletal muscle injury, along with the progression of inflammation, gradual upregulation of the cell fusion pathway involved in early myogenesis is observed. Furthermore, *Mettl3* expression is significantly upregulated throughout this process.

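The myoblast fusion list had a mean log2 fold change of 1.56 on day 3 against day 0, with 26 of 32 genes higher (adjusted p = 3.2e-05, camera). Between day 0 and day 1 no change of the fusion factors could be resolved. The log2 fold change was 0.16 for Mymk (adjusted p = 0.927, limma) and -0.71 for Mymx (adjusted p = 0.549). With 1 library left out, that of Mymk ranged from -1.0 (without replicate 1 of day 0) to 1.32, and was -0.39 without replicate 1 of day 1. That of Mymx ranged from -1.75 to 0.33 (without replicate 2 of day 0), and was 0.05 without replicate 2 of day 1. From day 1 to day 3 the changes were 6.60 for Mymk (adjusted p = 0.00273) and 7.57 for Mymx (adjusted p = 0.00205).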

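Mettl3 mRNA stood at 4.36 ± 0.451 FPKM (SD, n = 2 at each time point) on day 0, 4.69 ± 0.394 on day 1, 4.05 ± 0.224 on day 3, 3.61 ± 0.0252 on day 5 and 4.41 ± 0.544 on day 10. The log2 fold change on day 3 against day 0 was -0.10 (standard error 0.15, adjusted p = 0.607, limma), which is within the spread between replicates. Against day 0 it was 0.10 on day 1 (adjusted p = 0.701), -0.26 on day 5 (adjusted p = 0.231) and 0.01 on day 10 (adjusted p = 0.993). From day 1 to day 3 Mettl3 changed by -0.20 (adjusted p = 0.335). In the fits that each left out 1 library, the change on day 3 against day 0 lay between -0.20 and 0.0028, the latter without replicate 1 of day 0. Quantile normalization moved it to -0.19, and over the 9 settings that kept every library its adjusted p was 0.324 to 0.677. None of them scaled by the number of reads. The gene lies on the minus strand of chromosome 14 from 52294841 to 52305128, and its exons overlap those of Tox4 on the other strand. The paper's text does not state whether reads were counted by strand. The paper reports upregulation of METTL3 on day 3 from protein staining (Fig. 1b, c). From the time course it concludes that the expression of numerous genes changes dynamically during regeneration, and it states that Mettl3 expression rises throughout.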

### Analysis of the role of METTL3 in myoblast differentiation and fusion processes

We further investigated the role of METTL3 in myoblast differentiation. To assess skeletal muscle differentiation, we utilized mouse C2C12 myoblasts as an in vitro model for studying myogenesis. The expansion of C2C12 myoblasts was performed in the presence of serum, followed by the induction of differentiation through serum withdrawal. METTL3 levels decreased during C2C12 cell differentiation (Fig. 3a, b). Using C2C12 cells, we established stable cell lines overexpressing *Mettl3* and employed immunoblotting analysis and immunofluorescence analysis to assess the impact of *Mettl3* overexpression on myoblast differentiation. As shown in Fig. 3c–e, our findings revealed that following four days of differentiation, *Mettl3* overexpression significantly inhibits both the formation and differentiation of myoblasts, as well as their fusion. We conducted further transcriptomic sequencing and performed GO analysis (Fig. 3f, g, Supplementary Fig. 4a). Our results revealed that genes upregulated following *Mettl3* overexpression were significantly enriched in biological processes pertinent to the early stages of myoblast differentiation. For instance, the term “regulation of programmed cell death” specifically refers to apoptosis. Additionally, pathways such as “cell surface receptor signaling pathway”, “regulation of transmembrane receptor protein serine/threonine kinase signaling pathway”, and “cell surface receptor protein tyrosine kinase signaling pathway” are associated with cell fusion^24,25^. Genes that were down-regulated following *Mettl3* overexpression exhibited significant enrichment in biological processes during the later stages of differentiation, including “myofibril assembly”, “muscle contraction”, and “intracellular calcium ion homeostasis”. We also conducted a comprehensive analysis of the protein profiles in myoblasts. Notably, markers indicative of C2C12 myoblast differentiation, including myosin heavy chain 1 (MYH1), MYH3, and MYH7, exhibited significant upregulation during the differentiation process. However, these markers were markedly downregulated upon *Mettl3* overexpression (Supplementary Fig. 4b, c, Supplementary Data 4).

**Fig. 3:**
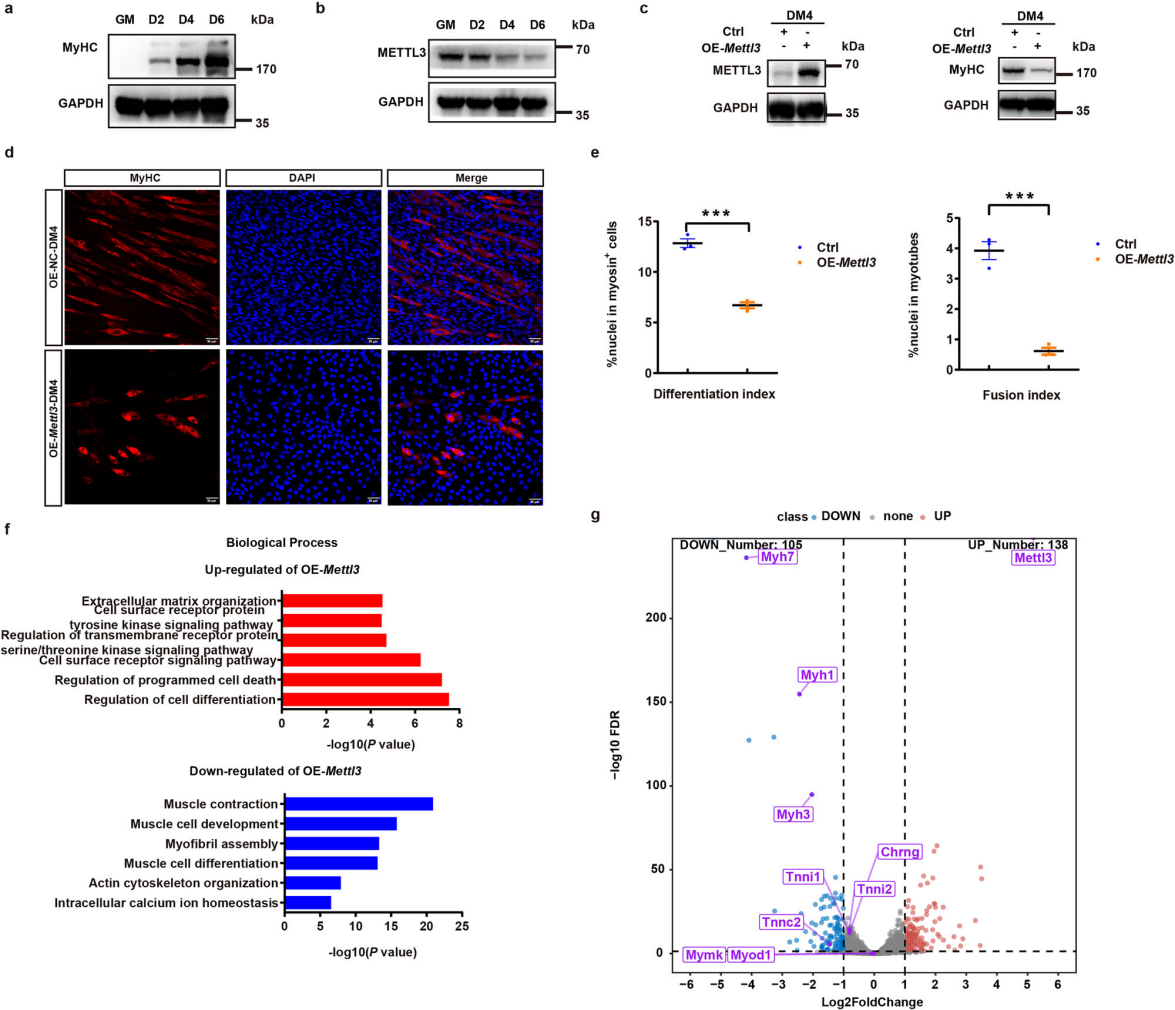
The impact of *Mettl3* overexpression on myoblast differentiation and fusion. **a** Immunoblotting analysis of MyHC during myoblasts differentiation. **b** Immunoblotting analysis of METTL3 during myoblasts differentiation. **c** Immunoblotting analysis of METTL3 and MyHC in *Mettl3*-overexpressing cells and GFP-overexpressing cells. GFP-overexpressing cells were used as negative controls. **d** Representative immunofluorescent staining of *Mettl3* overexpressed cells and wildtype cells on the fourth day post-differentiation (*n* = 3). Red indicated MyHC; blue indicated DAPI staining of nuclei. The merged images were shown. Scale bars, 50 μm. **e** Differentiation index was quantified from representative immunofluorescent images. The differentiation index is defined as the percentage of MyHC-positive cells relative to the total number of nuclei. The fusion index is defined as the ratio of the number of myotubes, characterized by MyHC-positive cells containing at least two nuclei, to the total number of nuclei in the field. **f** GO analysis of DEGs (up-regulated or down-regulated) in *Mettl3*-overexpressing cells. **g** Volcano plot of DEGs between *Mettl3*-overexpressing cells and GFP-overexpressing cells on the fourth day post-differentiation. Data presented as means ± SEM. ns., not significant, *P < 0.05, **P < 0.01, and ***P < 0.001, by two-sided Student’s *t* test, GAPDH was used as the internal control.

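By the paper's account, C2C12 myoblasts carrying dCas9-KRAB, a Cas9 without nuclease activity fused to a repressor, and guides against the Mettl3 promoter were sequenced beside control cells. The description deposited with the libraries speaks of a knockout instead, and neither it nor the paper's text says which of the 3 guides listed by the paper the sequenced cells carried. The word knockdown is kept here after the paper, and what remains of the Mettl3 signal would mean something else in a knockout. Both lines were sampled in growth medium (GM) and on the third day of differentiation (DM3), with 2 libraries per group and 8 in all. The authors deposited FPKM made as for the muscle libraries, and the values were scaled within this table alone. Between 98.92% and 99.11% of the low values were whole multiples of 1 read. Libraries of replicate 1 held 29190000 reads on genes for control GM, 25920000 for control DM3, 29570000 for knockdown GM and 25170000 for knockdown DM3. Those of replicate 2 held 14230000, 16380000, 18900000 and 15090000 reads in the same order. Ribosomal RNA loci took 0.521% to 0.700% of the reads in replicate 1, and 28.12%, 8.24%, 10.4% and 11.25% in replicate 2, again in that order. Of 55487 listed genes, 13824 passed the filter and were tested in one fit of the 4 groups. Mettl3 had 5.17 ± 0.675 FPKM (SD, n = 2 in each group) in control GM and 4.92 ± 0.328 in control DM3. In the knockdown it had 0.224 ± 0.150 in GM and 0.114 ± 0.0481 on DM3. Its highest knockdown library was at 0.331 FPKM and its lowest control library at 4.68. The log2 fold change was -4.10 in GM (standard error 0.40, adjusted p = 0.188, limma) and -4.56 on DM3 (adjusted p = 0.0187). The pseudocount moved these values most. With a pseudocount of 1 they were -2.34 and -2.41, and over the 8 other settings the adjusted p was 0.0805 to 1 in GM and 0.00266 to 0.0231 on DM3.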

We subsequently employed dCas9 to suppress *Mettl3* expression in myoblasts (Fig. 4a). The results of the immunoblotting analysis demonstrated that inhibiting the expression of *Mettl3* could enhance the expression of MyHC, a key differentiation marker of myoblasts (Fig. 4b). We further conducted immunofluorescence analysis to evaluate the impact of *Mettl3* inhibition on myoblast differentiation (Fig. 4c). Our research findings indicate that the suppression of *Mettl3* expression significantly enhances the capacity of myoblasts to undergo fusion and form multinucleated myotubes (Fig. 4d). We further investigated the impact of *Mettl3* inhibition on the expression of genes associated with myoblast fusion and discovered that *Mettl3* inhibition substantially enhanced the expression levels of these genes following the induced differentiation of myoblasts (Fig. 4e). In contrast, prior to the induction of differentiation, *Mettl3* inhibition exhibited a slightly suppressive effect on the expression of certain genes, including *Myog* and *Mymk*, which are involved in myoblast fusion, as well as *Tnnc2*, *Tnni1*, and *Tnni2*, which play roles in myotube formation (Supplementary Fig. 4d). 

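The 8 genes of Fig. 4e, which the paper measured by RT-qPCR, were examined in the RNA-seq libraries of DM3. In these libraries all 8 were lower in the knockdown than in the control. Myod1 had 30.8 ± 0.504 FPKM in the control and 4.36 ± 0.269 in the knockdown (SD, n = 2 each), a log2 fold change of -2.80 (standard error 0.41, adjusted p = 0.0337, limma). For Tnnc2, whose exons overlap Ube2c on the other strand, the change was -4.98 (adjusted p = 0.0379), and for Tnni2 it was -5.89 (adjusted p = 0.0414). The other 5 were not called at an adjusted p of 0.05, with -4.60 for Chrng (adjusted p = 0.0568), -4.89 for Tnni1 (adjusted p = 0.0787), -5.53 for Mymk (adjusted p = 0.0838), -4.27 for Mymx (adjusted p = 0.110) and -4.88 for Myog (adjusted p = 0.197). Mymk fell from 189 ± 13.2 to 4.03 ± 0.787 FPKM (n = 2 each). With the replicate number as a block, the adjusted p was 0.0297 for Chrng, 0.0394 for Mymk and 0.0466 for Tnni1, so 6 genes were called. Adjusted over the list alone, 8 of 8 were called. A fit of the 2 DM3 groups alone moved the count most, and called 8 of 8 over all genes. For the 8 genes as a list the mean was -4.73 (adjusted p = 1.4e-07, camera). Over the knockdown table, 49 of 90 list tests were called by camera, of which 7 were kept under fry and 0 with an estimated correlation, and this one was not among those kept. Fry with the replicate block, tried after the data had been seen, called 0 of 90, with 35 at an unadjusted p under 0.05. On the same stage, 165 genes were DEGs, 110 higher and 55 lower in the knockdown, and 260 with the replicate block. The paper reports from RT-qPCR on this stage that the inhibition of Mettl3 raises these genes. It also reports more MyHC protein on immunoblots and more fusion by immunofluorescence in its knockdown cells. From its results as a whole, those of the overexpression included, it proposes that METTL3 is involved in the differentiation and fusion of myoblasts.

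**Figure D1:**
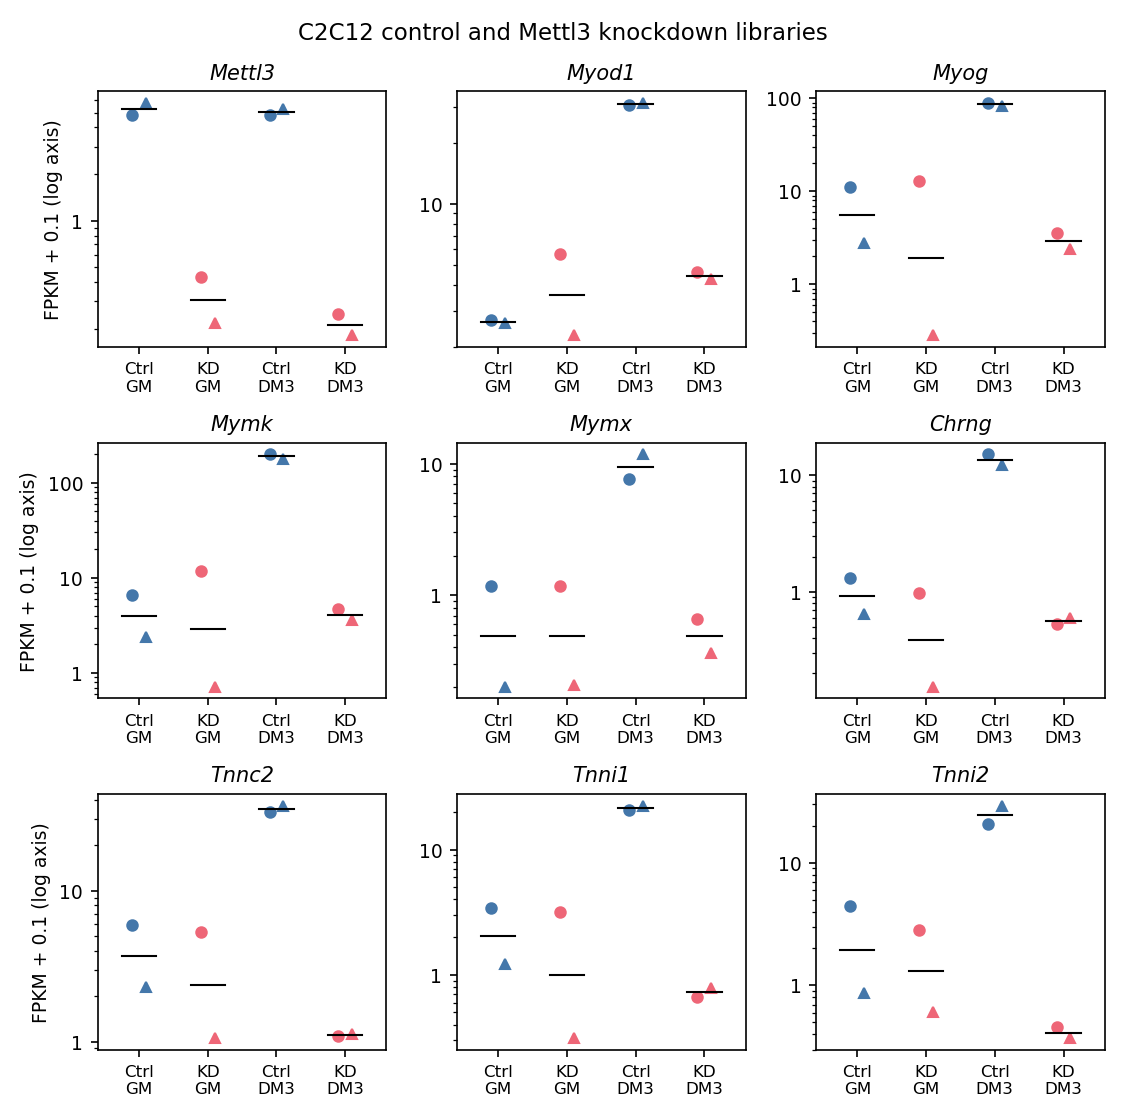
FPKM plus a pseudocount of 0.1 (log axis) of Mettl3 and the 8 genes in control (Ctrl, blue) and Mettl3 knockdown (KD, red) C2C12 cells in GM and on DM3, with circles for replicate 1, triangles for replicate 2 and a line at the mean of the log values. On DM3, both knockdown libraries lie below both control libraries for each gene, and in GM replicate 1 lies above replicate 2 for each of the 8 genes in the knockdown.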

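In GM, none of the 8 genes was called in the knockdown against the control, over all genes or adjusted over the list alone. The log2 fold change was -1.56 for Myog (adjusted p = 0.808, limma), -0.44 for Mymk (adjusted p = 0.931), -0.64 for Tnnc2 (adjusted p = 0.825), -1.04 for Tnni1 (adjusted p = 0.800), -0.57 for Tnni2 (adjusted p = 0.872) and -1.27 for Chrng (adjusted p = 0.704). It was 0.44 for Myod1 (adjusted p = 0.777) and 0.02 for Mymx (adjusted p = 1). Within a replicate number, a comparison made after the data had been seen, the knockdown was lower than the control in replicates 1 and 2 for Chrng (-0.44 and -2.09), Tnnc2 (-0.15 and -1.13), Tnni1 (-0.10 and -1.97) and Tnni2 (-0.64 and -0.50). It was lower in replicate 2 alone for Myog (0.20 and -3.31), Mymk (0.85 and -1.73) and Myod1 (1.08 and -0.20), and Mymx was at 0.0096 and 0.037. Leaving out 1 library, which breaks these pairs, turned the sign of each gene. Without replicate 2 of the knockdown, Myog was at 1.20, Mymk at 1.59, Tnnc2 at 0.52, Tnni1 at 0.64, Tnni2 at 0.54 and Chrng at 0.07. Without replicate 1 of the knockdown, Myog was at -4.31, Myod1 at -0.22 and Mymx at -1.24. Without replicate 1 of the control, Mymk was at 0.30, Tnnc2 at 0.04 and Tnni2 at 0.61, and without replicate 2 of the control Mymx was at -1.25. Quantile normalization also brought Mymx to -0.20. Over all genes 0 were DEGs in GM, while 1244 had an unadjusted p under 0.05.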

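In the control cells, Mettl3 changed by -0.07 from GM to DM3 on the log2 scale (standard error 0.40, adjusted p = 0.935, limma), less than the spread between replicates. With 1 library left out this change lay between -0.20 and 0.06, the latter without replicate 2 of GM. The 8 genes of the fusion and myotube list were all higher on DM3 than in GM. Myod1 rose by 3.55 (adjusted p = 0.0260) and was the 1 gene called over all genes tested, while 7 of 8 were called when adjusted over the list alone. Mymk rose by 5.58 (adjusted p = 0.101) and Chrng by 3.88 (adjusted p = 0.0988), and with the replicate block both were called (adjusted p = 0.0447 and 0.0477). The remaining 5 changes were 4.29 for Mymx, 3.95 for Myog, 3.65 for Tnni2, 3.39 for Tnni1 and 3.25 for Tnnc2. In the control, 96 genes were DEGs between GM and DM3, 74 higher and 22 lower on DM3, and 181 with the replicate block. A fit of these 2 groups alone called 0 DEGs. Among the largest rises was that of Actc1 (7.91, adjusted p = 0.0228).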

Following the induction and differentiation of myoblasts, the expression of *Mettl3* is significantly downregulated, while genes involved in regulating myoblast fusion and myotube formation begin to be expressed. This suggests that a high level of *Mettl3* expression acts as a barrier to the expression of these genes. Interestingly, prior to the induction and differentiation of myoblasts, the inhibition of high-level *Mettl3* expression suppresses the expression of genes involved in myoblast fusion and myotube formation. This suggests that these regulatory genes maintain a basal level of transcriptional activity before myoblast differentiation and are subsequently modulated by METTL3. However, it is only after the induction and differentiation of myoblasts that additional co-regulatory genes begin to express, at which point this gene group becomes functionally active and initiates its regulatory role.

**Fig. 4:**
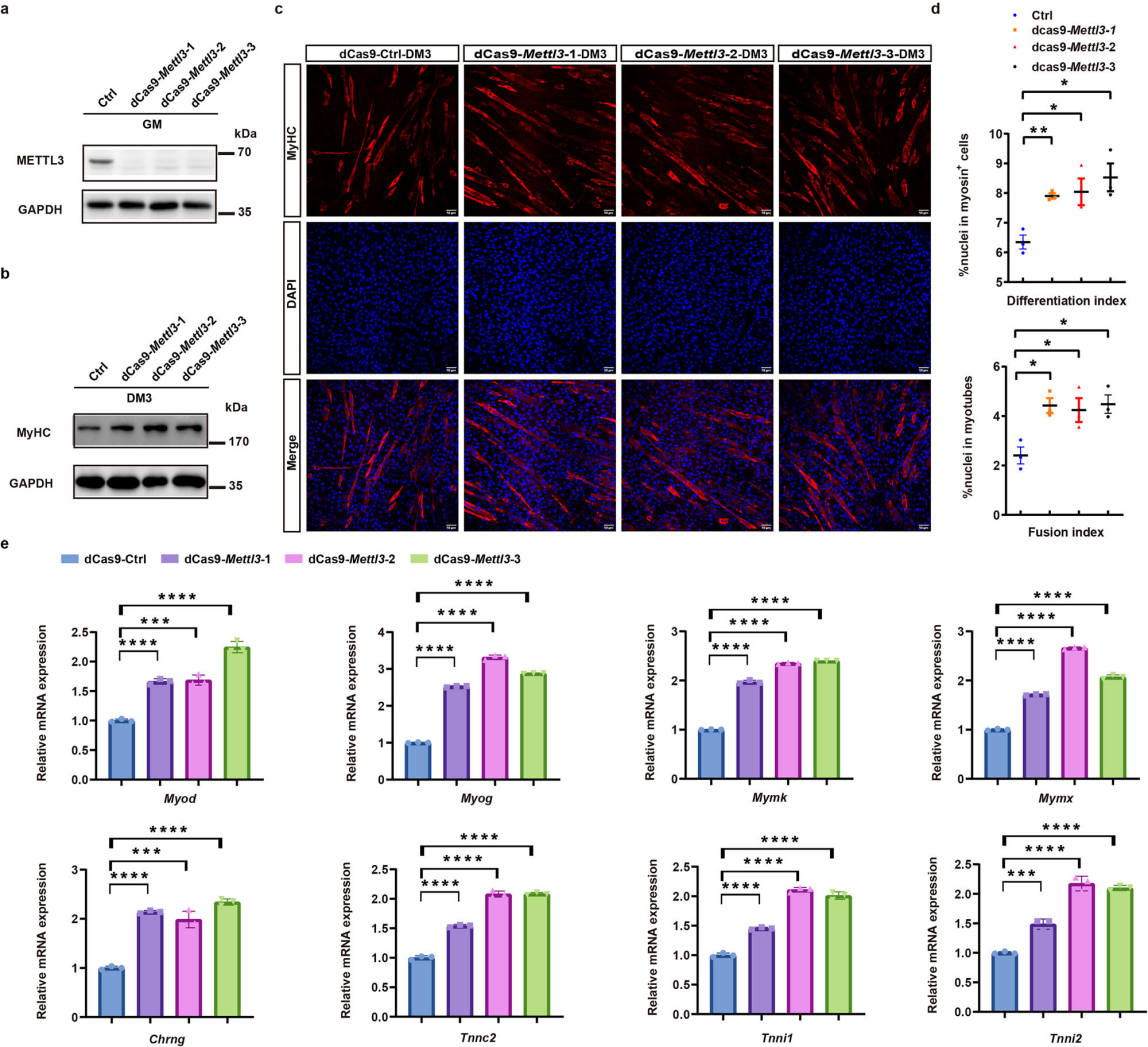
Inhibition of *Mettl3* expression affected the expression of genes related to myoblast fusion. **a** Immunoblotting analysis demonstrating METTL3 expression in *Mettl3* knockdown cells compared to the control group. **b** Immunoblotting analysis demonstrating MyHC expression in *Mettl3* knockdown cells compared to the control group. **c** Representative immunofluorescent staining of *Mettl3* knockdown cells compared to the control group on the third day post-differentiation (*n* = 3). Red indicated MyHC; blue indicated DAPI staining of nuclei. The merged images were shown. Scale bars, 50 μm. **d** Differentiation index was quantified from representative immunofluorescent images. The differentiation index is defined as the percentage of MyHC-positive cells relative to the total number of nuclei. The fusion index is defined as the ratio of the number of myotubes, characterized by MyHC-positive cells containing at least two nuclei, to the total number of nuclei in the field. **e** RT-qPCR analysis showing the expression levels of genes associated with myoblast fusion in *Mettl3* knockdown cells relative to the control group on the third day post-differentiation. Data presented as means ± SEM. ns. not significant, *P < 0.05, **P < 0.01, and ***P < 0.001, by two-sided Student’s *t* test, GAPDH was used as the internal control.

Together, these results suggest that METTL3 is involved in the differentiation and fusion processes of myoblasts.

### m^6^A profiles in *Mettl3*-overexpressing myoblasts during differentiation

Given the robust functional roles of the methyltransferase METTL3 in m^6^A RNA modification, we performed m^6^A-seq to generate epitranscriptomic profiles, respectively (Fig. 5a). Prior to induction of differentiation (GM) and on the fourth day of induction (DM4), we characterized and compared myoblast samples overexpressing METTL3 with those from the control group overexpressing GFP. We conducted m^6^A methylation analysis to further elucidate the underlying mechanisms (Supplementary Fig. 5a, b, c). Additionally, the de novo motif predicted by HOMER revealed that the m^6^A sites of all the samples were highly concordant within a consensus motif (for example, the most enriched GGACU), with marked enrichment noted near stop codons (Supplementary Fig. 5d–g).

**Fig. 5:**
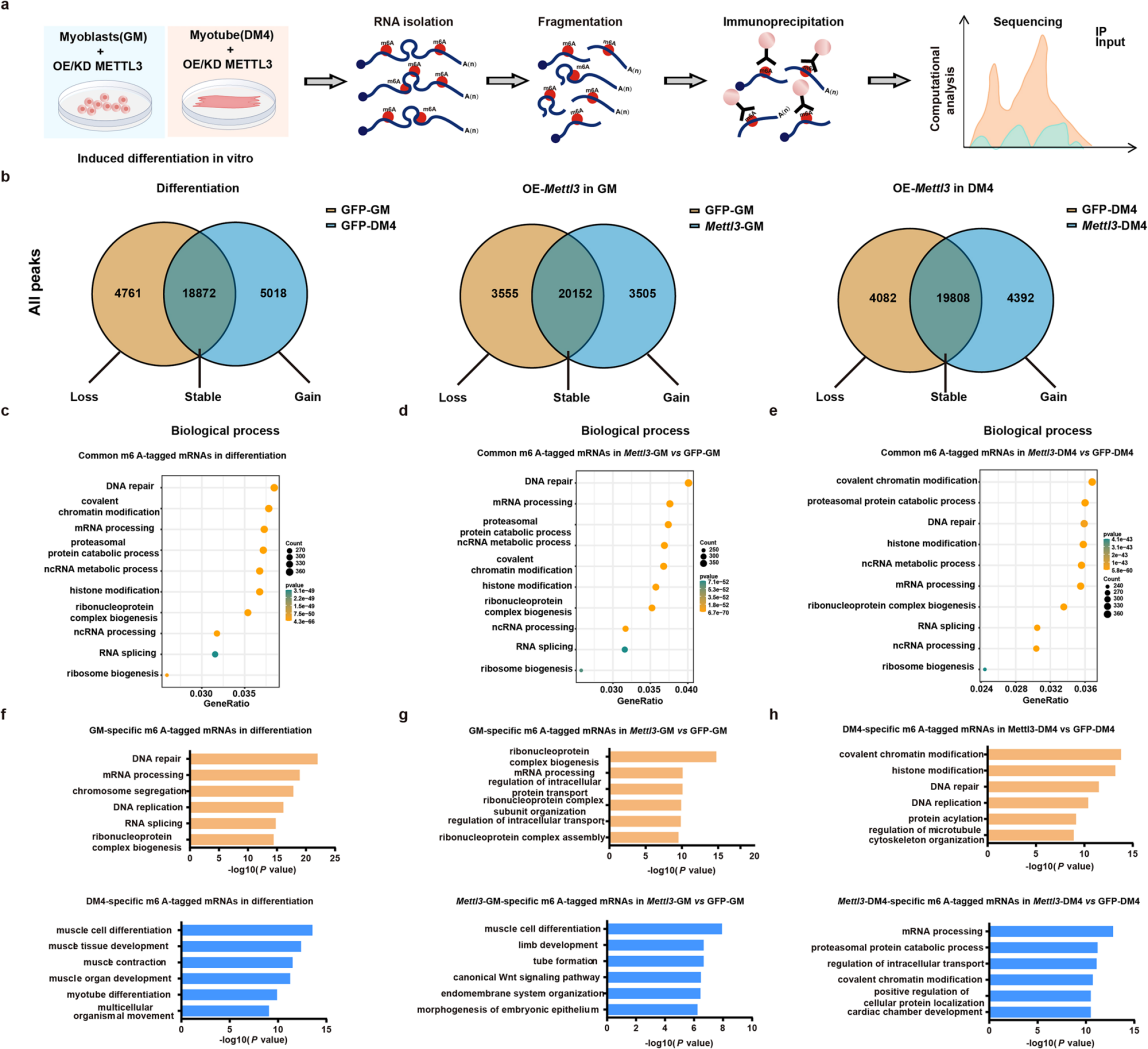
m^6^A profiles in *Mettl3*-overexpressing myoblasts during differentiation. **a** Schematic of the phenotypic analysis and m^6^A-seq procedure. **b** Venn diagram of peaks enriched in GFP-overexpressing cells and *Mettl3*-overexpressing cells. **c** GO analysis of genes encoding mRNAs with common m^6^As in GFP-overexpressing cells during differentiation. **d** GO analysis of genes encoding mRNAs with common m^6^As in *Mettl3*-overexpressing cells and GFP-overexpressing cells at GM stages. **e** GO analysis of genes encoding mRNAs with common m^6^As in *Mettl3*-overexpressing cells and GFP-overexpressing cells on the fourth day post-differentiation. **f** GO analysis of genes encoding mRNAs with specific m^6^As in GFP-overexpressing cells during differentiation. **g** GO analysis of genes encoding mRNAs with specific m^6^As in *Mettl3*-overexpressing cells and GFP-overexpressing cells prior to differentiation induction. **h** GO analysis of genes encoding mRNAs with specific m^6^As in *Mettl3*-overexpressing cells and GFP-overexpressing cells on the fourth day post-differentiation.

We identified more than 20,000 m^6^A peaks in each sample (Supplementary Data 5). To investigate potential differentiation-associated or METTL3-associated alterations in m^6^A epitranscriptomes, we categorized m^6^A peaks into three groups on the basis of their presence or absence fluctuations during differentiation or *Mettl3* overexpression. The majority of m^6^A peaks were consistently detected in both samples and were thus defined as stable m^6^A peaks. Conversely, a subset of m^6^A peaks exhibited specific detection patterns, which were classified as either loss or gain of m^6^A peaks (Fig. 5b, Supplementary Data 6). The majority of stable m^6^A peaks were consistently observed during differentiation or *Mettl3* overexpression, whereas the presence and absence of m^6^A peaks exhibited significant variability (Supplementary Data 7, 8). Functional pathway enrichment analysis of genes for which their mRNAs harbored common m^6^A peaks revealed high enrichment in terms of a variety of essential functions, such as covalent chromatin modification, DNA repair and RNA metabolism-related processes (Fig. 5c-e, Supplementary Fig. 6, Supplementary Fig. 7 and Supplementary Data 9). During differentiation, genes encoding mRNAs with specific m^6^A peaks demonstrated high enrichment in terms of myogenesis-associated functions, such as muscle cell differentiation, muscle tissue development and muscle contraction (Fig. 5f). In the context of *Mettl3* overexpression prior to differentiation induction, genes encoding mRNAs with specific m^6^A peaks were highly enriched in functions related to myogenesis and embryonic development, such as muscle cell differentiation, limb development, tube formation and the wnt signaling pathway (Fig. 5g). After sustaining *Mettl3* overexpression during the DM4 phase, genes encoding mRNAs with specific m^6^A peaks exhibited significant enrichment in functions related to proteasomal protein catabolic processes, mRNA processing and intracellular transport (Fig. 5h). Furthermore, we conducted a functional analysis of RNAs exhibiting altered m^6^A peaks in *Mettl3* knockdown cells to comprehensively evaluate the functional impact of METTL3 on myoblast differentiation and myogenesis (Supplementary Fig. 8). To elucidate the relationship between RNA methylation dynamics and gene expression alterations through METTL3 regulation during differentiation, we investigated the expression level and divergence of mRNAs characterized by loss, gain, and stable m^6^A peaks in *Mettl3*-overexpressing or inhibition myoblasts compared with the control group (Supplementary Fig. 9, Supplementary Fig. 10).

Collectively, these findings indicate that m^6^A peaks are prevalent throughout the process of differentiation and display a remarkable level of specificity associated with this process. However, the m^6^A peak modified by METTL3 exhibits notable differences before and after induced differentiation. In addition to regulating essential functions, m^6^A may also contribute to myoblast differentiation-specific alterations during myogenesis.

### Features of METTL3-regulated lncRNA m^6^A alterations during differentiation

Given the altered m^6^A modification and lncRNA expression profiles during myoblast differentiation^26^, we further investigated the m^6^A methylation landscape of long non-coding RNAs (lncRNAs) (Fig. 6a, Supplementary Fig.11). Surprisingly, the *Mettl3* overexpression-mediated losses in lncRNA m^6^A peaks exhibited a significant increase at the DM4 stage, which contrasts with the statistical results for the mRNAs shown in Fig. 5. We explored the distribution of peaks along the lncRNA gene body and found that its density gradually decreased from the transcription initiation site to the transcriptional termination site (Fig. 6b). We further analyzed the peak distribution of the lncRNA exons. We found that m^6^A peaks were preferentially enriched in the last exons of lncRNAs expressed in *Mettl3*-overexpressing samples. In total, 63.22% and 65.52% of the m^6^A peaks were identified in the last exons of the lncRNAs expressed before and after induced differentiation, respectively (Fig. 6c). We then analyzed the peak enrichment in each lncRNA. Interestingly, we found that m^6^A peaks were preferentially enriched in the first and internal exon but not in the last exons (Fig. 6d). These data provide a fundamental reference for further studies of the m^6^A epitranscriptome. Subsequently, we conducted an analysis of the differential expression of m^6^A-modified lncRNAs during myoblast differentiation and in *Mettl3*-overexpressing cells (Supplementary Data 10). We subsequently performed Venn diagram analysis to examine the overlap of DEGs in myoblasts during differentiation, in cells overexpressing *Mettl3* prior to differentiation induction, and in cells overexpressing *Mettl3* on the fourth day post-differentiation (Supplementary Data 11). A total of five identical lncRNAs were identified across all three groups. In addition to these five RNAs, 38 genes exhibited differential expression between myoblasts during differentiation and METTL3-overexpressing cells at the DM4 stage. We screened this set of genes and selected those that showed opposite trends and significant changes for literature review (Supplementary Fig. 11a, b). According to existing literature, several lncRNAs play significant roles in the musculoskeletal system. Notably, 2310043L19Rik is highly expressed in muscle tissue, functioning as a competing endogenous RNA (ceRNA) that targets miR-125a-5p. This interaction promotes myoblast proliferation while inhibiting their differentiation^27^. NEAT1 has been identified as dysregulated in various neuromuscular disorders^28^. Specifically, its expression is downregulated in murine models of muscular dystrophy and markedly upregulated in amyotrophic lateral sclerosis (ALS)^29^. BC1 may play a role in the prenatal development and differentiation of muscle tissues^30^. Gm5532 exerts its activatory effect on osteoclast differentiation through modulation of the miR-125a-3p/TRAF6 axis^31^. Furthermore, several reported lncRNAs, including Gm2694 and AI480526, have been implicated in the pathogenesis of neurological disorders, particularly depression^32,33^.

**Fig. 6:**
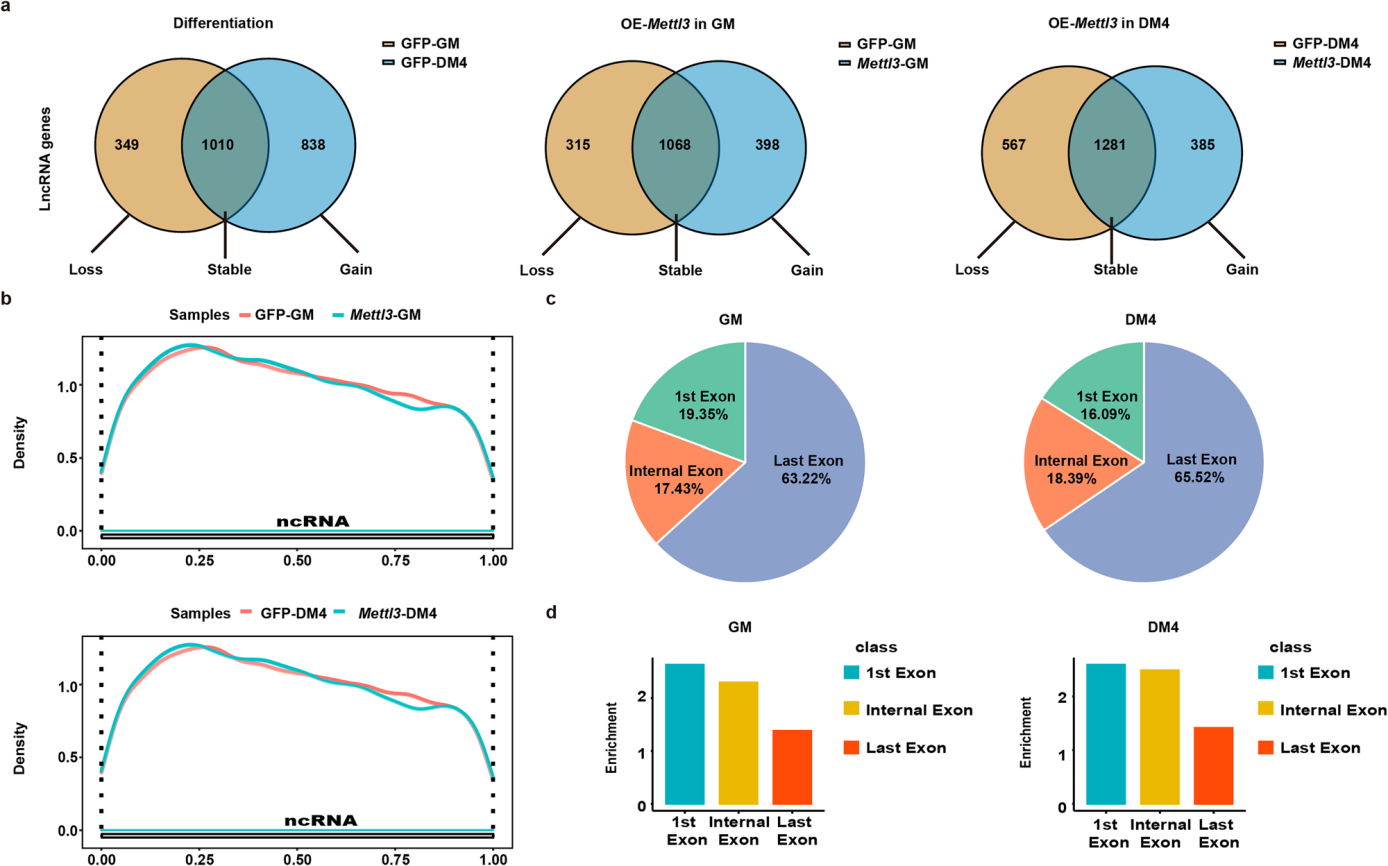
Features of METTL3 regulated lncRNA m^6^A alterations during differentiation. **a** Venn diagram of lncRNA peaks enriched in GFP-overexpressing cells and *Mettl3*-overexpressing cells. **b** Metagene profiles of enrichment of all m^6^A peaks across lncRNAs transcriptome in *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation. **c** Pie charts represent the proportion of m^6^A peaks in the three regions of lncRNAs before and after induced differentiation. **d** Histogram represents the relative enrichment of m^6^A peaks in the three regions of lncRNAs before and after induced differentiation.

### METTL3 regulates skeletal muscle fusion in an m^6^A-dependent manner

Bioinformatic cross-analysis of m^6^A-mediated myogenesis-associated mRNAs from the 193 overlapping mRNAs involved in skeletal muscle regeneration against all the m^6^A-containing mRNAs previously identified by meRIP-seq revealed that ~65.3% of the mRNAs that underwent regeneration-associated differential expression were also m^6^A-containing mRNAs (Fig. 7a). The analysis revealed that among the 193 DEGs, 126 were found to contain m^6^A modifications. Specifically, 98 DEGs were enriched in the differentiation process, 90 DEGs were enriched in cells overexpressing *Mettl3* prior to differentiation induction, and an additional 122 DEGs were enriched in cells overexpressing *Mettl3* on the fourth day post-differentiation (Supplementary Data 12). The samples overexpressing *Mettl3* before the induction of differentiation showed modification of 10 mRNAs via METTL3-regulated m^6^A. In contrast, on the fourth day after differentiation, 18 mRNAs in these samples were modified by METTL3-regulated m^6^A. We subsequently analyzed the expression of enriched genes with mRNAs that included METTL3-regulated m^6^As across different samples (Supplementary Fig. 13). Genes encoding mRNAs with METTL3-regulated m^6^As were enriched in terms of myoblast fusion (for example, *Mymk*, *Mymx*, and *Chrng*) and skeletal muscle contraction (for example, *Tnni1*, *Tnni2* and *Tnnc2*) (Fig. 7b, c)^24,34,35^.

**Fig. 7:**
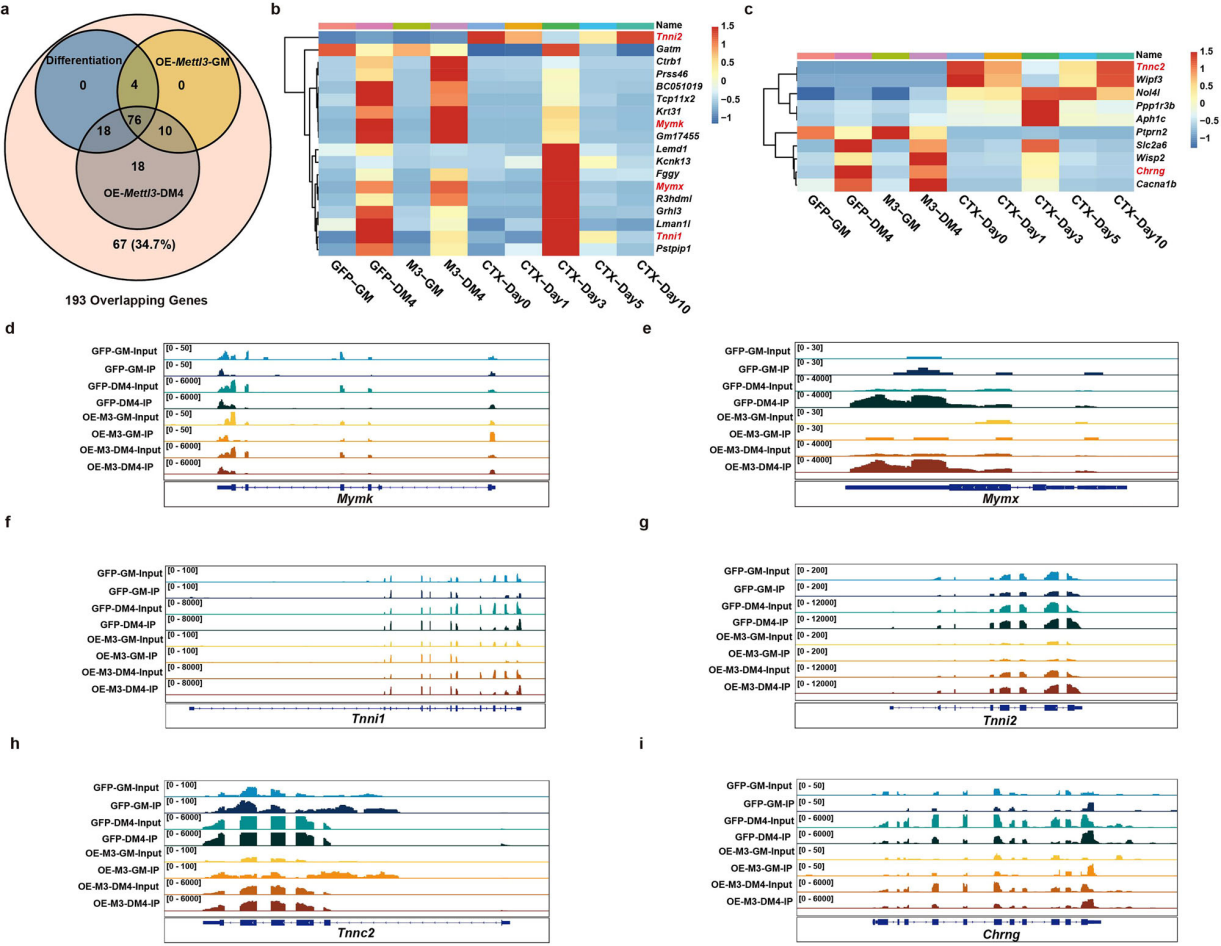
METTL3 regulates skeletal muscle fusion in an m^6^A-dependent manner. **a** Venn diagram showing the number of overlapping DEGs between the four comparison groups during skeletal muscle regeneration (big circles) and the number of differentially expressed transcripts that also contain m^6^As in *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation (small circles). **b** Heatmap of differentially expressed transcripts with m^6^As in *Mettl3*-overexpressing cells on the fourth day post-differentiation. **c** Heatmap of differentially expressed transcripts with m^6^As in *Mettl3*-overexpressing cells prior to differentiation induction. **d** Integrative Genomics View (IGV) of input and immunoprecipitation overlays on the *Mymk* gene from the MeRIP-seq data set for *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation. **e** IGV of input and immunoprecipitation overlays on the *Mymx* gene from the MeRIP-seq data set for *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation. **f** IGV of input and immunoprecipitation overlays on the *Tnni1* gene from the MeRIP-seq data set for *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation. **g** IGV of input and immunoprecipitation overlays on the *Tnni2* gene from the MeRIP-seq data set for *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation. **h** IGV of input and immunoprecipitation overlays on the *Tnnc2* gene from the MeRIP-seq data set for *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation. **i** IGV of input and immunoprecipitation overlays on the *Chrng* gene from the MeRIP-seq data set for *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation.

We subsequently analyzed the m^6^A peaks of these mRNAs and identified METTL3-regulated m^6^As across different samples. Our meRIP-seq data revealed one clear m^6^A peak around the 3ʹUTRs of *Mymk*, *Mymx*, *Chrng*, *Tnni1*, *Tnni2* and *Tnnc2* mRNAs during differentiation (Fig. 8d–i). To confirm that these mRNAs were enriched in m^6^A marks, we used an antibody against m^6^A and performed RNA immunoprecipitation followed by real-time PCR. As shown in Fig. 8, compared with those in the IgG control group, these mRNAs were significantly enriched in the m^6^A group at the DM4 stage (Fig. 8a–f). During the process of normal skeletal muscle differentiation, a gradual downregulation in *Mettl3* expression was observed, whereas m^6^A-modified *Mymk* and *Mymx* showed significant upregulation of expression upon induction of differentiation and regeneration (Fig. 8g–j). 

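The regeneration part of this statement rests on RT-qPCR in the paper (Fig. 8i, j), and the RNA-seq libraries of the same muscle and days were examined. Mymk stood at 1.87 ± 1.01 FPKM on day 1, 15.3 ± 3.85 on day 5 and 6.67 ± 3.77 on day 10 (SD, n = 2 at each time point). Its log2 fold change was -3.56 from day 3 to day 5 (standard error 0.77, adjusted p = 0.0269, limma) and -4.84 from day 3 to day 10. Mymx stood at 0.380 ± 0.328 FPKM on day 1, 4.43 ± 0.672 on day 5 and 1.74 ± 0.550 on day 10. It changed by -4.15 from day 3 to day 5 (adjusted p = 0.0124) and by -5.47 from day 3 to day 10. With the term for Xist-expressing libraries, the change to day 5 was not called for Mymk (-3.12, adjusted p = 0.174) or Mymx (-4.13, adjusted p = 0.0893). Without the filter on low values that of Mymk had an adjusted p of 0.0521.

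**Figure D2:**
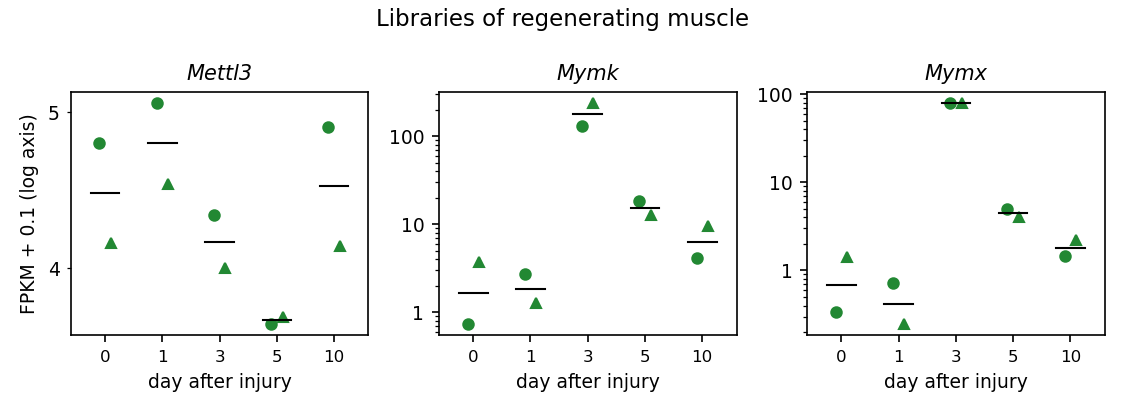
FPKM plus a pseudocount of 0.1 (log axis) of Mettl3, Mymk and Mymx in TA muscle by day after CTX injury, with circles for replicate 1, triangles for replicate 2 and a line at the mean of the log values. Mymk and Mymx are highest in both libraries of day 3, and the libraries of Mettl3 stay between 3.59 and 4.97 FPKM.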

Our findings suggested that aberrant overexpression of *Mettl3* following skeletal muscle differentiation resulted in a reduction in the m^6^A modification levels of *Mymk* and *Mymx*. Taken together, these findings suggest that many mRNAs undergo m^6^A modification with minimal alterations in their RNA expression levels. Notably, the fusion factors *Mymk* and *Mymx* were identified as m^6^A-enriched transcripts involved in skeletal muscle differentiation.

**Fig. 8:**
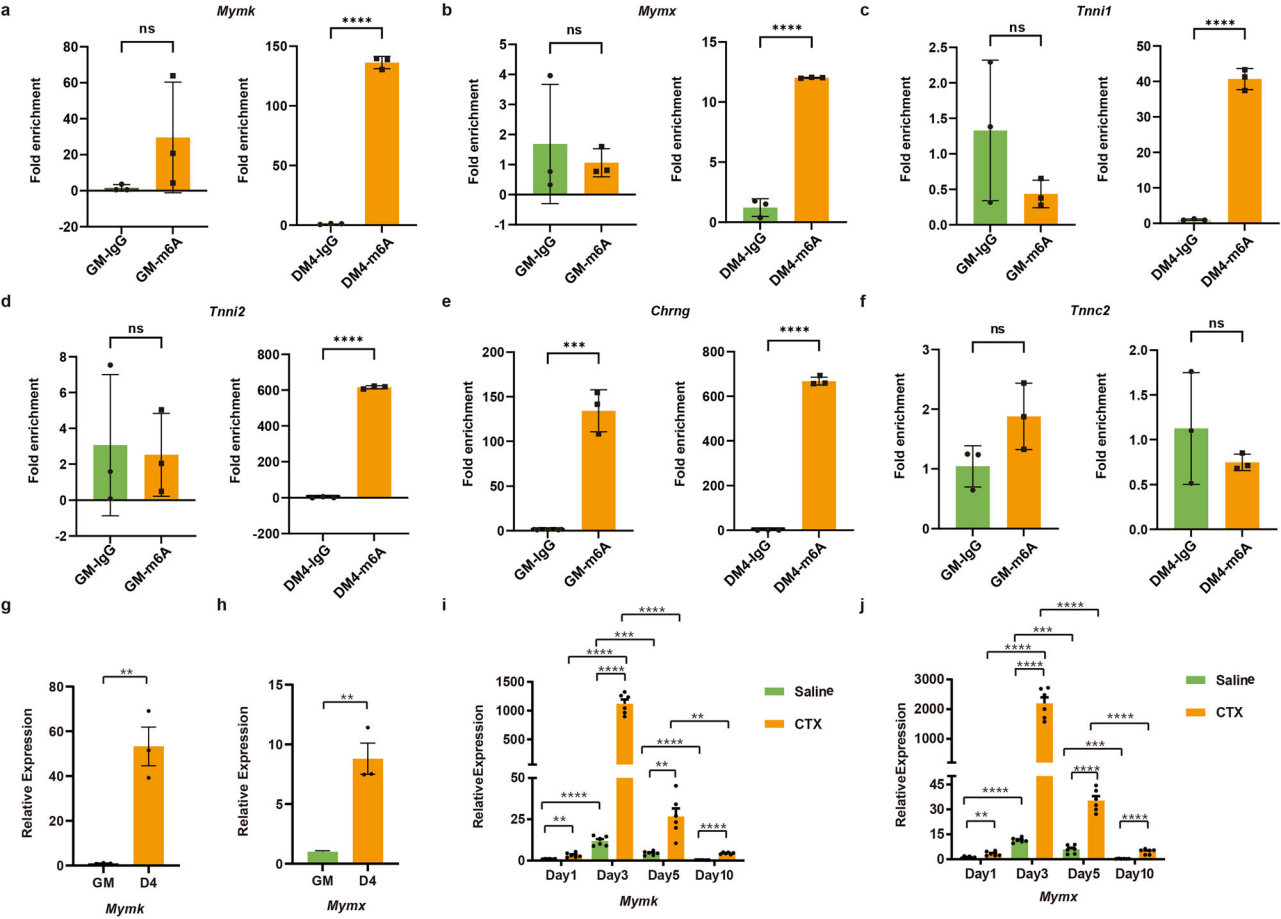
Methylated RIP–qPCR analysis to examine m^6^A and expression levels of mRNAs with METTL3-regulated m^6^As. **a** RT-qPCR analysis of *Mymk* expression in immunoprecipitated RNAs during differentiation. **b** RT-qPCR analysis of *Mymx* expression in immunoprecipitated RNAs during differentiation. **c** RT-qPCR analysis of *Tnni1* expression in immunoprecipitated RNAs during differentiation. **d** RT-qPCR analysis of *Tnni2* expression in immunoprecipitated RNAs during differentiation. **e** RT-qPCR analysis of *Chrng* expression in immunoprecipitated RNAs during differentiation. **f** RT-qPCR analysis of *Tnnc2* expression in immunoprecipitated RNAs during differentiation. IgG Immunoprecipitation was used as negative control. **g** RT-qPCR analysis of *Mymk* expression during myoblasts differentiation. **h** RT-qPCR analysis of *Mymx* expression during myoblasts differentiation. **i** RT-qPCR analysis of *Mymk* expression from TA muscles at 1-, 3-, 5- and 10-days following CTX-induced skeletal muscle injury. **j** RT-qPCR analysis of *Mymx* expression from TA muscles at 1-, 3-, 5- and 10-days following CTX-induced skeletal muscle injury. Data presented as means ± SEM. ns. not significant, *P < 0.05, **P < 0.01, and ***P < 0.001, by two-sided Student’s *t* test.

## Discussion

Skeletal muscle, the most abundant tissue and protein reservoir, not only governs movement but also plays a pivotal role in regulating respiration, ingestion, energy expenditure, glucose metabolism, amino acid utilization, lipid homeostasis, and maintenance of an optimal quality of life^36–38^. Impairments in muscle function can lead to a spectrum of adverse outcomes, including compromised ambulation, impaired respiratory function and ultimately premature mortality^21^. Precise regulation is imperative for skeletal muscle regeneration processes. The molecular regulatory mechanisms governing skeletal muscle differentiation and regeneration constitute the primary focus of research on skeletal muscle function. However, a significant gap in our understanding of the apparent involvement of RNA in this process remains. To date, more than 100 types of RNA modifications have been identified, with methylation emerging as the predominant form of modification. The expression of METTL3 and its m^6^A modifications are significantly differentially regulated during skeletal muscle regeneration^39^. However, the current study highlights the lack of systematic investigations into how METTL3 is involved in regulating skeletal muscle regeneration; thus, it is crucial to elucidate the mechanism underlying the role of METTL3 and develop precise epigenetic therapeutic strategies.

In our study, we characterized the involvement of METTL3 in the m^6^A-modified transcriptome during myoblast differentiation. We observed significant upregulation of METTL3 following CTX-induced skeletal muscle injury and identified numerous alterations in myogenic pathways and genes associated with *Mettl3* expression. Additionally, distinct patterns of gene-specific m^6^A modification were observed during skeletal muscle differentiation, with some genes exhibiting loss of m^6^As and others showing an increase in m^6^As. Importantly, we discovered that METTL3 serves as a key regulator responsible for these gene-specific m^6^A modifications. Notably, downstream elements regulated by METTL3, such as *Mymx* and *Mymk*, which are involved in myoblast fusion, presented increased expression levels and m^6^A levels during muscle formation. This study provides valuable insights into the function and mechanism of METTL3-regulated m^6^A modifications in myoblast differentiation and skeletal muscle regeneration, revealing the regulatory role of METTL3 in promoting myoblast fusion, a crucial step in myogenesis^40,41^. Furthermore, our analysis successfully identified a subset of long noncoding RNAs within this group of genes. Currently, there is a dearth of systematic research on the involvement of m^6^A-mediated lncRNA methylation in the regulation of myogenic differentiation and regeneration, necessitating further elucidation of the regulatory mode and mechanism^42^. Therefore, elucidating the mode of lncRNA-m^6^A methylation in skeletal muscle and exploring its regulatory mechanism are highly important for understanding the role of m^6^A-modified lncRNAs in body development and regeneration while expanding our understanding of the involvement of m^6^A modification in cell differentiation and tissue repair.

Mounting evidence indicates the involvement of m^6^A regulation in cellular senescence and aging-related processes, underscoring its potential as a therapeutic target for aging^43,44^. In this context, METTL3-catalyzed m^6^A modification enhances mRNA stability through IGF2BP1 recruitment^45^. In primate aging, diminished *Mettl3* expression and overall RNA m^6^A levels are associated with skeletal muscle degradation^11^. Disruptions in m^6^A patterns have also been associated with age-related diseases such as Alzheimer’s disease, osteoarthritis, and disc degeneration^46,47^. These findings underscore the importance of m^6^A and its regulators in processes related to cellular aging and regeneration. Therefore, a systematic analysis of the regulatory network governing m^6^A during the regeneration process may aid in elucidating its underlying mechanism.

## Materials and methods

### Animals

C57BL/6 J mice were purchased from Cyagen and housed in temperature-controlled, humidity-controlled, and ventilated specific pathogen-free cages at the animal facility. All animal handling and procedures were approved by the Animal Care and Use Committee at South China Agricultural University (permission no. 2023F257). For the mouse muscle injury and regeneration experiments, the tibialis anterior (TA) muscles of six-week-old male mice were injected with 25 μL of 10 μM cardiotoxin (CTX, Merck Millipore, 217503), and 0.9% normal saline was used as a control. The regenerated muscles were collected at days 1, 3, 5 and 10 postinjection. TA muscles were isolated for hematoxylin and eosin (H&E) staining or frozen in liquid nitrogen for RNA and protein extraction.

### Cell cultures

The mouse skeletal myoblast cell line C2C12 was obtained from the Shanghai Institute of Cell Biology, Chinese Academy of Science. The cells were cultured in growth medium (GM), which consisted of high-glucose Dulbecco’s modified Eagle’s medium (DMEM, Thermo Fisher) supplemented with 10% FBS (Thermo Fisher) and 1% penicillin/streptomycin (Thermo Fisher), at 37 °C in 5% CO_2_. The cells were plated and cultured to 100% confluence and then transferred to differentiation medium consisting of DMEM containing 2% horse serum (Thermo Fisher) and 1% penicillin/streptomycin for further culture. Transfection of plasmid DNA was performed using ViaFect™ Transfection Reagent (Promega) according to the manufacturer’s instructions.

### Plasmids construction and stable cell generation

cDNAs of mouse METTL3 were subcloned and inserted into the pKD-CMV-MCS-EF1-PURO (pKD) vector by Gibson assembly, and pKD-GFP was subcloned as a negative control. To establish METTL3 knockdown using a CRISPR-dCas9 system, two complementary single-guide RNA (sgRNA) sequences targeting the METTL3 promoter region were first cloned into the lentiviral vector pLV hU6-sgRNA hUbC-dCas9-KRAB-T2a-Puro (Addgene #71236) via BsmBⅠ restriction enzyme digestion and Golden Gate assembly. The vector features an hU6 promoter for sgRNA transcription, an hUbC promoter driving expression of a catalytically inactive dCas9 (D10A/H840A mutations) fused to the Krüppel-associated box (KRAB) transcriptional repressor domain at its C-terminus, and a T2A self-cleaving peptide-linked puromycin resistance gene (Puro^R^).

For lentiviral production, HEK-293T cells were co-transfected with the sgRNA-dCas9-KRAB transfer vector, psPAX2 (encoding HIV-1 gag/pol for viral core assembly), and pMD2.G (expressing VSV-G envelope glycoprotein for broad tropism) at a molar ratio of 4:3:1 using polyethylenimine (PEI). Virus-containing supernatant was harvested 48 h post-transfection, filtered through a 0.45-μm PVDF membrane, and stored at –80 °C. C2C12 cells were infected with lentiviral particles at a multiplicity of infection of puromycin selection (2 μg/mL) was initiated 72 h post-infection and maintained for 2 days to generate stable cell lines. All primer sequences are listed in Supplementary Table1.

### RNA extraction and qPCR assays

Total RNA was extracted from mouse muscles or C2C12 cells with TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. First-strand cDNA for PCR analyses was synthesized with a PrimeScript™ RT reagent kit (Takara). Real-time PCR was performed using SYBR Premix ExTaq™ (Takara) in a sequence detection system (Thermo Fisher). The Ct values were first normalized to those of the endogenous control (GAPDH) and then normalized to those of the control group (ΔΔCT method) to calculate the fold change between the control and experimental groups. All primer sets were synthesized by Synbio Technologies, and all primer sequences are listed in Supplementary Table2.

### Protein isolation and immunoblotting analysis

The tissue was homogenized and then lysed in ice-cold RIPA buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.1% SDS, 1% sodium deoxycholate, 1% Triton X-100, 2 mM EDTA and 1× protease inhibitor cocktail). The samples were then centrifuged for 20 min at 4 °C. Total protein extracts were loaded and separated using SDS‒polyacrylamide gel electrophoresis (SDS‒PAGE) and then transferred to nitrocellulose membranes (Whatman). The membranes were then blocked with 5% milk for 1 h. The membranes were incubated with primary antibodies against MyHC (R&D Cat. MAB4470), METTL3 (15073-1-AP), and GAPDH (CST Cat. 2118 T) overnight at 4 °C. Horseradish peroxidase-conjugated secondary antibodies were used to detect the primary antibodies, and protein signals were then visualized using a chemiluminescent HRP substrate (Millipore, WBKLS0500).

### Immunofluorescence

Cells were fixed with 4% formaldehyde for 30 min at room temperature, followed by permeabilization using 0.1% Triton X-100 for 10 min on ice. Next, cells were blocked with 2.5% bovine serum albumin (BSA) in phosphate-buffered saline (PBS; Beyotime) for 2.5 h at room temperature. After blocking, the cells were incubated overnight at 4 °C with a primary antibody against the myosin heavy chain (MyHC). The cells were subsequently washed three times with PBS for 10 min each and incubated with an Alexa Fluor 647-conjugated secondary antibody (Invitrogen) for 1 h at room temperature. Nuclei were stained with DAPI (Invitrogen) for 10 min. Fluorescence signals were captured and analyzed using laser scanning confocal microscopy (Olympus).

### Immunocytochemistry (IHC)

The tissue sections were cut at a thickness of 4 μm and then subjected to a water temperature increase of 42 °C followed by oven baking at 60 °C for 30 min. The samples were dewaxed with xylene I for 5 min, xylene II for 5 min, xylene III for 5 min, anhydrous ethanol for 1 min, 95% ethanol for 1 min, 75% ethanol for 1 min, and finally washed with distilled water for 5 min. EDTA microwave hot repair was carried out for 5–8 min, followed by cooling to room temperature. To prevent reagent flow-out, an immunohistochemical pen circle was used. Endogenous peroxidase blocking solution was added, and the samples were incubated at room temperature for 10 min before being washed with PBS three times. Sealing serum was added, and the mixture was incubated at 37 °C for 30 min without washing away the excess serum. Primary antibody incubation involved the addition of primary antibody dropwise, followed by wet box incubation at 37 °C for 2 h. The samples were incubated with secondary antibodies at 37  °C for 30 min before being washed with PBS three times. DAB color development solution consisting of DAB:1 mL B solution + 1 drop of solution A mixed together was added to the samples. Mayer hematoxylin was added briefly, followed by washing with distilled water and soaking in blue liquid for one minute before another wash. Dehydration and transparent sealing involved gradient dehydration using alcohol concentrations ranging from 75–95–100%, with each concentration lasting one minute per cylinder.

### RNA m^6^A quantification by LC-MS/MS

RNA m^6^A quantification by LC-MS/MS was performed by metware Corporation. Briefly, total RNAs were isolated using TRIzol reagent (Life Technologies). 1ug mRNA was incubated with nuclease S1 (Takara), phosphodiesterase (Sigma-Aldrich) and alkaline phophatase (Takara), and incubated at 37 °C for 2 h. Following centrifugation at 13,000 rpm for 10 min at 4 °C, 10 μL of the solution was analyzed by LC-MS/MS.

### MeRIP sequencing

Total RNA was isolated and purified using TRIzol reagent (Invitrogen) following the manufacturer’s procedure. The RNA amount and purity of each sample were quantified via a NanoDrop ND-1000 (NanoDrop). The RNA integrity was assessed with a Bioanalyzer 2100 (Agilent) with a RIN > 7.0 and confirmed by electrophoresis with a denaturing agarose gel. Poly(A) RNA was purified from 50 µg of total RNA using Dynabeads Oligo (dT) 25-61005 (Thermo Fisher Scientific). Then, the poly(A) RNA was fragmented into small pieces via the Magnesium RNA Fragmentation Module (NEB). Then, the cleaved RNA fragments were incubated with an m^6^A-specific antibody (#202003, Synaptic Systems, Germany). Then, the IP RNA was reverse transcribed to create cDNA by SuperScriptTM II Reverse Transcriptase (Invitrogen, cat. 1896649), which was subsequently fled to synthesize U-labeled second-strand DNAs. After ligation with the adapter to the A-tailed fragmented DNA, the ligated products were amplified with PCR, and 2 × 150 bp paired-end sequencing (PE150) was performed on an Illumina NovaSeqTM 6000 (LC-Biotechnology Co., Ltd., Hangzhou, China) following the vendor’s recommended protocol.

### RNA sequencing and analysis

RNA sequencing was performed by Epigenome Corporation. Briefly, total RNA or purified sRNA fragments of the samples were extracted and first ligated to the 3’-terminal and 5’-terminal linkers and then reverse-transcribed into cDNA. PCR amplification was performed, and the gel was then cut to recover the target fragment library. In silico sequencing was performed on libraries that passed the quality inspection.

### Statistics and reproducibility

For the meRIP-seq analysis, we employed fastp software to filter out reads containing adaptor contamination, low-quality bases, and undetermined bases using default parameters. Subsequently, the sequence quality of both IP and input samples was assessed with fastp. HISAT2 was utilized to align the reads to the reference genome (GRCm38, Ensembl), retaining uniquely mapped reads with a mapping quality score exceeding 30^48^. The aligned reads from IP and input libraries were then analyzed using the R package exomePeak for identifying significant m^6^A peaks and differential peaks, considering an FDR ≤ 0.05 as statistically significant^49^. For visualization purposes, the BigWig format files were generated using deepTools and visualized with IGV software^50,51^. HOMER was applied for de novo motif discovery based on the top 1000 most enriched peaks^52^. Peaks were annotated by intersecting them with gene architecture using bedtools and custom Python scripts^53^. An m^6^A metagene plot was created using the Guitar package in R^54^.

For mRNA-seq analysis, clean FASTQ reads were aligned to the mouse genome (Ensembl GRCm38) using HISAT2. Raw gene read counts were calculated using featureCounts based on Ensembl gene annotation. These counts were normalized to RPKM values using the fpkm function in the DESeq2 package^55^. were identified via DESeq2, with genes having an adjusted *P* value ≤ 0.05 and logFC ≥2 considered statistically significant. Gene Ontology and KEGG pathway analyses were conducted using the clusterProfiler package, with *p* values ≤ 0.05 deemed statistically significant^56^. Heatmaps and Circos plots were generated using Graphbio1 software (http://www.graphbio1.com/).

The data is presented as means with standard errors of the mean (SEMs) from three independent experiments, unless otherwise specified in the figure legends. In each graph, individual dots represent single biological replicates, and *P* values are indicated. Each experiment is conducted using a minimum of three independent biological samples, as detailed in the figure legends. Comparisons between two groups were analyzed using Student’s *t* test, unless otherwise stated. All statistical analyses and graphical representations were performed using GraphPad Prism software (version 9.0). Results were considered statistically significant when *P* < 0.05.

The schematic diagrams in Figs. 1a,  5a were created using PowerPoint software and Adobe Illustrator CS6. The mouse illustration in Fig. 1a was adapted from the article titled “Genome-wide identification of microRNA targets reveals positive regulation of the Hippo pathway by miR-122 during liver development,” published by one of our manuscript’s authors, Tan, in the journal *Cell Death & Disease* in 2021.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

Dataset 9

Dataset 10

Dataset 11

Dataset 12

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

All data needed to evaluate the conclusions in the paper are presented in the paper and/or the Supplementary Data Set. Unedited Western blots are included in Supplementary Figs. 14, 15, and 16 in Supplementinuteary Information. The meRIP-seq data and RNA sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE293208 and GSE293212. All other data supporting the findings of this study are available from the corresponding author upon request.

# Supplementary material for: Stage-specific requirement for METTL3-dependent m6A epitranscriptomic regulation during myogenesis
**Source:** Commun Biol. 2025 Aug 30;8:1317. doi: 10.1038/s42003-025-08759-5

1 **SUPPLEMENTARY INFORMATION**

2 **Related to Tan et al. “Stage-specific requirement for METTL3-dependent m6A**  
3 **epitranscriptomic regulation during myogenesis”**

4 **Supplementary Table 1. Primer sequences of plasmids construction**

|                    | sequence (5'-->3')                               |
|--------------------|--------------------------------------------------|
| pKD-mMettl3-CEII-F | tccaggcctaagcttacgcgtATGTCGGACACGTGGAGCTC        |
| pKD-mMettl3-CEII-R | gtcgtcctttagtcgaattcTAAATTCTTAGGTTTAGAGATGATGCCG |
|                    | sequence (5'-->3')                               |
| dCas9-METTL3-1-F   | CACCGAGCTAGGATGTCGGACACG                         |
| dCas9-METTL3-1-R   | CGTGTCCGACATCCTAGCTCGGTG                         |
| dCas9-METTL3-2-F   | caccCGGAAAGGGCGCAGAGCCCG                         |
| dCas9-METTL3-2-R   | aaacCGGGCTCTGCGCCCTTTCCG                         |
| dCas9-METTL3-3-F   | caccGATGGGGTAACCAACAATCG                         |
| dCas9-METTL3-3-R   | aaacCGATTGTTGGTTACCCCATC                         |

5 **Supplementary Table 2. Primer sequences of qPCR assays**

|           |                        |
|-----------|------------------------|
| m-Tnni1-F | ATGCCGGAAGTTGAGAGGAAA  |
| m-Tnni1-R | TCCGAGAGGTAACGCACCTT   |
| m-Tnni2-F | AGAGTGTGATGCTCCAGATAGC |
| m-Tnni2-R | AGCAACGTCGATCTTCGCA    |
| m-Tnnc2-F | GAGGCCAGGTCCTACCTCAG   |
| m-Tnnc2-R | GGTGCCCAACTCTTTAACGCT  |
| m-Chrng-F | GGCCAGAGACCTCATCTCCT   |
| m-Chrng-R | GGGGTCGTAGTTTCGCATCA   |
| m-MYMK-F  | ACTTTTCATGACCGCTGGG    |
| m-MYMK-R  | ATGCTCTTGTCGGGGTACAG   |
| m-MYMX-F  | TCCCAAGACATGAGAGAGGC   |
| m-MYMX-R  | TACTTTGATGGGCGTTGCTG   |

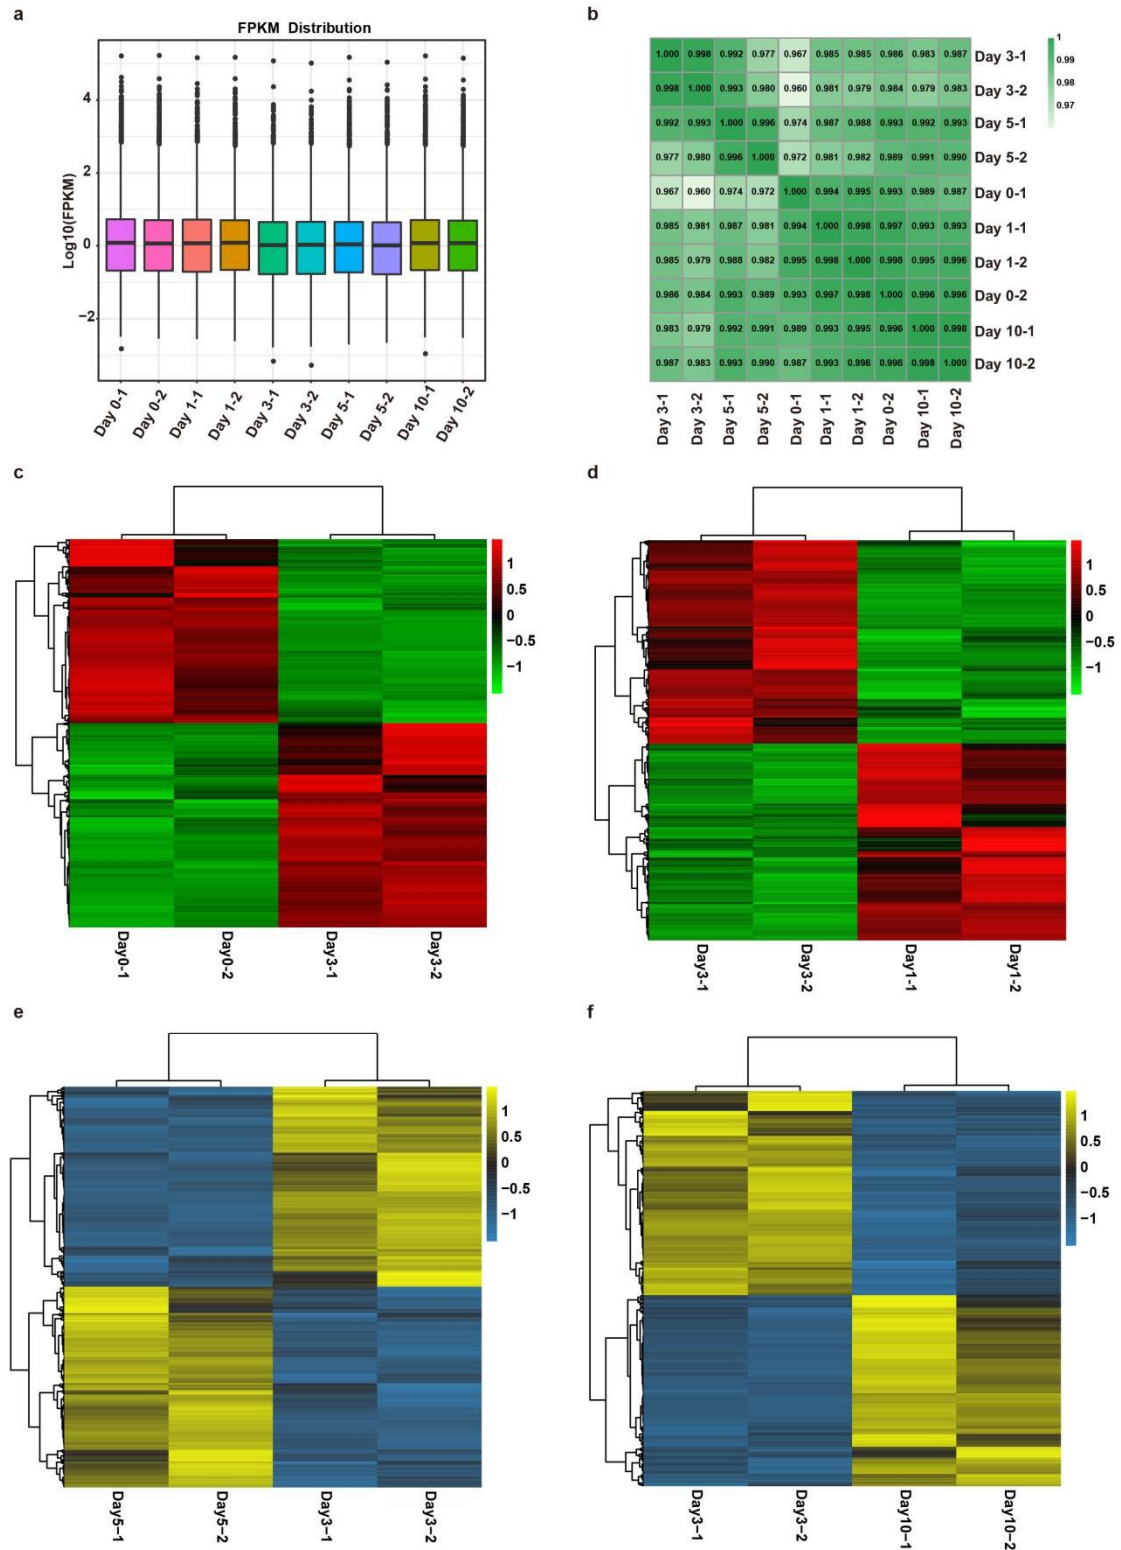

6

7 **Supplementary Fig 1. Identification and integrative analysis of DEGs during**  
 8 **skeletal muscle regeneration.** **a** Violin plot of expression distribution in all samples  
 9 during skeletal muscle regeneration. **b** Correlation between all samples during skeletal  
 10 muscle regeneration. **c** Heatmap illustrates the gene expression between the third day

11 post-injury and pre-injury conditions. **d** Heatmap illustrates the gene expression  
 12 between the first- and third-day post-injury. **e** Heatmap illustrates the gene expression  
 13 between day 3 and day 5 post-injury. **f** Heatmap illustrates the gene expression  
 14 between day 3 and day 10 post-injury.

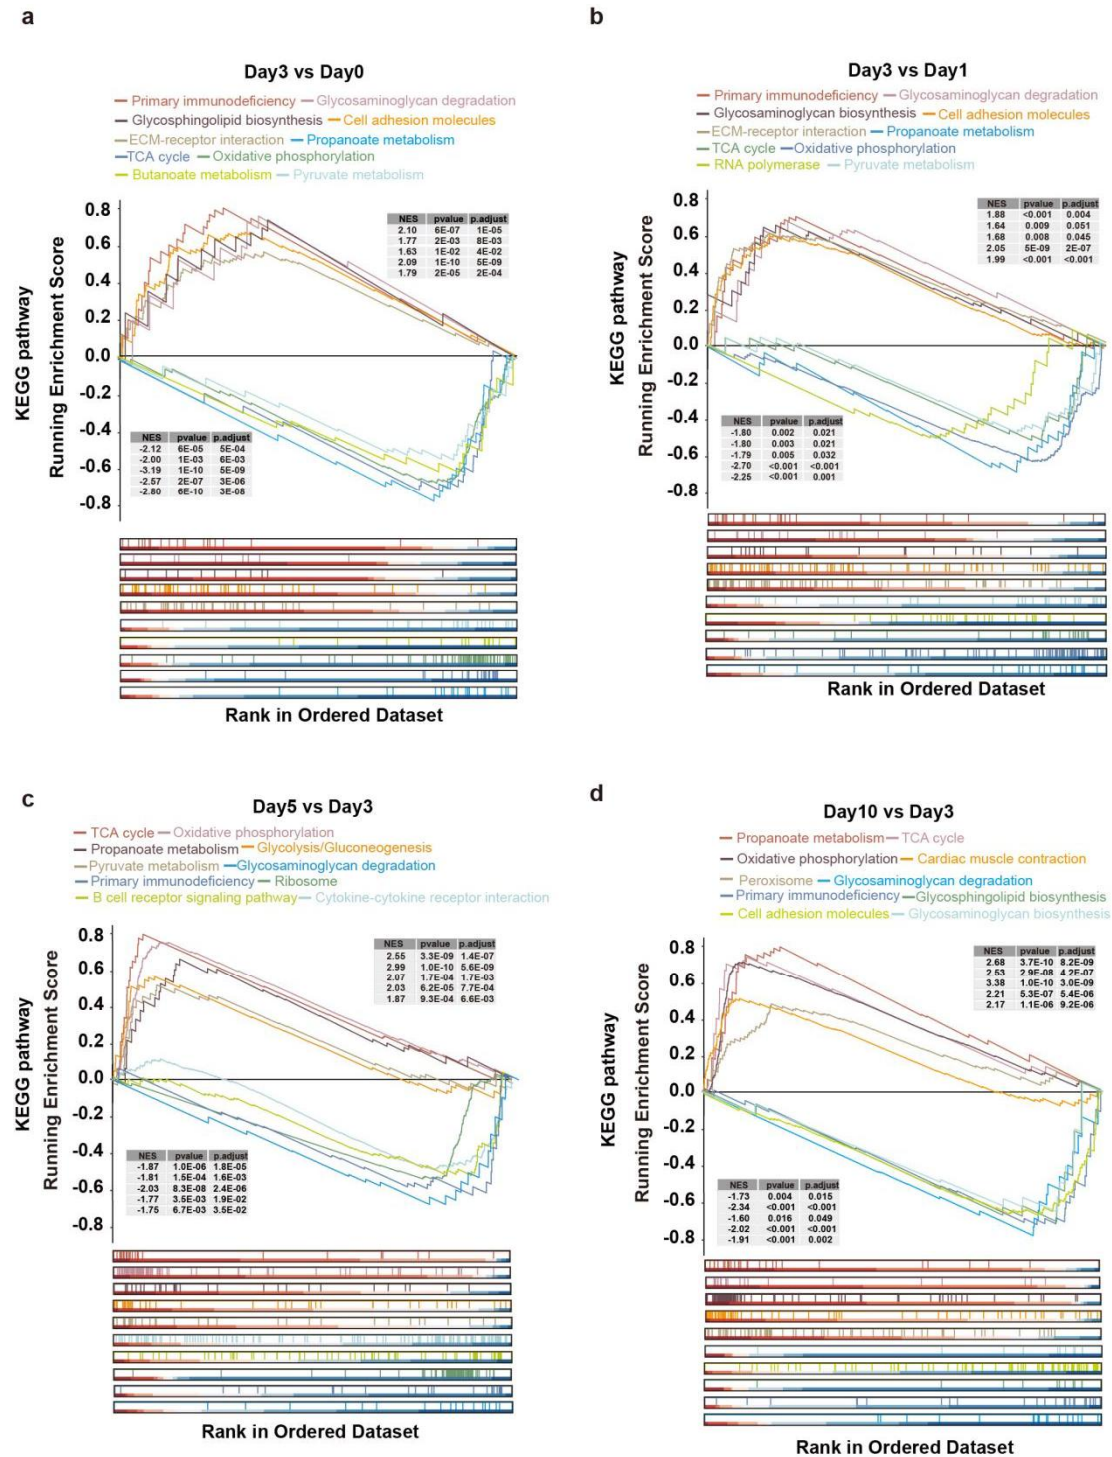

15  
 16 **Supplementary Fig 2. Gene set enrichment analysis (GSEA) of KEGG pathway.**  
 17 **a** GSEA was performed on the entire set of DEGs between the third day post-injury

18 and pre-injury conditions. **b** GSEA was performed on the entire set of DEGs between  
 19 the first- and third-day post-injury. **c** GSEA was performed on the entire set of DEGs  
 20 between day 3 and day 5 post-injury. **d** GSEA was performed on the entire set of  
 21 DEGs between day 3 and day 10 post-injury.

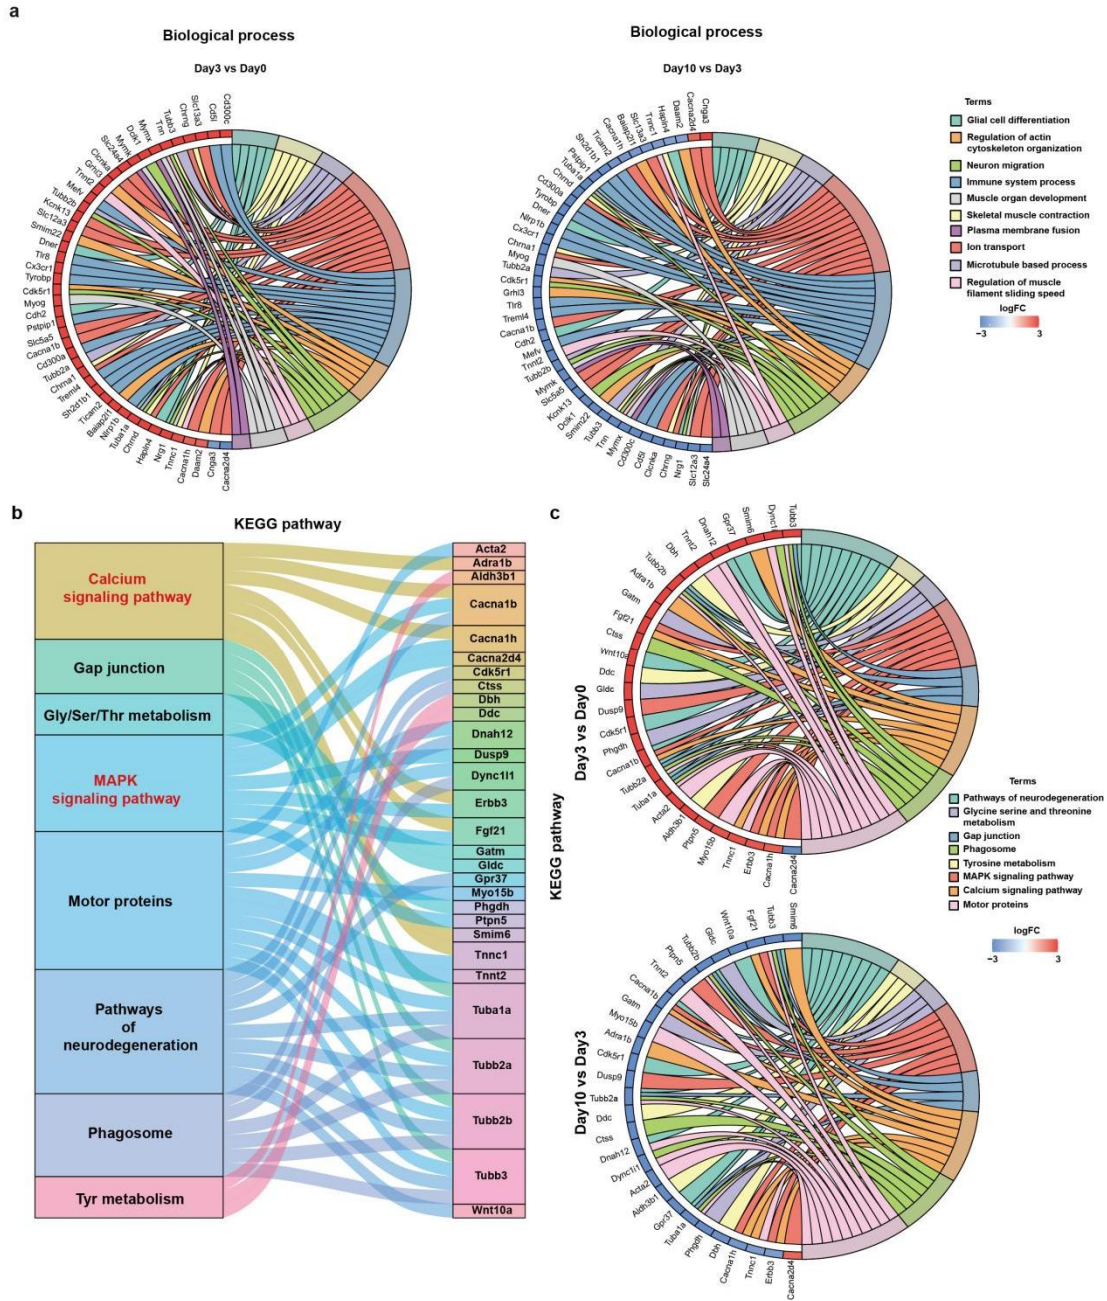

22  
 23 **Supplementary Fig 3. Analysis of gene expression during skeletal muscle**  
 24 **regeneration. a** Chord diagram shows the expression changes of TOP genes in this  
 25 group of enrichment biological process at different time points. **b** Sankey map  
 26 illustrates the KEGG pathway of TOP genes enrichment. **c** Chord diagram shows the

27 expression changes of TOP genes in this group of enrichment KEGG pathways at  
 28 different time points.

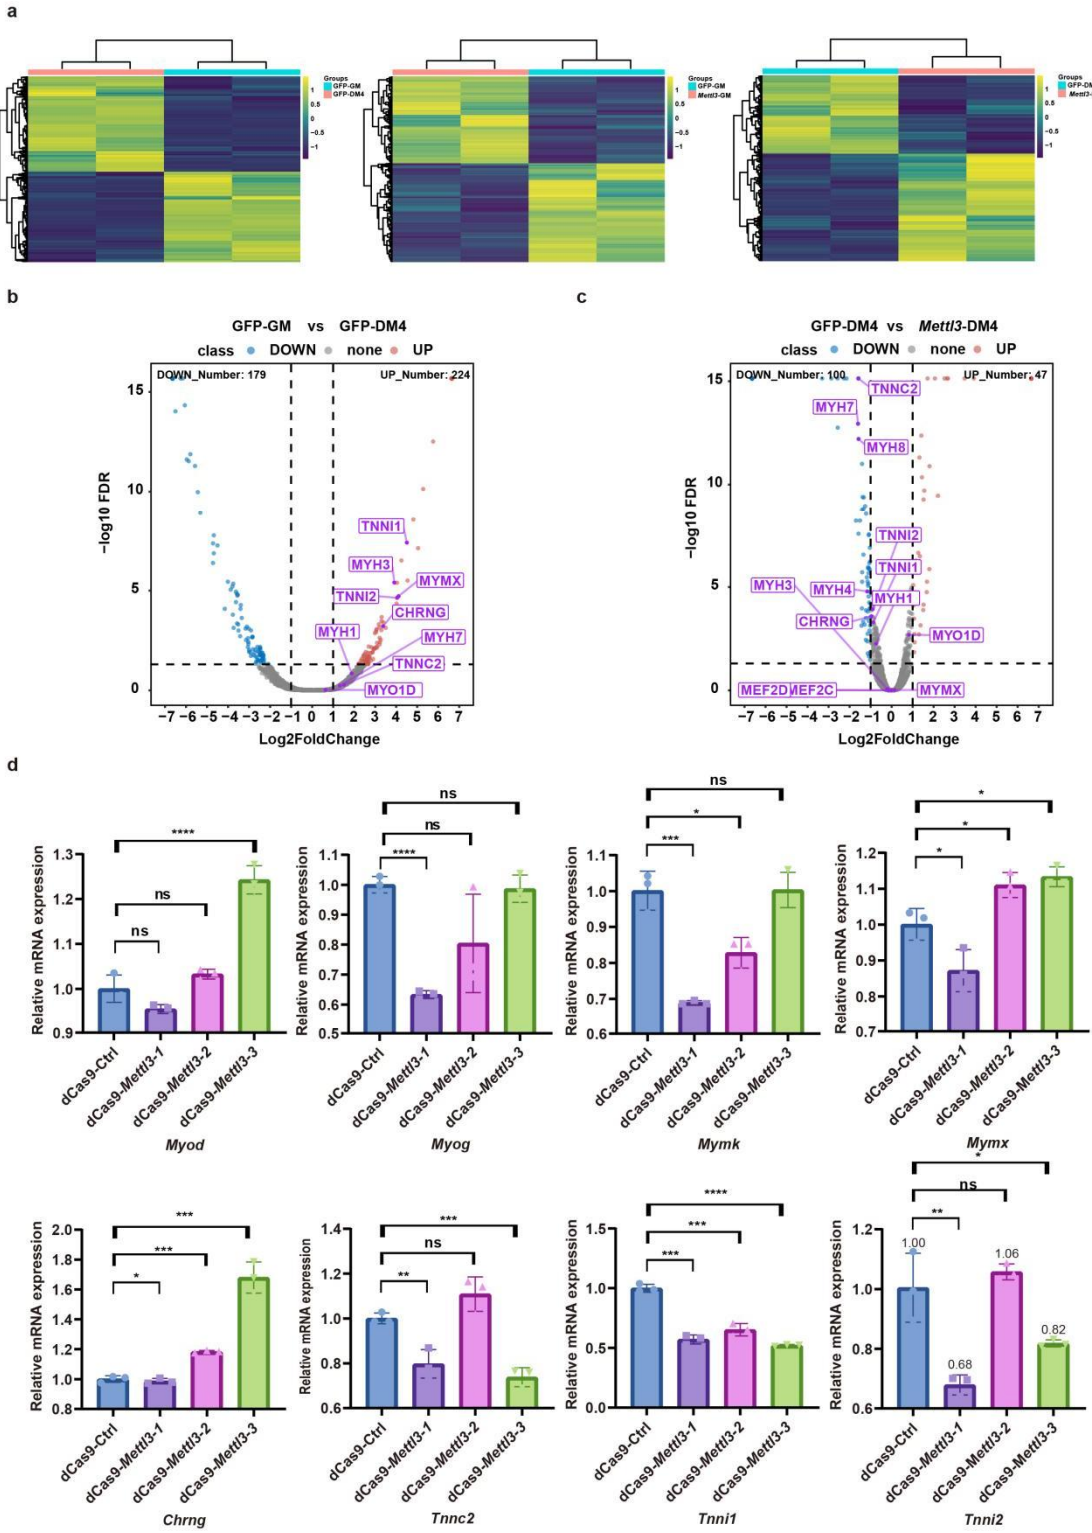

29  
 30 **Supplementary Fig 4. Analysis of the role of METTL3 in myoblast**  
 31 **differentiation and fusion processes.** **a** Heatmap illustrates the gene expression in  
 32 *Mettl3*-overexpressing cells and GFP-overexpressing cells during differentiation. **b**

Proteomic profiling of DEGs in GFP-overexpressing cells during differentiation. **c** Proteomic profiling of *Mettl3*-overexpressing cells compared to the control group on the fourth day post-differentiation. **d** RT-qPCR analysis showing the expression levels of genes associated with myoblast fusion in *Mettl3* knockdown cells relative to the control group prior to differentiation induction. Data presented as means  $\pm$  SEM. ns., not significant, \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ , by two-sided Student's t-test.

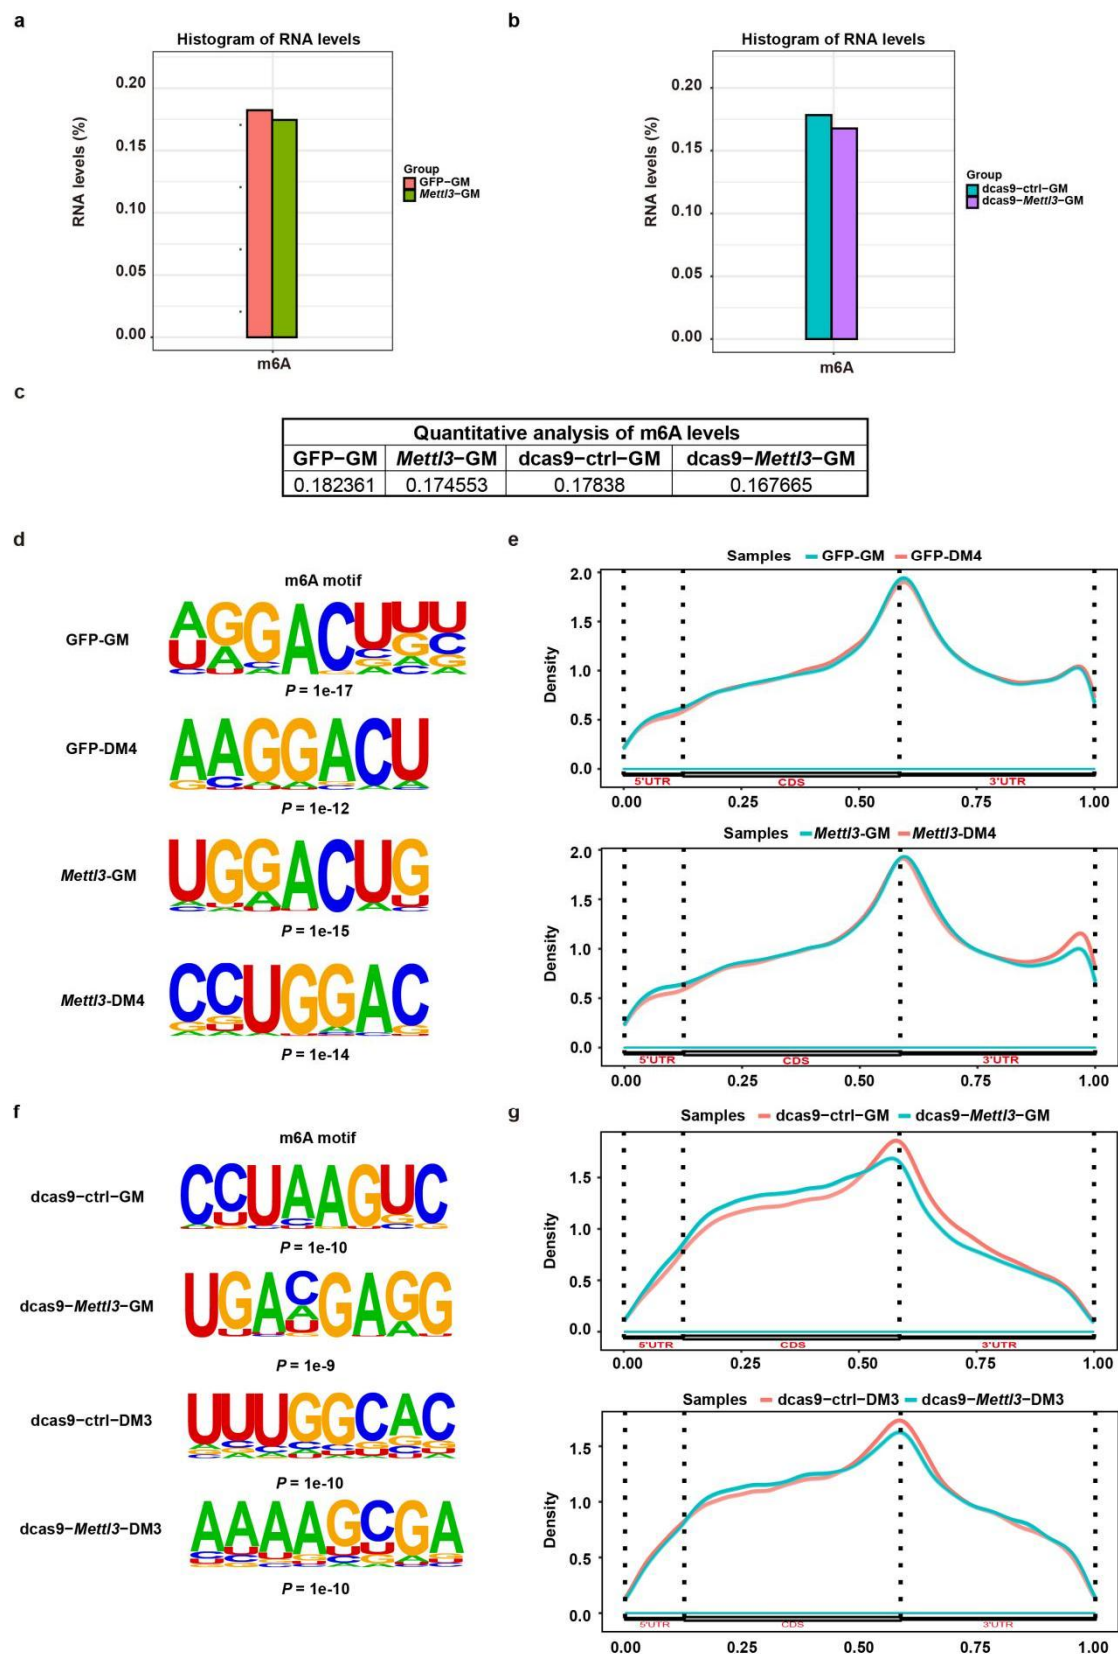

Supplementary Fig 5. m<sup>6</sup>A profiles in *Mettl3*-overexpressing and *Mettl3* knockdown myoblasts during differentiation. **a** Quantitative analysis of m<sup>6</sup>A levels in *Mettl3*-overexpressing cells compared to the control group. **b** Quantitative analysis

45 of m<sup>6</sup>A levels in *Mettl3* knockdown cells compared to the control group. **c** Table of  
46 quantitative analysis of m<sup>6</sup>A levels. **d** Top consensus motif identified with m<sup>6</sup>A peaks  
47 in *Mettl3*-overexpressing cells and wildtype cells from. **e** Peaks detected in samples  
48 were plotted via density across mRNA regions (including 5'UTR, start codon, CDS,  
49 stop codon, and 3' UTR). **f** Top consensus motif identified with m<sup>6</sup>A peaks in *Mettl3*  
50 knockdown cells and the control group. **g** Peaks detected in samples were plotted via  
51 density across mRNA regions (including 5'UTR, start codon, CDS, stop codon, and 3'  
52 UTR).

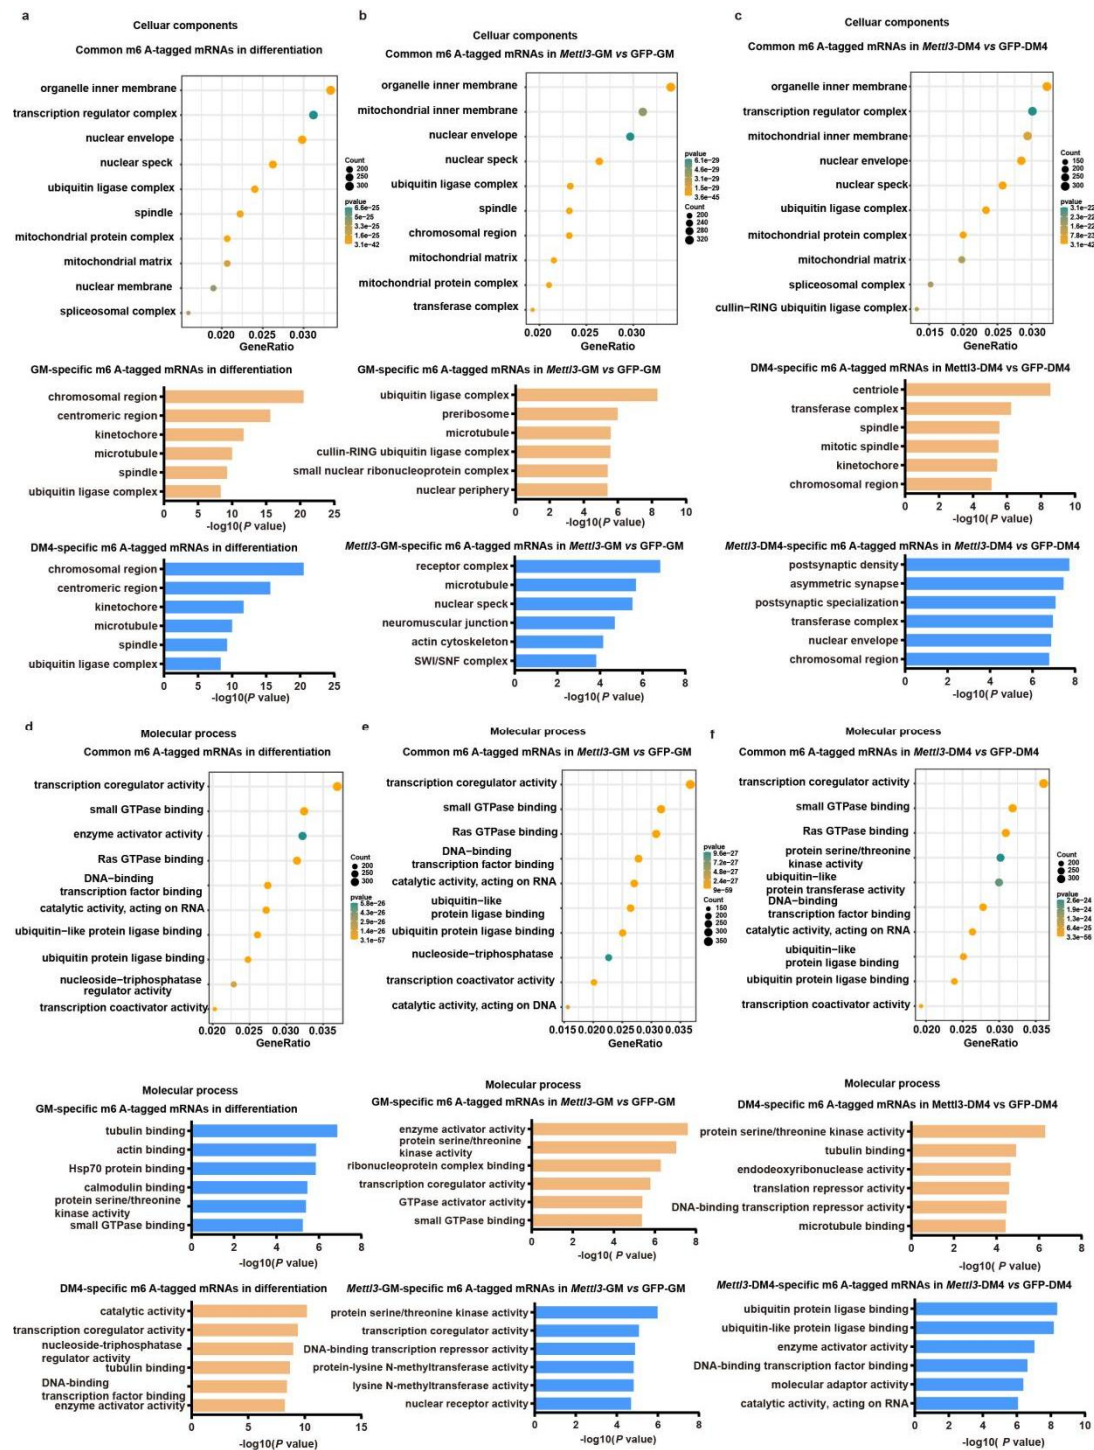

**Supplementary Fig 6. GO analysis of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As. a** GO analysis (cellular components) of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As in GFP-overexpressing cells during differentiation. **b** GO analysis (cellular components) of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As in *Mettl3*-overexpressing cells and GFP-overexpressing cells prior to differentiation induction. **c** GO analysis (cellular

60 components) of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As in  
61 *Mettl3*-overexpressing cells and GFP-overexpressing cells on the fourth day  
62 post-differentiation. **d** GO analysis (molecular process) of genes encoding mRNAs  
63 with common m<sup>6</sup>As and specific m<sup>6</sup>As in GFP-overexpressing cells during  
64 differentiation. **e** GO analysis (molecular process) of genes encoding mRNAs with  
65 common m<sup>6</sup>As and specific m<sup>6</sup>As in *Mettl3*-overexpressing cells and  
66 GFP-overexpressing cells prior to differentiation induction. **f** GO analysis (molecular  
67 process) of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As in  
68 *Mettl3*-overexpressing cells and GFP-overexpressing cells on the fourth day  
69 post-differentiation.

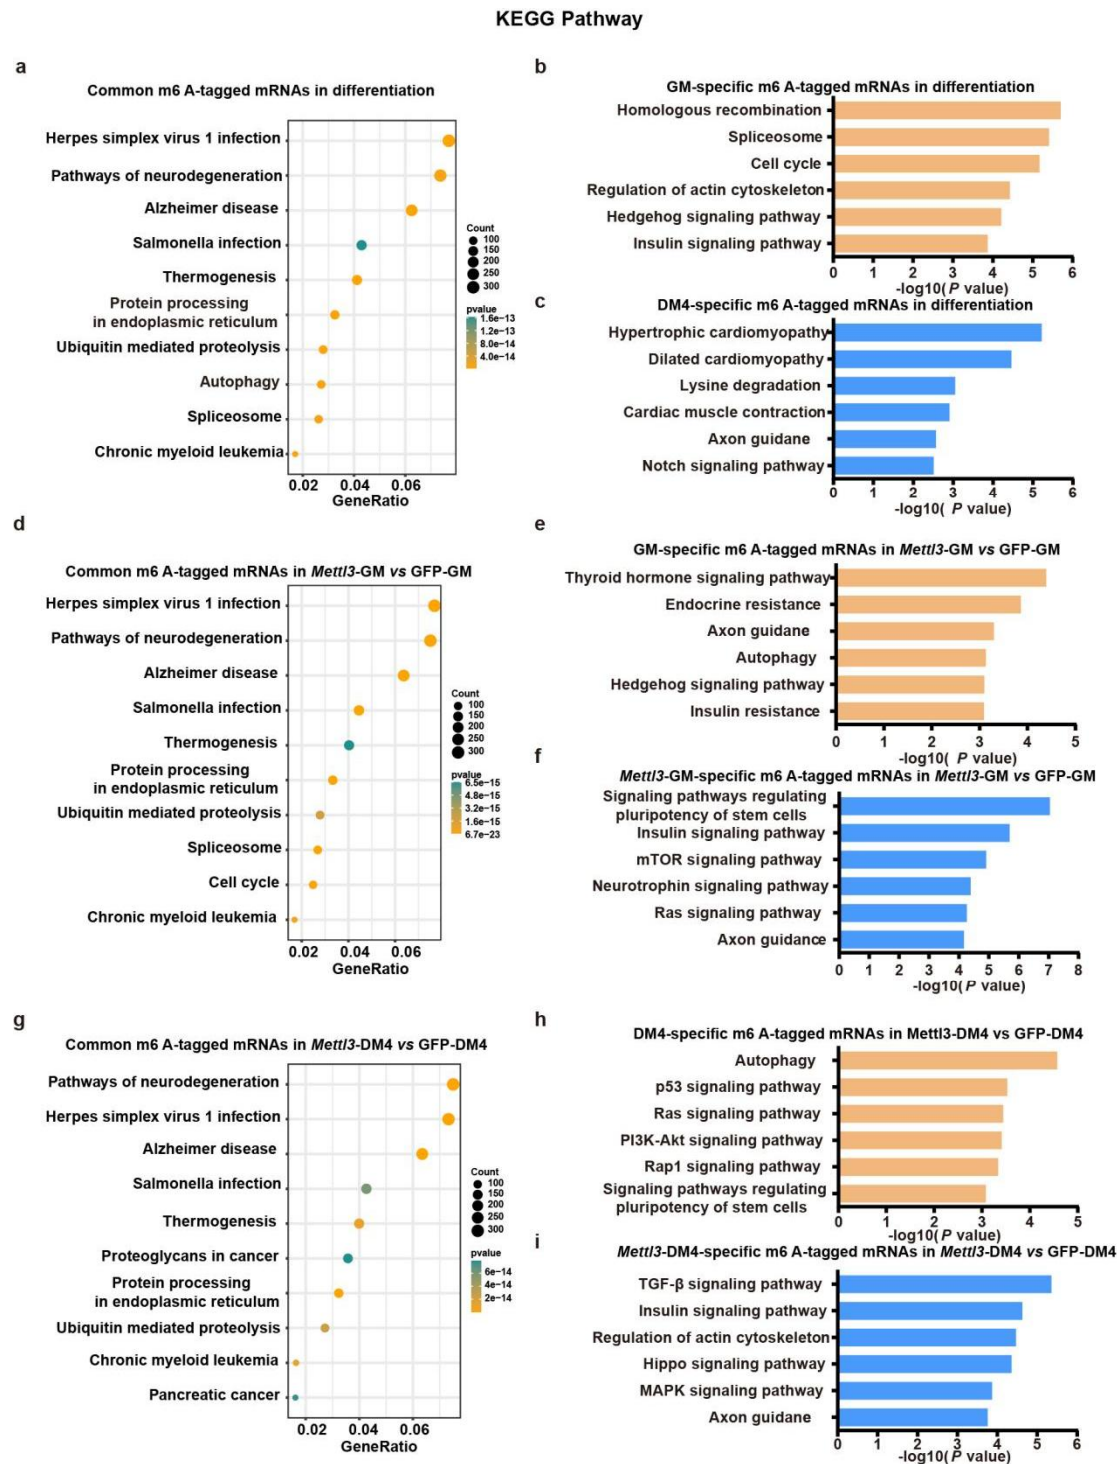

**Supplementary Fig 7. KEGG analysis of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As. a** KEGG analysis of genes encoding mRNAs with common m<sup>6</sup>As in GFP-overexpressing cells during differentiation. **b** KEGG analysis of genes encoding mRNAs with specific m<sup>6</sup>As in GFP-overexpressing cells prior to differentiation induction. **c** KEGG analysis of genes encoding mRNAs with specific m<sup>6</sup>As in GFP-overexpressing cells on the fourth day post-differentiation. **d** KEGG

analysis of genes encoding mRNAs with common m<sup>6</sup>As in *Mettl3*-overexpressing cells and GFP-overexpressing cells prior to differentiation induction. **e** KEGG analysis of genes encoding mRNAs with specific m<sup>6</sup>As in GFP-overexpressing cells prior to differentiation induction. **f** KEGG analysis of genes encoding mRNAs with specific m<sup>6</sup>As in *Mettl3*-overexpressing cells prior to differentiation induction. **g** KEGG analysis of genes encoding mRNAs with common m<sup>6</sup>As in *Mettl3*-overexpressing cells and GFP-overexpressing cells on the fourth day post-differentiation. **h** KEGG analysis of genes encoding mRNAs with specific m<sup>6</sup>As in *Mettl3*-overexpressing cells on the fourth day post-differentiation. **i** KEGG analysis of genes encoding mRNAs with specific m<sup>6</sup>As in *Mettl3*-overexpressing cells on the fourth day post-differentiation.

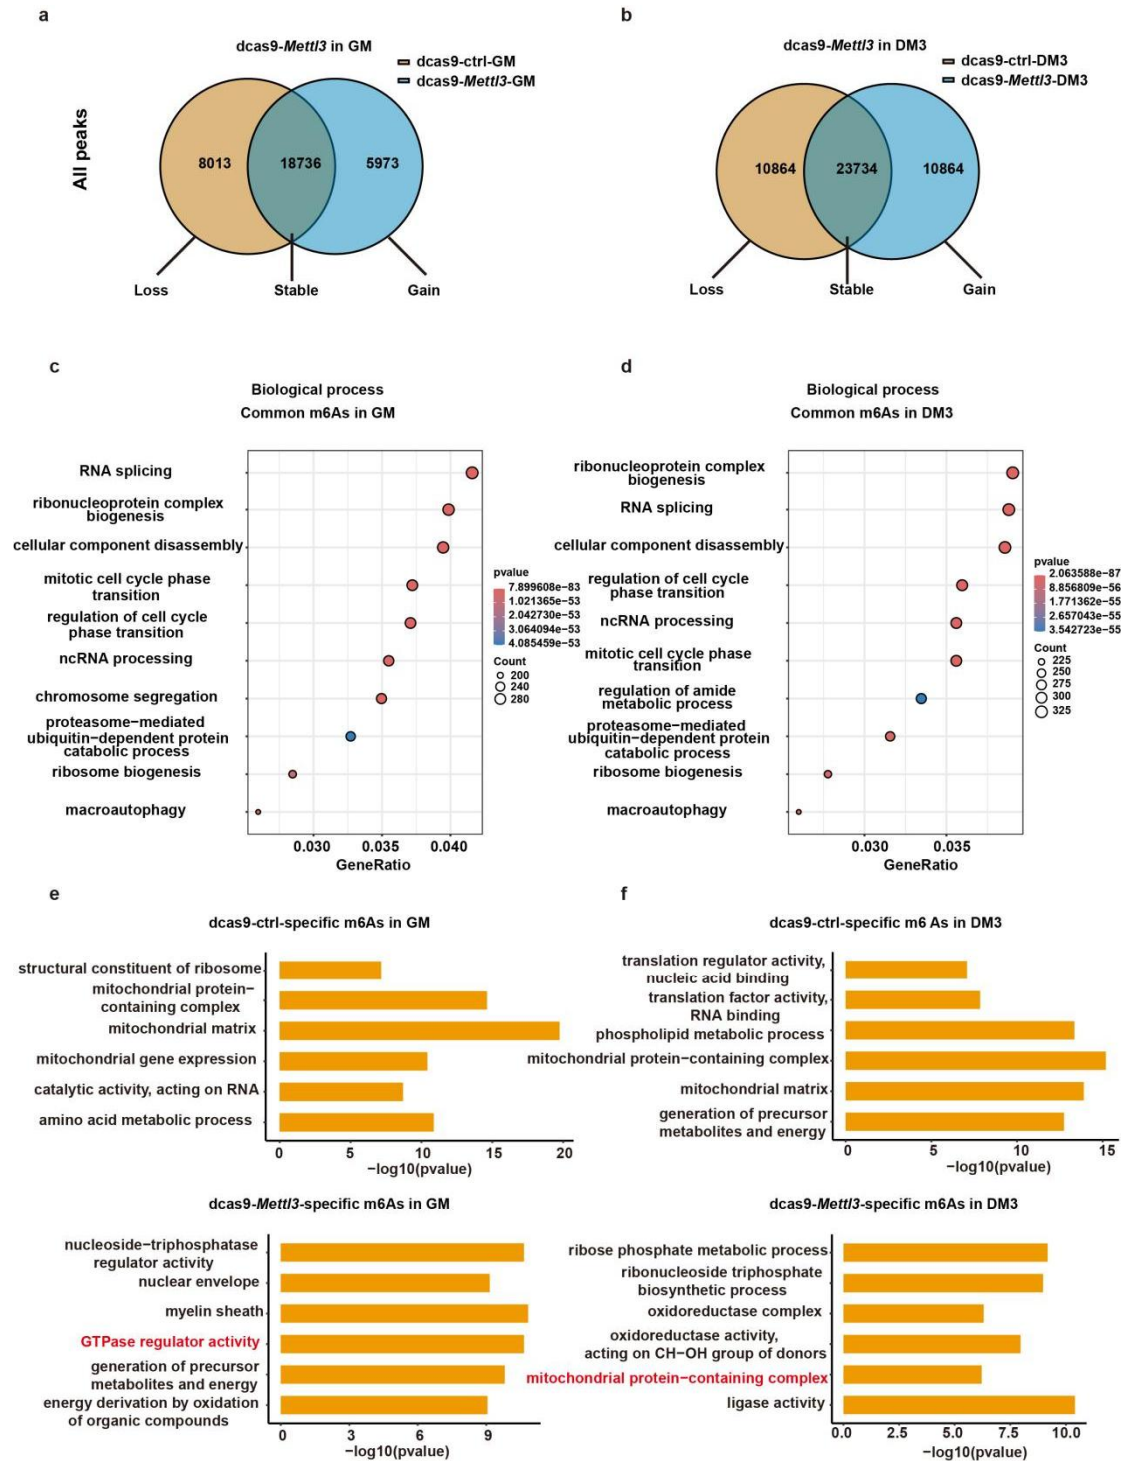

**Supplementary Fig 8. METTL3 regulated m<sup>6</sup>A alterations in *Mettl3* knockdown myoblasts during differentiation.** **a** Venn diagram illustrating the overlap of peaks enriched in *Mettl3* knockdown cells compared to the control group prior to differentiation induction. **b** Venn diagram illustrating the overlap of peaks enriched in *Mettl3* knockdown cells compared to the control group on the third day post-differentiation. **c** GO analysis of genes encoding mRNAs with common m<sup>6</sup>As in

**Supplementary Fig 9. Link between RNA methylation dynamics and gene**

**expression alterations. a** Violin plots showing the distribution of expression level and expression divergence of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As in GFP-overexpressing cells during differentiation. **b** Violin plots showing the distribution of expression level and expression divergence of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As in *Mettl3*-overexpressing cells and GFP-overexpressing cells prior to differentiation induction. **c** Violin plots showing the distribution of expression level and expression divergence of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As in *Mettl3*-overexpressing cells and GFP-overexpressing cells on the fourth day post-differentiation. **d** Boxplots showing the expression level and expression divergence of genes encoding mRNAs with with common m<sup>6</sup>As and specific m<sup>6</sup>As at the 5'UTR, CDS, and 3'UTR of their transcripts in GFP-overexpressing cells during differentiation. **e** Boxplots showing the expression level and expression divergence of genes encoding mRNAs with with common m<sup>6</sup>As and specific m<sup>6</sup>As at the 5'UTR, CDS, and 3'UTR of their transcripts in *Mettl3*-overexpressing cells and GFP-overexpressing cells prior to differentiation induction. **f** Boxplots showing the expression level and expression divergence of genes encoding mRNAs with with common m<sup>6</sup>As and specific m<sup>6</sup>As at the 5'UTR, CDS, and 3'UTR of their transcripts in *Mettl3*-overexpressing cells and GFP-overexpressing cells on the fourth day post-differentiation. The rank sum test was used for statistical analysis in A, B and C. P values are indicated; RPKM, reads per kilobase of transcript per million mapped reads.

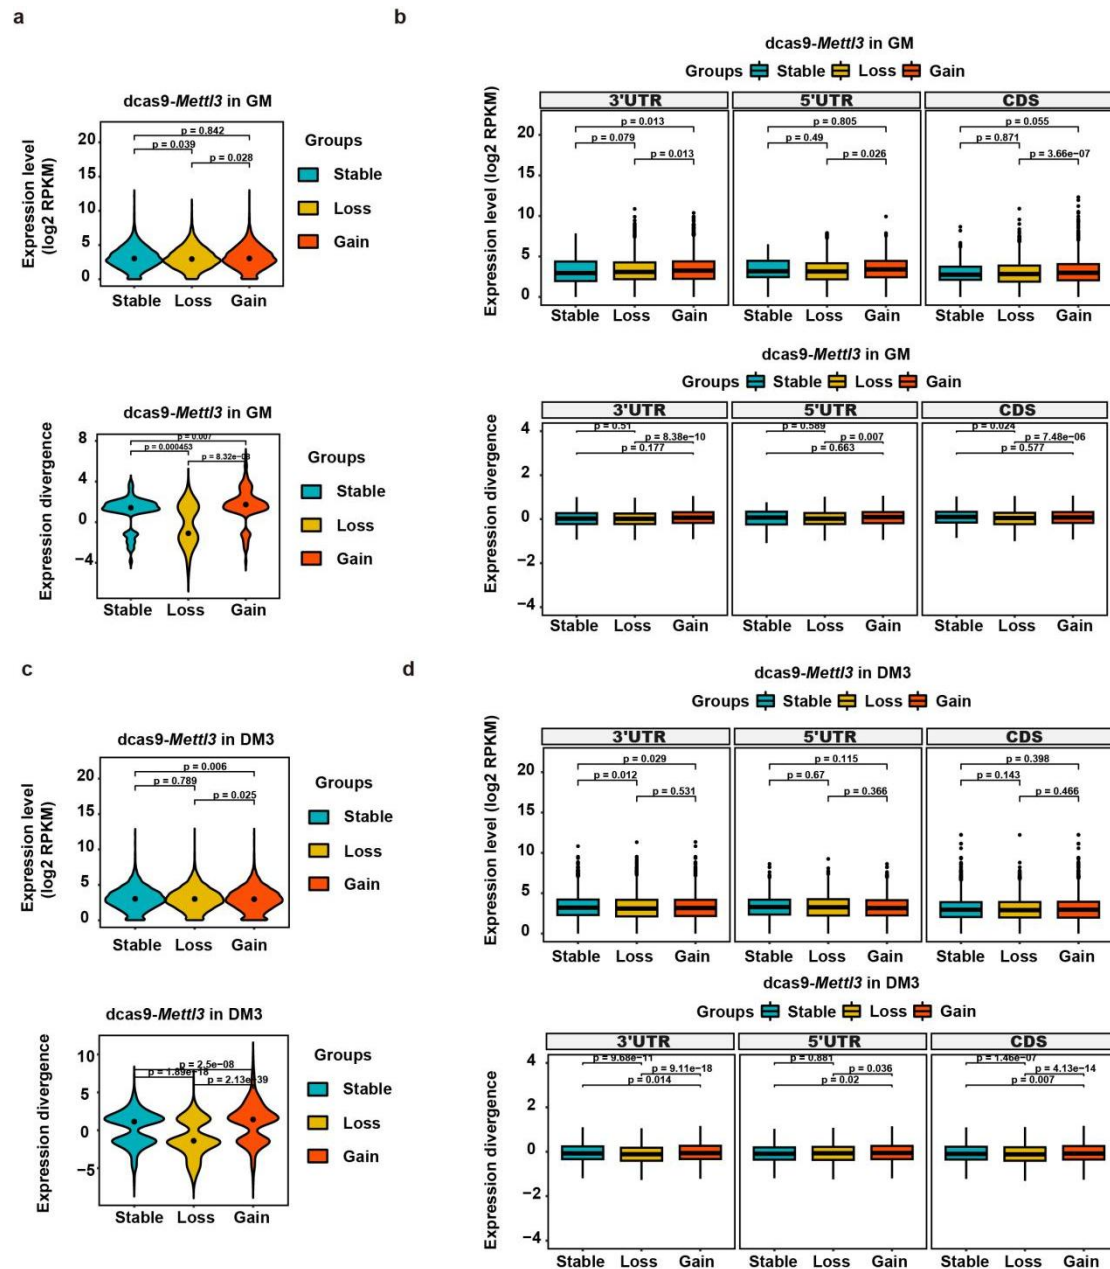

**Supplementary Fig 10. Link between RNA methylation dynamics and gene expression alterations.** **a** Violin plots showing the distribution of expression level and expression divergence of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As in *Mettl3* knockdown cells compared to the control group prior to differentiation induction. **b** Boxplots showing the expression level and expression divergence of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As at the 5'UTR, CDS, and 3'UTR of their transcripts in *Mettl3* knockdown cells compared to the control group prior to differentiation induction. **c** Violin plots showing the distribution of expression level and expression divergence of genes encoding mRNAs

with common m<sup>6</sup>As and specific m<sup>6</sup>As in *Mettl3* knockdown cells compared to the control group on the third day post-differentiation. **d** Boxplots showing the expression level and expression divergence of genes encoding mRNAs with common m<sup>6</sup>As and specific m<sup>6</sup>As at the 5'UTR, CDS, and 3'UTR of their transcripts in *Mettl3* knockdown cells compared to the control group on the third day post-differentiation. P values are indicated; RPKM, reads per kilobase of transcript per million mapped reads.

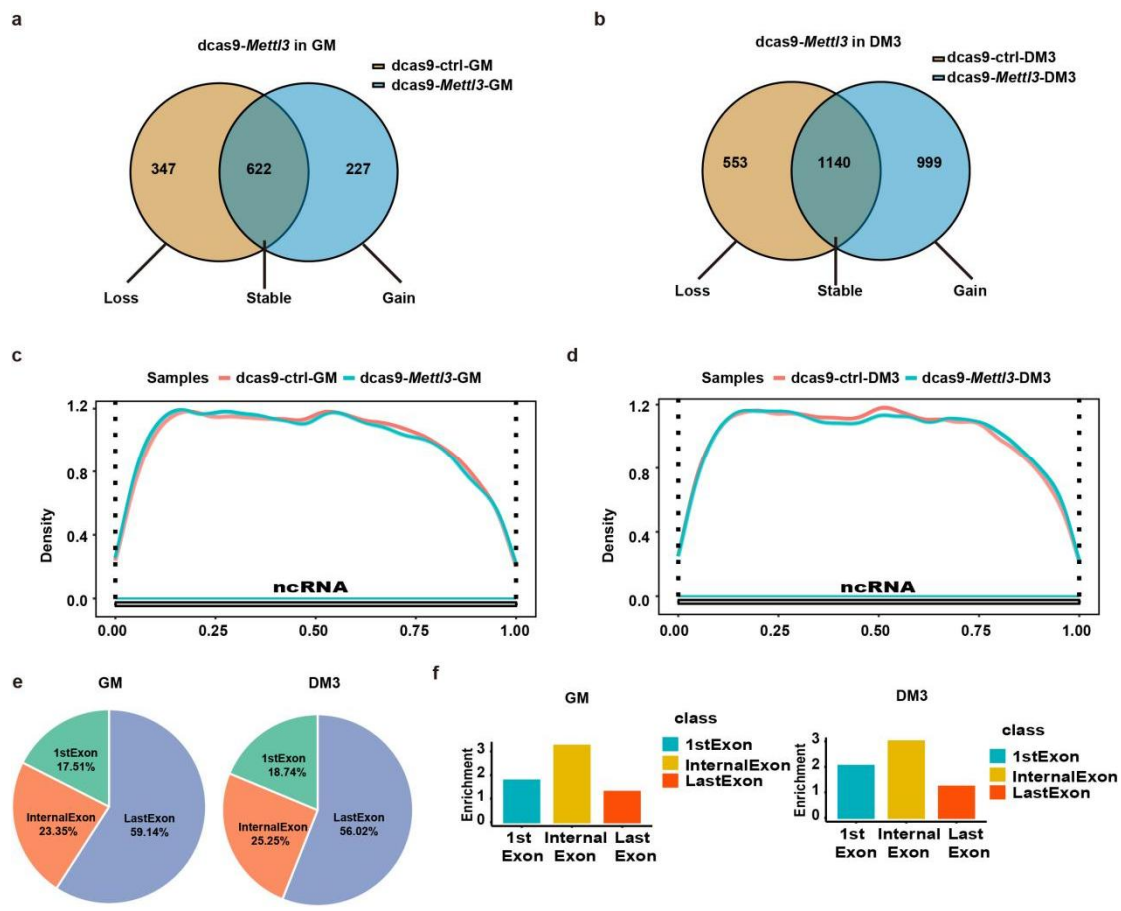

**Supplementary Fig 11. Features of METTL3 regulated lncRNA m<sup>6</sup>A alterations in *Mettl3* knockdown cells during differentiation.** **a** Venn diagram of lncRNA peaks enriched in *Mettl3* knockdown cells compared to the control group prior to differentiation induction. **b** Venn diagram of lncRNA peaks enriched in *Mettl3* knockdown cells compared to the control group on the third day post-differentiation. **c** Metagene profiles of enrichment of all m<sup>6</sup>A peaks across lncRNAs transcriptome in *Mettl3* knockdown cells compared to the control group prior to differentiation induction. **d** Metagene profiles of enrichment of all m<sup>6</sup>A peaks across lncRNAs

transcriptome in *Mettl3* knockdown cells compared to the control group on the third day post-differentiation. **e** Pie charts represent the proportion of m<sup>6</sup>A peaks in the three regions of lncRNAs before and after induced differentiation. **f** Histogram represents the relative enrichment of m<sup>6</sup>A peaks in the three regions of lncRNAs before and after induced differentiation.

a

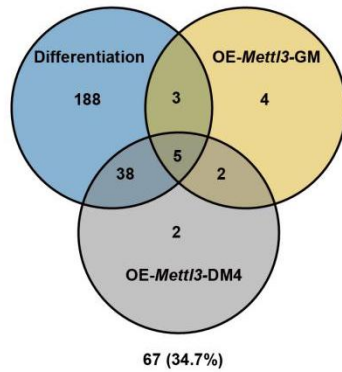

b

| M3_DM4VSGFP_DM4_M6A_new_fdr005 |              |             | GFP_DM4VSGFP_GM_M6A_new_fdr005 |              |             |                     |
|--------------------------------|--------------|-------------|--------------------------------|--------------|-------------|---------------------|
| Gene Name                      | log2FC       | FDR         | Gene Name                      | log2FC       | FDR         | Differential change |
| 3300005D01Rik                  | 1.106868352  | 1.40E-13    | 3300005D01Rik                  | -0.738605253 | 5.68E-07    | 1.845473605         |
| <b>Bc1</b>                     | 0.801513542  | 0.013009229 | Bc1                            | -1.386133085 | 3.57E-07    | 2.187646627         |
| Snhg18                         | 0.617025195  | 0.009410027 | Snhg18                         | 0.860282025  | 0.000149459 | -0.243256829        |
| 4933404O12Rik                  | 0.59367684   | 0.037420981 | 4933413J09Rik                  | 2.441146162  | 2.27E-06    | -1.847469323        |
| Xist                           | -0.423720969 | 0.005073087 | Xist                           | 1.181915678  | 6.27E-20    | -1.605636647        |
| Gm37494                        | -0.437230229 | 0.035887574 | Gm37494                        | 0.96644978   | 4.02E-08    | -1.403680009        |
| Ftx                            | -0.551879276 | 0.004102711 | Ftx                            | 0.487068529  | 0.005252349 | -1.038947805        |
| Gm14635                        | -0.67345712  | 0.005373935 | Gm14635                        | 9.478458245  | 2.95E-10    | -10.15191537        |
| C030037D09Rik                  | -0.784642033 | 0.002264641 | C030037D09Rik                  | 1.622278316  | 7.32E-12    | -2.406920349        |
| Gm20342                        | -0.789237707 | 0.048883634 | Gm20342                        | 1.14568783   | 0.000951747 | -1.934925537        |
| Gm3830                         | -0.818649357 | 0.004753683 | Gm3830                         | 6.719594193  | 4.34E-18    | -7.53824355         |
| <b>AI480526</b>                | -0.832559187 | 0.010609397 | AI480526                       | 2.411563239  | 3.82E-16    | -3.244122425        |
| Gm21781                        | -0.879554565 | 0.000819172 | Gm21781                        | 0.876863791  | 0.000249867 | -1.756418356        |
| Gm7967                         | -0.937656496 | 0.002991306 | Gm7967                         | 2.714950928  | 1.44E-17    | -3.652607424        |
| Gm45250                        | -1.031816763 | 0.003005786 | Gm45250                        | 1.351137814  | 1.86E-05    | -2.382954577        |
| Gm42047                        | -1.033859325 | 0.031993482 | Gm42047                        | -1.418534222 | 2.74E-05    | 0.384674897         |
| Gm20045                        | -1.037898639 | 0.001812324 | Gm20045                        | 1.501293145  | 7.51E-07    | -2.539191784        |
| <b>Neat1</b>                   | -1.058803184 | 0.03553973  | Neat1                          | 2.65023605   | 1.98E-10    | -3.709039234        |
| Gm47015                        | -1.066291485 | 9.77E-08    | Gm47015                        | 2.073636139  | 1.09E-28    | -3.139927624        |
| Gm32219                        | -1.249519294 | 0.008846042 | Gm32219                        | 1.791642663  | 4.14E-05    | -3.041161957        |
| 1700025L06Rik                  | -1.302364792 | 3.91E-06    | 1700025L06Rik                  | 5.062787459  | 3.23E-27    | -6.365152251        |
| <b>Gm5532</b>                  | -1.36931549  | 0.032456276 | Gm5532                         | 6.008782355  | 3.25E-07    | -7.378097845        |
| <b>2310001H17Rik</b>           | -1.392852585 | 0.001825661 | 2310001H17Rik                  | 2.698972064  | 1.61E-09    | -4.091824648        |
| 5730419F03Rik                  | -1.409102255 | 0.00030633  | 5730419F03Rik                  | 6.603086512  | 3.42E-16    | -8.012188767        |
| Gm28187                        | -1.496047034 | 4.63E-05    | Gm28187                        | 3.007712474  | 2.63E-14    | -4.503759508        |
| Gm6093                         | -1.601230954 | 4.48E-09    | Gm6093                         | 6.600023017  | 4.89E-51    | -8.201253971        |
| 4933413J09Rik                  | -1.683173019 | 0.002080818 | 4933404O12Rik                  | -2.110740583 | 6.83E-22    | 0.427567564         |
| <b>2310043L19Rik</b>           | -1.900835948 | 0.000176339 | 2310043L19Rik                  | 6.259516887  | 3.43E-08    | -8.160352835        |
| Gm37565                        | -1.901467144 | 5.60E-07    | Gm37565                        | 5.616399462  | 1.25E-16    | -7.517866606        |
| <b>Gm19510</b>                 | -2.006995028 | 0.025746407 | Gm19510                        | 2.929092438  | 0.000643135 | -4.936087466        |
| Gm34804                        | -2.040775426 | 0.000768192 | Gm34804                        | 8.240136861  | 1.78E-07    | -10.28091229        |
| G630018N14Rik                  | -2.287523567 | 0.028819454 | G630018N14Rik                  | 4.130652726  | 0.000418765 | -6.418176292        |
| Gm30551                        | -2.308478497 | 0.00011727  | Gm30551                        | 2.646400812  | 3.01E-06    | -4.954879309        |
| 2310065F04Rik                  | -2.379742775 | 1.46E-08    | 2310065F04Rik                  | 9.357033425  | 1.12E-09    | -11.7367762         |
| Gm14168                        | -2.414645089 | 0.011940755 | Gm14168                        | 5.844092941  | 0.000551376 | -8.25873803         |
| Gm38534                        | -2.8515642   | 1.44E-09    | Gm38534                        | 9.612877055  | 5.04E-10    | -12.46444125        |
| Gm33148                        | -3.347526999 | 1.43E-11    | Gm33148                        | 5.924586949  | 6.87E-13    | -9.272113948        |
| Gm36827                        | -5.239369777 | 0.000115076 | Gm36827                        | 6.359078492  | 0.000130382 | -11.59844827        |
| M3_GMVSGFP_GM_M6A_new_fdr005   |              |             | GFP_DM4VSGFP_GM_M6A_new_fdr005 |              |             |                     |
| Gene Name                      | log2FC       | FDR         | Gene Name                      | log2FC       | FDR         | Differential change |
| <b>Gm2694</b>                  | 1.568888612  | 9.97E-08    | Gm2694                         | -2.410388614 | 1.93E-11    | 3.979277226         |
| Gm28653                        | -1.066101041 | 0.026715512 | Gm28653                        | 6.761660182  | 4.47E-115   | -7.827761223        |
| Gm14221                        | -1.407717604 | 0.000220001 | Gm14221                        | 3.773255061  | 6.49E-68    | -5.180972664        |
| Gm35019                        | -1.486293317 | 1.01E-10    | Gm35019                        | 1.748195467  | 2.71E-18    | -3.234488784        |
| Gm38403                        | -2.346661833 | 0.000820406 | Gm38403                        | 4.526630426  | 4.09E-44    | -6.873292259        |

**Supplementary Fig 12. Features of METTL3 regulated lncRNA m<sup>6</sup>A alterations during differentiation.**

**a** Venn diagram showing the number of overlapping DEGs between the three comparison groups during myoblasts differentiation and the number of differentially expressed transcripts in *Mettl3*-overexpressing cells and GFP-overexpressing cells before and after induced differentiation. **b** Analysis of the differential expression of m<sup>6</sup>A-modified lncRNAs during myoblast differentiation and in *Mettl3*-overexpressing cells.

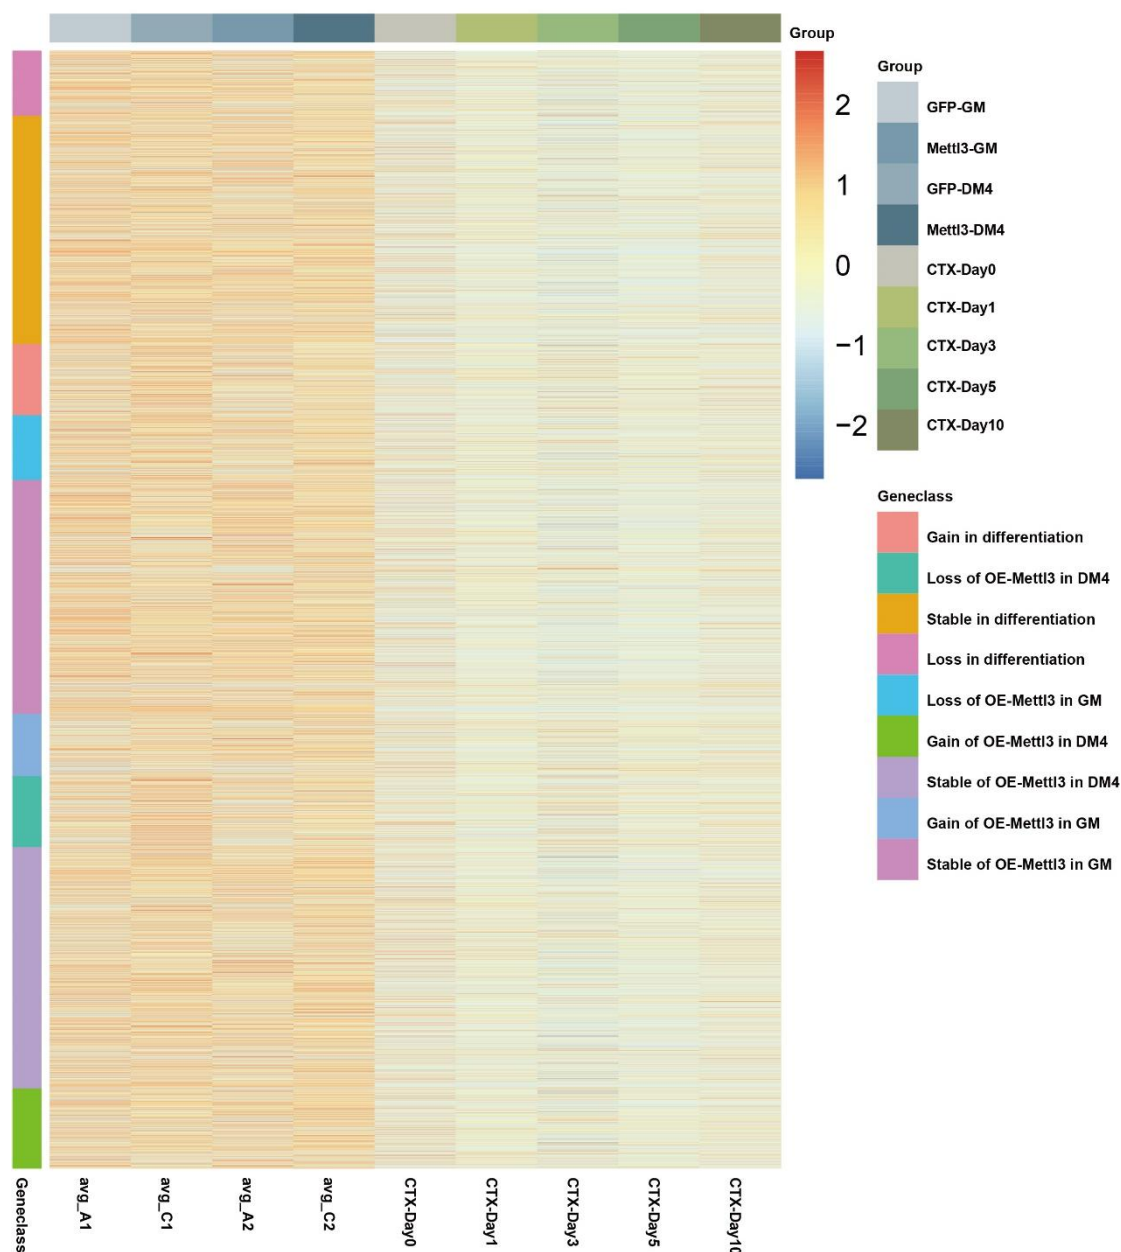

**Supplementary Fig 13. Bioinformatic cross-analysis of m<sup>6</sup>A-mediated myogenesis-associated mRNAs.** Bioinformatic cross-analysis of m<sup>6</sup>A-mediated myogenesis-associated mRNAs, from the mRNAs involved in skeletal muscle

regeneration, against all the m<sup>6</sup>A-containing mRNAs previously identified by MeRIP-seq.

**Supplementary Fig 14. Unedited blot images of fig. 3a and fig. 3b.**

**Fig. 3a**

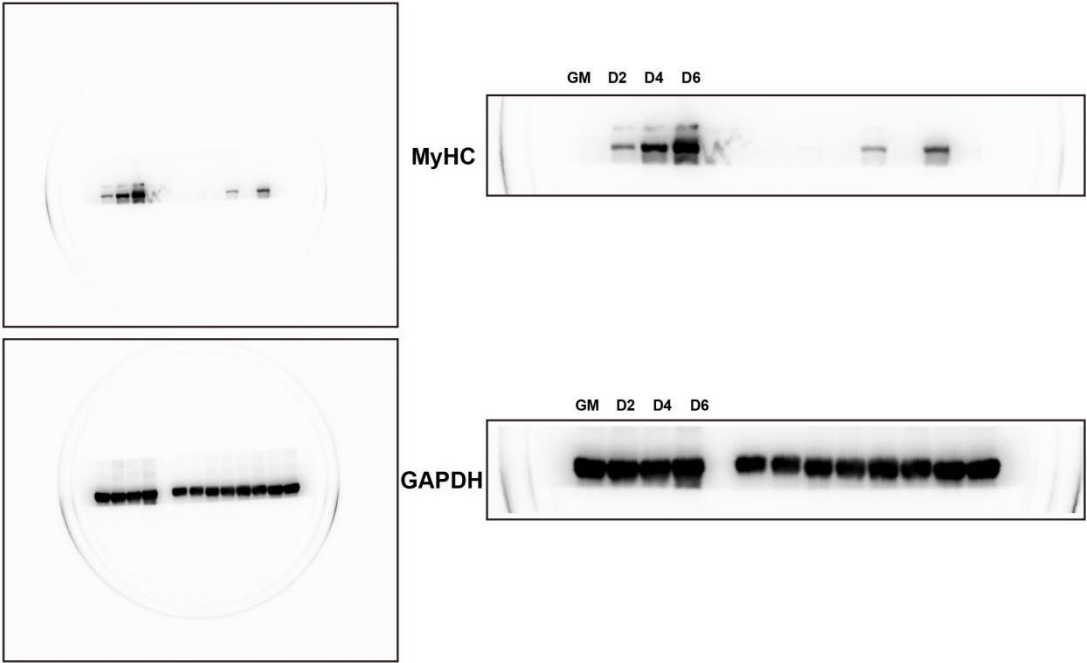

**Fig. 3b**

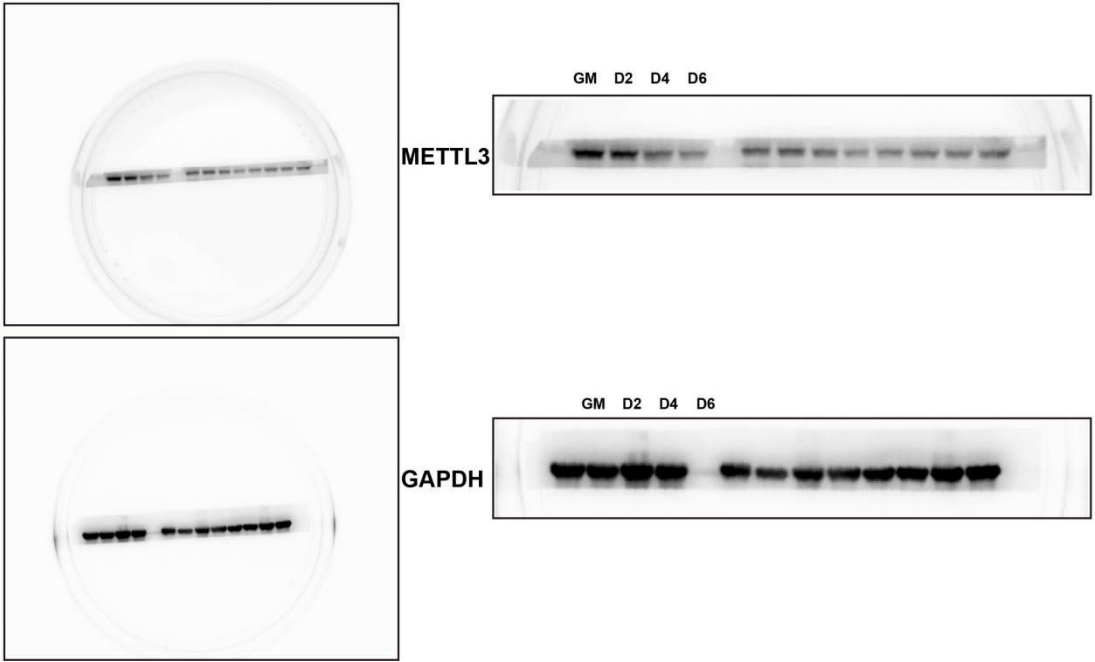

**Supplementary Fig 15. Unedited blot images of fig. 3c.**

Fig. 3c

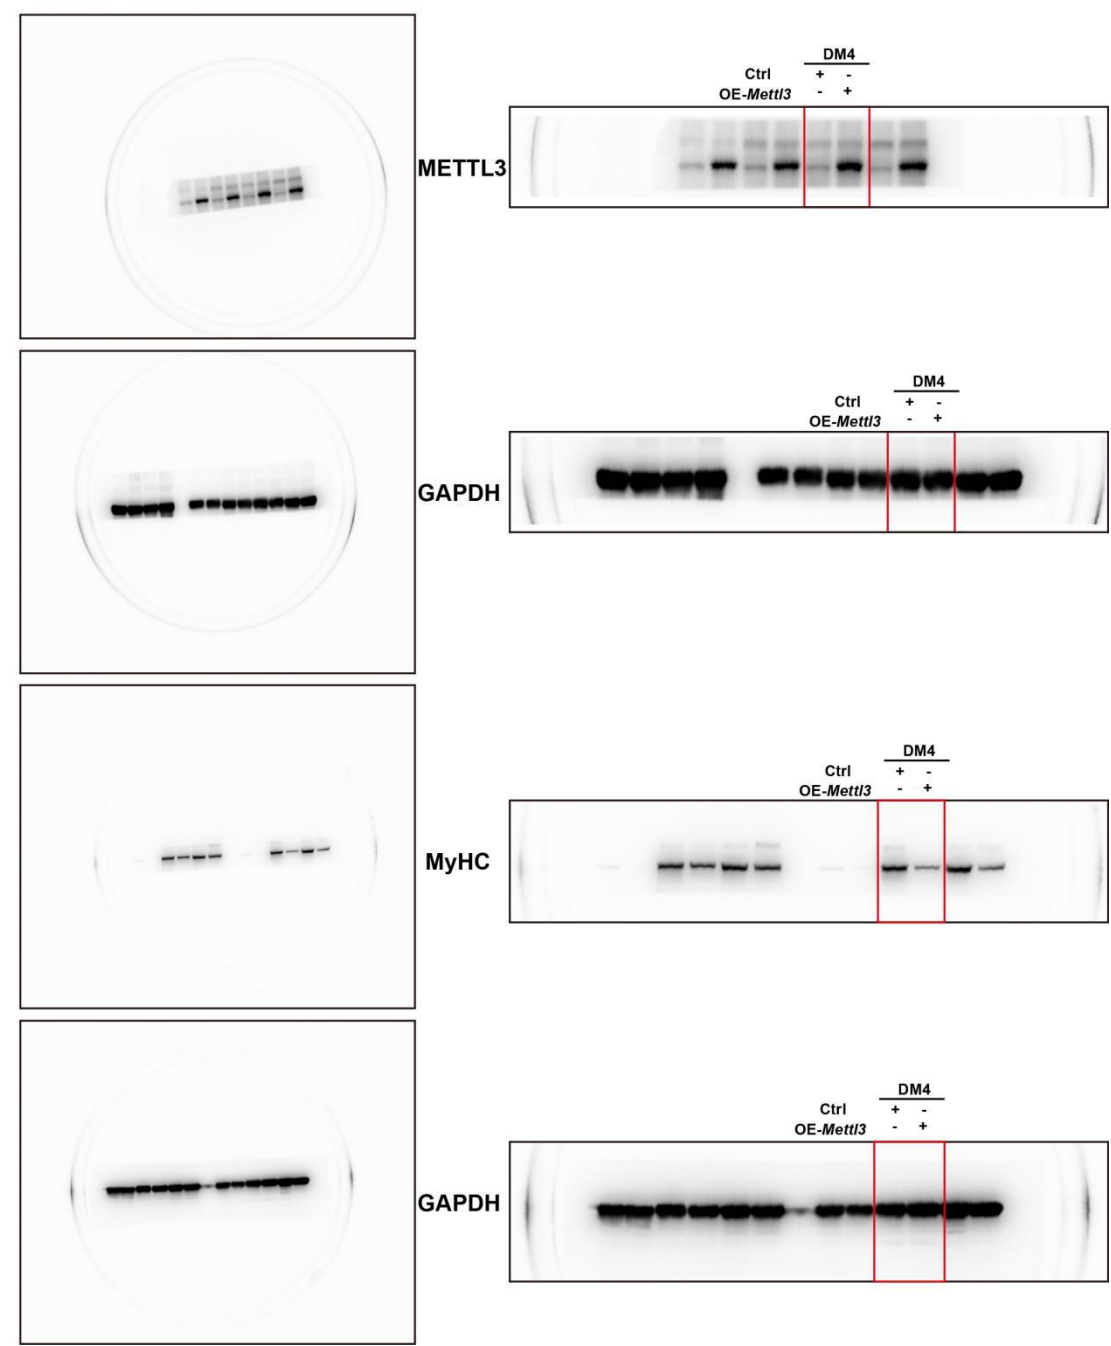

174

175 **Supplementary Fig 16. Unedited blot images of fig. 4a and fig. 4b.**

Figure4a

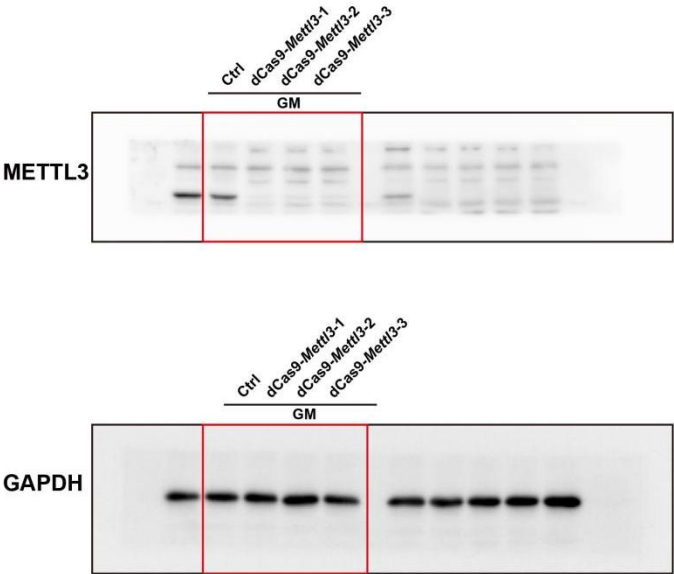

Figure4b

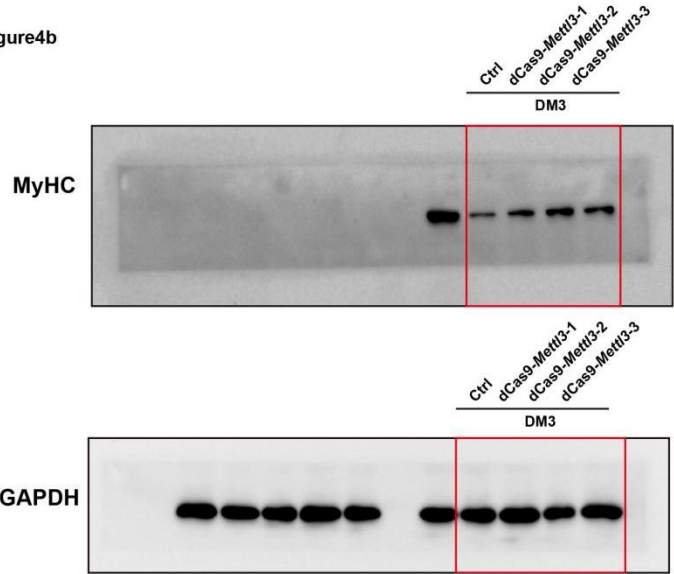

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Stage-specific requirement for METTL3-dependent m6A epitranscriptomic regulation during myogenesis
**Source:** Commun Biol. 2025 Aug 30;8:1317. doi: 10.1038/s42003-025-08759-5
**Supplement:** Supplementary file 15 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File name- Supplementary Data 1-

File description- Differential expression analysis of skeletal muscle regeneration

File name- Supplementary Data 2-

File description- GSEA analysis of the entire set of genes

File name- Supplementary Data 3-

File description- GSEA analysis of the entire set of genes-KEGG and GO analysis of overlapping genes

File name- Supplementary Data 4-

File description- Proteomic analysis

File name- Supplementary Data 5-

File description- Peak\_fdr005

File name- Supplementary Data 6-

File description- Unique\_peaks

File name- Supplementary Data 7-

File description- VENN analysis of m6 A-tagged mRNAs

File name- Supplementary Data 8-

File description- Differential expression analysis of m6 A-tagged mRNAs

File name- Supplementary Data 9-

File description- Functional analysis of m6 A-tagged mRNAs

File name- Supplementary Data 10-

File description- Differential expression analysis of m6 A-tagged lncRNAs

File name- Supplementary Data 11-

File description- VENN analysis of m6 A-tagged LncRNAs

File name- Supplementary Data 12-

File description- Bioinformatic cross-analysis of m6A-mediated myogenesis-associated mRNAs

How the deposited data were processed for this re-analysis (not part of the article)

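RNA-seq libraries of regenerating tibialis anterior muscle (days 0, 1, 3, 5 and 10 after CTX injury, 2 libraries per day) and of C2C12 cells with control or Mettl3 knockdown constructs (GM and DM3, 2 libraries per group) were analysed. The authors aligned reads to GRCm38 with HISAT2, counted them per gene with featureCounts and made the deposited FPKM values with the fpkm function of DESeq2. Each of the 2 tables was scaled separately by the authors, so groups were compared only within a table. Samples were grouped by the condition and replicate number in their labels.

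Gene lengths from GENCODE M21 were matched to 53360 of 53465 gene identifiers in the regeneration table and to 55227 of 55487 in the knockdown table. The size of 1 read was read from the low values of each library, of which at least 97.55% were whole multiples in the regeneration table and at least 98.92% in the knockdown table. The implied depth had a median of 15195000 reads on genes per library in the first table and 22035000 in the second. On a gene of 1 kb, 1 read corresponds to at most 0.0817 FPKM in the first table and 0.104 FPKM in the second, which limits the precision of low values. These depths come from steps in the values and were not used in any test. Between 13682 and 15038 genes per library had at least 0.5 FPKM in the first table, and between 12502 and 12844 in the second.

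Genes with at least 0.5 FPKM in at least 2 libraries were tested, 16753 in the regeneration table and 13824 in the knockdown table. The deposited FPKM values plus 0.1 were taken to the log2 scale and fitted with limma 3.58.1 (lmFit, and eBayes with a mean-variance trend) in R 4.3.3, with all groups of a table in one fit and Benjamini-Hochberg adjustment. DEGs had an adjusted p of at most 0.05 and a log2 fold change of at least 2 in either direction, and single genes were called at an adjusted p of at most 0.05. The effect of the knockdown on DM3 was also compared with that in GM in the same fit. Gene lists were tested with camera at a correlation of 0.01, with adjustment over all lists and comparisons of a table. Depth was computed with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

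The genes named are every gene the paper names for these experiments, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among the DEGs with a mean of at least 1 FPKM in the higher group and no overlap between the libraries of the groups. Genes of the pathway terms, Xist, the Y-linked genes and C1qa, C1qb and Adgre1 were chosen after values had been seen.

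The fit was tested on simulated data in which 200 genes changed by 4 on the log2 scale. It called 177 of 200 in the regeneration table with 1 unchanged gene called, and 164 of 200 in the knockdown table with 3 unchanged genes called. Of 41 simulated lists per table, the shifted list was called and 0 unchanged lists were called. Genes were simulated independently and lists drawn at random, so this does not test calls of lists whose genes vary together. The steps of 1 read were recovered for 100% of 18512 simulated genes.

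Libraries with the same replicate number were checked for shared deviations from their group means. In the knockdown table the 6 correlations were 0.278 to 0.680, all above 0.1, so the replicate numbers pair those libraries by this measure, and neither the paper nor the labels give a reason for it.

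The alternatives were pseudocounts of 1 and 0.01, no filter on low values, a filter at 1 FPKM, median-ratio scaling, quantile normalization, a fit of only the groups compared, the replicate number as a block, adjusted p alone, unadjusted p, each library left out in turn, and fry or an estimated correlation for the lists. A term for libraries that express Xist, and fry and an estimated correlation with the replicate block in the knockdown table, were added after the data had been seen. The Xist term was not applied to the tests of gene lists. The Mettl3 overexpression libraries and the m6A immunoprecipitation libraries were not analysed here, and no enrichment over GO or KEGG terms was computed, because no term table was used here.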

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

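The test for an exchange of control and knockdown libraries and the 3 tests on the interferon genes were chosen after the result was seen, as were fry and the estimated correlation with the replicate block.

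The effect of the knockdown was compared between DM3 and GM in one fit, so that the difference between the stages was itself tested. Of 18 gene lists, 12 differed between the stages with camera at a correlation of 0.01. Without the replicate block, 0 of the 12 were called under fry (5 at an unadjusted p under 0.05) or with an estimated correlation (1). With the block the calls were also 0 under fry (8 at an unadjusted p under 0.05) and 0 with an estimated correlation (0). For single genes 0 of 13824 were DEGs, while 1198 had an unadjusted p under 0.05. Adjusted over the list alone, 7 of the 8 genes of Fig. 4e were called, and 3 with a pseudocount of 0.01. The values that follow are means of the log2 fold change on DM3 minus that in GM, with adjusted p from camera.

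The lists of muscle genes were lower by this measure. The mean was -3.49 for the sarcomere list (26 of 27 genes lower, adjusted p = 1.1e-14), -3.78 for mature fibre genes (10 of 10, adjusted p = 2.6e-06), -4.10 for the genes of Fig. 4e (8 of 8, adjusted p = 9.0e-07) and -4.37 for the genes of Fig. 7 (6 of 6, adjusted p = 1.6e-05). It was -2.87 for the regulation of muscle contraction (8 of 9, adjusted p = 2.4e-04), -1.06 for myoblast fusion (20 of 28, adjusted p = 0.00106) and -1.55 for satellite cell genes (4 of 6, adjusted p = 0.00412). These lists share genes, and all 6 genes of Fig. 7 are among the 8 of Fig. 4e, so they are not separate findings. Without replicate 2 of the knockdown in GM the 7 means were -4.69, -5.09, -5.60, -5.80, -3.93, -1.48 and -2.05 in the order given. Without replicate 1 of the knockdown in GM they were -2.30, -2.46, -2.60, -2.95, -1.81, -0.64 and -1.06.

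Proliferation genes were lower as well, with means of -1.16 for the cell cycle list (27 of 27 genes lower, adjusted p = 2.2e-10) and -1.17 for the spindle checkpoint list (23 of 24, adjusted p = 2.0e-07). Without replicate 1 of the control in GM these were -0.59 and -0.44, and without replicate 2 of the control in GM they were -1.72 and -1.90. The list of m6A enzymes and readers, which holds Mettl3 itself, had a mean of -0.26 (14 of 17 lower, adjusted p = 0.0454). It moved to -0.43 without replicate 1 and to -0.087 without replicate 2 of the control in GM, and was not called with a filter at 1 FPKM (adjusted p = 0.0552) or with quantile normalization (adjusted p = 0.0875), the highest of 5 settings, which began at 0.0194.

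Genes of the interferon response list were higher, with a mean of 2.36 (28 of 28 genes, adjusted p = 4.6e-13), and 1.40 without replicate 1 and 3.32 without replicate 2 of the knockdown in GM. The 4 macrophage genes that passed the filter had a mean of 1.54 (4 of 4 higher, adjusted p = 0.00248), and 0.84 without replicate 1 and 2.24 without replicate 2 of the control in GM. With no filter on low values the macrophage list had a mean of 0.70 and was not called (adjusted p = 0.0564, the highest of 5 settings, which began at 0.00248).

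On DM3 alone the 8 genes of Fig. 4e were all lower in the knockdown. An exchange of control and knockdown libraries is argued against by Mettl3, whose highest knockdown library stood at 0.331 FPKM and lowest control library at 4.68. An exchange of GM and DM3 libraries of the knockdown is argued against by the cell cycle genes, which changed by -2.04 from GM to DM3 in the knockdown and by -0.88 in the control (-1.44 without replicate 1 and -0.31 without replicate 2 of the control in GM). Scaling is argued against as well, since the change closest to 0 among the 8 genes was -2.80 under median-ratio scaling and quantile normalization. Of these, median-ratio scaling was hardly a test, with the median change of all genes at -0.046 before and after it. Scaling by the number of reads was not run. Less differentiation of the knockdown culture as a whole stays open, although the paper reports more MyHC protein and more fusion in its knockdown cells. All 24 sarcomere genes outside the 8 were lower, with a mean of -3.87, while they rose by 3.14 from GM to DM3 in the control. This may be an effect of the knockdown or of the state of the cultures when they were collected, and the design does not separate the 2.

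The interferon response on DM3 is a signal in genes that the paper does not discuss. All 28 tested genes of the list were higher in the knockdown on DM3, with a mean log2 fold change of 3.79 (adjusted p = 7.5e-23 with camera, 0.0490 with fry and 0.0773 with fry and the replicate block). With 1 library left out the mean was between 3.74 and 3.84. With an estimated correlation the list was not called (adjusted p = 0.446, the highest of 10 settings, which began at 2.5e-25). In GM the mean was 1.43 (25 of 28 higher, adjusted p = 2.6e-08 with camera and 0.215 with fry), and 0.47 without replicate 2 and 2.39 without replicate 1 of the knockdown. From GM to DM3 the list changed by 0.14 in the control (adjusted p = 0.961) and by 2.50 in the knockdown (adjusted p = 6.4e-18). Among the largest changes on DM3 were Ifit1 with 6.66 (standard error 1.09, adjusted p = 0.0430) and Usp18, which overlaps Gm44148 on the other strand, with 6.20 (adjusted p = 0.0373). Over the 8 other settings the adjusted p was 0.00247 to 0.0553 for Ifit1 and 0.00161 to 0.0507 for Usp18.

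Scaling is argued against for the interferon genes, because the lower mean under the 2 other scalings was 3.79, although median-ratio scaling was hardly a test here either. A batch by replicate number is argued against too, because the mean taken within a replicate number was 3.86 in replicate 1 and 3.72 in replicate 2, with 28 of 28 genes higher in each. RNA from macrophages is argued against by C1qa, C1qb and Adgre1, which were listed at 0 FPKM in both knockdown libraries of DM3. Of the 13 macrophage genes listed, 4 passed the filter in these cultures, and on DM3 they had a mean of 1.75 (4 of 4 higher, adjusted p = 0.00148), led by Cd14 at 14.9 FPKM and Lyz2 at 6.30 FPKM in the knockdown. Over 6 camera settings at the preset correlation the mean of the list was 0.82 to 1.75, with an adjusted p of up to 0.0344. A candidate explanation that stays open is a response of the cells to the loss of Mettl3. Others are a response to the vector or the guides or a difference between the lines that arose in culture, none of which was tested.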

How the results depend on the processing

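The term for libraries that express Xist, and the block together with fry or an estimated correlation, were tried after the data had been seen, and all other settings were chosen before the data were examined. Of 241 settings of the main results, the leave-one-out fits aside, 44 changed a count or a direction, and for every change below the cause was not tested unless one is given. Small moves of a count are not among the 44. Under median-ratio scaling, 2219 genes were DEGs on day 3 against day 0 (2225 before) and 1005 against day 1 (1009 before). The counts were 281 from day 3 to day 5 (280 before) and 1379 to day 10 (1387 before). The overlap of the comparisons with day 3 was 152 (151 before). This scaling turned no direction and changed no call of the single genes and lists. It could change little, because the deposited values already had medians near 0 over all genes, such as 0.0075 on day 3 against day 0. Quantile normalization moved the median of all genes on day 3 against day 0 to -0.116, the only scaling and comparison with a median beyond 0.1.

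A pseudocount of 1 shrinks the fold changes of low genes. With it the DEG counts were 885, 366, 81 and 477 in the 4 comparisons with day 3, in the order day 0, 1, 5 and 10, against 2225, 1009, 280 and 1387. The overlap of the 4 fell from 151 to 45, and from GM to DM3 in the knockdown 24 genes were called against 4. Without the threshold on the fold change, the counts were 8179, 5213, 2126 and 6346 and the overlap 1526, and in the knockdown libraries 274 on DM3 (165 with it) and 158 from GM to DM3 in the control (96 with it). With unadjusted p the counts were 431 on day 5 against day 3, 156 for the knockdown in GM (0 with adjustment), 561 on DM3, 392 for the control and 322 for the knockdown between stages. With the Xist term they were 459 for day 3 against day 1 and 0 for day 5 against day 3, so the overlap was 0, and at unadjusted p 4920 genes differed between days 3 and 5 without the term. The overlap under the other settings lay between 114 and 192.

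In the knockdown table, a fit of only the 2 groups called 595 genes on DM3 and 0 from GM to DM3 in the control (2520 at unadjusted p under 0.05 in the joint fit) and in the knockdown (1748). The spread is then estimated from 4 libraries. The replicate number as a block gave 260, 181 and 8. From GM to DM3 in the knockdown the count was also 2 with a pseudocount of 0.01, 12 with no filter and 20 with quantile normalization. Of the 8 genes of Fig. 4e, 3 were called on DM3, against 7 with a pseudocount of 1, 8 with 2 groups and 6 with the block. In the control between stages 1 was called, against 3, 0 and 3. The stage comparison needs all 4 groups and could not be run with 2. Of 24 tests of the genes of Fig. 7 in regeneration 23 were called, 15 with quantile normalization and 15 with the Xist term.

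For the gene lists, 59 of 92 tests in regeneration and 49 of 90 in the knockdown table were called with camera at a correlation of 0.01. An estimated correlation called 0 in both, and fry kept 7 in the knockdown table. With the block, fry and the estimated correlation each called 0 there (35 and 3 at an unadjusted p under 0.05). The block called 52 there, by adding ATP synthase on DM3 (adjusted p = 0.0450), and electron transport from GM to DM3 in the knockdown (0.0117) and for the difference between stages (0.0309), and changed no other list call. In the regeneration table, libraries of one replicate number correlated by -0.0187 to 0.211, with 2 of 10 above 0.1, and the block left the 4 DEG counts within a factor of 1.5 and gave an overlap of 146. It called the interferon list on day 5 against day 3 (adjusted p = 0.0435) and not the Fig. 4e list on day 3 against day 1 (0.0782, and 0.0409 without it).

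Some directions reversed. With quantile normalization the change on day 3 against day 0 was 0.79 for the myosin list (-0.09 before) and 0.48 for the sarcomere list (-0.55), and Mymx in GM was at -0.20 (0.02). The mean of the contraction list on day 3 against day 1 was then 0.21 (-0.12), uncalled in both. Without the filter the neutrophil marker list had a mean of 0.28 (0.95) and camera ranked it below the other genes. With the Xist term Mettl3 changed by -0.0071 on day 1 against day 0 (0.10).

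Mettl3 was not called in regeneration under any setting run, and its sign turned in part of the fits that left out 1 library. Its change ranged from -0.20 to 0.0028 (without replicate 1 of day 0) for day 3 against day 0, from -0.0088 (without replicate 1 of day 10) to 0.24 for day 10 against day 3, from -0.00050 (without replicate 2 of day 0) to 0.21 for day 1 against day 0, and from -0.11 (without replicate 1 of day 10) to 0.14 for day 10 against day 0, where it was -0.089 without replicate 2 of day 0. In the control from GM to DM3 it ranged from -0.20 to 0.063 (without replicate 2 of GM). It stayed below 0 in the fits for day 3 against day 1, day 5 against days 0 and 3, and the knockdown in GM (-4.59 to -3.61) and on DM3 (-4.80 to -4.33).

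Leaving out 1 library also turned the direction of changes that were not called. On day 1 against day 0, Mymk ranged from -1.0 to 1.32 and Mymx from -1.75 to 0.33, the extremes being without replicate 1 or 2 of day 0. On day 3 against day 0, also without replicate 1 or 2 of day 0, the myosin list ranged from -0.50 to 0.32 and the adipocyte list from -0.015 to 1.02. On day 5 against day 3, the interferon list ranged from -1.0 to 0.45, without replicate 2 or 1 of day 5, and the cell cycle list from -0.61 to 0.24, without replicate 2 or 1 of day 3, and was 0.049 without replicate 1 of day 5. In GM, where such a fit breaks the pairs of libraries by replicate number, without replicate 1 or 2 of the knockdown the changes ranged from -0.22 to 1.1 for Myod1, -4.31 to 1.20 for Myog, -2.47 to 1.59 for Mymk, -2.60 to 0.068 for Chrng, -1.80 to 0.52 for Tnnc2, -2.71 to 0.64 for Tnni1, and -2.13 to 0.87 for the Fig. 4e list. Without replicate 1 or 2 of the control they ranged from -1.25 to 1.30 for Mymx and -1.75 to 0.61 for Tnni2, and from -0.36 to 0.77 for the cell cycle list, which camera called in GM (0.20, adjusted p = 0.0161) and which was -0.077 without replicate 2 of the knockdown.

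Of 1534 settings of single genes and lists outside the leave-one-out fits, 249 changed. These include the reversals on day 3 against day 0 of the myosin, sarcomere and neutrophil marker lists, and that of Mymx in GM. The means that turned for the contraction list on day 3 against day 1 and the sarcomere list on day 10 were not counted as reversals. An estimated correlation weakened 70, fry weakened 23 and strengthened 7, and with the block each of the 2 weakened 23 in the knockdown table. With 2 groups 19 were weaker and 5 stronger, with no filter 15 and 2, with quantile normalization 13 and 5, with a pseudocount of 1 it was 1 and 6, with the block 1 and 6, and with the Xist term 16, a pseudocount of 0.01 8 and a filter at 1 FPKM 2 were weaker. Depth limits the low values, since 1 read on a gene of 1 kb is worth up to 0.0817 FPKM in the regeneration table and 0.104 FPKM in the knockdown table.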

Differences from the paper's values

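The paper gives 193 genes shared by the 4 comparisons with day 3, and 151 were found here, within a factor of 1.5. The settings that came nearest were quantile normalization with 192 and unadjusted p with 190 genes. For each of the paper's other values that could be set beside one computed here, the difference was also within the larger error or within that factor. Statements of the paper for which the direction differed, or for which the direction was the same but no call was made, follow.

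The paper reports that inhibition of Mettl3 raises the 8 genes of Fig. 4e on DM3, measured by RT-qPCR. Its immunoblots and immunofluorescence point the same way, with more MyHC protein and more fusion in the knockdown cells. In the RNA-seq libraries of the same stage all 8 were lower in the knockdown, from -2.80 for Myod1 (adjusted p = 0.0337) to -5.89 for Tnni2 (adjusted p = 0.0414) on the log2 scale, and -5.53 for Mymk (adjusted p = 0.0838). None of the settings run gave a rise for any of the 8, and the change closest to 0 was -2.57, for Myod1 with a pseudocount of 1.

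In GM the paper describes a slight suppression of certain of these genes. Here 0 of the 8 were called under any setting run, and over all genes 1244 had an unadjusted p under 0.05. The direction was negative for 6 of the 8, from -0.44 for Mymk to -1.56 for Myog, and within a replicate number Chrng, Tnnc2, Tnni1 and Tnni2 were lower in both pairs of libraries, for example Tnni2 by -0.64 and -0.50. Mymk (0.85 and -1.73) and Myog (0.20 and -3.31) were lower in replicate 2 alone. Each of the 6 was positive without replicate 2 of the knockdown (1.59 for Mymk and 1.20 for Myog), a fit that breaks the pairs. Of 18 lists in GM, camera called 5 higher and 2 lower in the knockdown, and fry kept 0. The myoblast fusion list was among the higher ones (mean 0.20, 21 of 28 genes, adjusted p = 0.0113 with camera and 0.312 with fry). The list of the 8 genes was not called (mean -0.63, adjusted p = 0.353, camera).

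The paper states that Mettl3 expression rises throughout regeneration. In the RNA-seq libraries Mettl3 changed by -0.10 on day 3 against day 0 (adjusted p = 0.607, and 0.324 to 0.677 over the other settings), by -0.26 on day 5 and by 0.01 on day 10. On day 1 it changed by 0.10 (adjusted p = 0.701, and 0.636 to 0.999 over the other settings). No setting run called it higher on any day, and none scaled by the number of reads. The paper also states, from blots of the protein, that METTL3 falls as C2C12 cells differentiate. In control cells the mRNA changed by -0.07 from GM to DM3 (adjusted p = 0.935, and 0.862 to 1 over the other settings).

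Between days 1 and 3 the paper reports lower expression for the response to copper ions and the regulation of skeletal muscle contraction. The lists written for these had negative means that camera did not call, -1.39 (adjusted p = 0.216) and -0.12 (adjusted p = 0.0716), the latter at 0.21 with quantile normalization, -0.20 without replicate 1 and -0.03 without replicate 2 of day 3. Fry called both (adjusted p = 0.0081 and 0.0179), and without the filter on low values camera called the contraction list (adjusted p = 0.0108). Over the camera settings at a correlation of 0.01 the adjusted p was 0.119 to 0.544 for copper and 0.0108 to 0.581 for contraction.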

Other observations

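The tests on the ribosomal RNA loci, on Xist and the exchange of libraries between days, and on the share of fibre RNA were chosen after the result was seen.

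Xist and the 4 Y-linked genes split the regeneration libraries into 2 kinds, and 10 of 10 libraries had either Xist or the Y-linked genes and not both. Both libraries of days 0 and 10 and replicate 2 of day 3 had Xist, and both libraries of days 1 and 5 and replicate 1 of day 3 had the Y-linked genes. Libraries exchanged between days are argued against by the correlation of the 2 day 3 libraries, 0.953, while the highest of a day 3 library with another day was 0.905. That animals of both sexes were used stays open as a candidate explanation, although the paper's methods state male mice. For the genes called on day 3, sex as the whole cause is argued against, since with a term for the Xist-expressing libraries 1863 of 2225 (83.7%) were still called against day 0. Against day 10 the number was 1061 of 1387 (76.5%), but against day 1 it was 432 of 1009 (42.8%) and against day 5 it was 0 of 280. All of these genes kept their direction. The term is estimated from the 2 libraries of day 3 alone and raised the standard error 1.29 times, so calls lost with it may reflect that loss of precision.

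Ribosomal RNA loci took at least 8.24% of the reads in replicate 2 and at most 0.700% in replicate 1 of the knockdown table. Libraries made in batches by replicate number are a candidate explanation, since libraries of one number deviated together in all 6 pairs of groups, with a lowest correlation of 0.278. Both replicate numbers are present in every group, and no biological explanation was tested.

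Genes of the respiratory chain were lower on day 3 than on day 0. A lower share of fibre RNA in the tissue predicts that mature fibre genes fall at least as far, and they did, with a mean of -2.06 against -1.59 for electron transport. With quantile normalization the mature fibre list was at -0.45 and not called (adjusted p = 0.323, the highest of 6 settings, which began at 1.1e-10), while electron transport was at -1.1. Loss of fibres with no other change would raise the markers of all other cell types alike. The macrophage genes rose by 3.70 beyond the adipocyte genes (SD 0.565), which argues against such a loss alone. It does not bear on a lower share of fibre RNA that comes from cells entering the tissue. The adipocyte list is weak evidence, with 5 of 8 genes tested, a mean of 0.50 (adjusted p = 0.764) and -0.015 without replicate 1 of day 0. On day 3 Lyz2 stood at 1064 and C1qa at 190 FPKM, while Cfd stood at 12.0 FPKM and Fabp4 at 20.7, against 44.2 FPKM on day 0. A lower share of fibre RNA through an entry of macrophages may explain part or all of the change and stays open, as does a change in the fibres themselves.

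Mettl3 was not higher on day 3 than on day 0. Median-ratio scaling left it at -0.10, but could move little, because the median change of all genes was already 0.0075. Quantile normalization, which moved the median of all genes to -0.116, put it at -0.19 (standard error 0.15). Scaling by the number of reads was not run. It would raise the changes of Mettl3 and of all other genes on day 3 alike. The reason is that 1 read was worth less FPKM on day 3 than on day 0, although the day 3 libraries held fewer reads. Whether scaling hides a rise cannot be told apart from no rise. The first test could move little, and the value of the second is within its spread once the median is allowed for.

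The remaining gene lists on day 3 against day 0 had mean log2 fold changes of 2.76 for MHC class II (9 of 9 genes higher, adjusted p = 9.5e-05), 2.18 for collagen fibrils (34 of 35, adjusted p = 2.2e-07), 2.14 for the cell cycle (26 of 27, adjusted p = 1.8e-06), 4.20 for macrophage genes (13 of 13, adjusted p = 3.6e-07) and 1.24 for satellite cell genes (6 of 8, adjusted p = 0.0131). Means were -1.22 for muscle contraction (12 of 15 lower, adjusted p = 0.00146), -0.55 for the sarcomere (28 of 37 lower, adjusted p = 1.6e-04) and -2.06 for mature fibre genes (14 of 14 lower, adjusted p = 4.7e-07). With quantile normalization the contraction list was at -0.68 and the sarcomere list at 0.48, and neither was called. Without replicate 2 of day 0 the sarcomere list was at -0.34. Lists not called were copper response (0.93, adjusted p = 0.144), Fig. 4e (3.43, adjusted p = 0.0783), Fig. 7 (3.40, adjusted p = 0.349), myosin heavy chains (-0.09, adjusted p = 0.406), m6A enzymes and readers (-0.06, adjusted p = 0.391), neutrophil markers (0.95, adjusted p = 0.308) and erythroid genes (-1.77, adjusted p = 0.0963). Quantile normalization called copper response (adjusted p = 0.0184), Fig. 4e (0.00428) and Fig. 7 (0.0387), and the absence of a filter called the erythroid list (0.0470). Fry called 5 of the 7, copper response (adjusted p = 0.0193), Fig. 4e (0.00687), Fig. 7 (0.0447), the m6A list (0.0379) and the neutrophil markers (0.0210), but not the myosin (0.0928) and erythroid (0.101) lists. The erythroid list was at -0.89 without replicate 2 of day 3, the neutrophil markers at 0.51 without replicate 1 of day 0, and the m6A list at -0.03 without replicate 1 of day 0. Myosin heavy chains were at -0.50 without replicate 1 and at 0.32 without replicate 2 of day 0, and at -0.15 without replicate 1 and -0.02 without replicate 2 of day 3.

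In the knockdown on DM3, lists not described above had means of -4.02 for the sarcomere (27 of 27 lower, adjusted p = 3.1e-17), -4.33 for mature fibre genes (9 of 10, adjusted p = 4.7e-07), -5.03 for Fig. 7 (6 of 6, adjusted p = 2.6e-06), -3.33 for contraction (9 of 9, adjusted p = 2.6e-06), -1.41 for satellite cell genes (5 of 6, adjusted p = 0.00595), -1.14 for the spindle checkpoint (24 of 24, adjusted p = 1.4e-07) and -0.96 for the cell cycle (26 of 27, adjusted p = 6.7e-08). Smaller changes were -0.28 for the TCA cycle (16 of 18 lower, adjusted p = 0.00953), -0.29 for electron transport (48 of 59 lower, adjusted p = 0.0313) and 0.72 for neutrophil and granulocyte activation (9 of 11 higher, adjusted p = 0.0133). Myoblast fusion (-0.86, adjusted p = 0.116), ATP synthase (-0.32, adjusted p = 0.0972), m6A enzymes and readers (-0.09, adjusted p = 0.576), collagen fibrils (0.31, adjusted p = 0.0960) and copper response (0.02, adjusted p = 0.761) were not called. Of the 13 lists called on DM3, 4 were kept under fry, which are the interferon, macrophage, satellite cell and neutrophil activation lists, and 0 under fry with the replicate block (11 at an unadjusted p under 0.05), which was tried after the data had been seen.

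Of the genes of Fig. 7 in regeneration, Chrng rose from 0.571 FPKM on day 0 to 72.1 ± 25.7 FPKM on day 3 (SD, n = 2), a log2 fold change of 7.10, and fell by 4.67 to day 5 (adjusted p = 0.0166). Tnni1 rose by 3.85 to day 3 (adjusted p = 0.0124) and changed by -0.95 to day 5 (adjusted p = 0.561) and by -2.85 to day 10 (adjusted p = 0.0486). These 2 changes were -0.61 without replicate 2 of day 3 and -1.79 without replicate 1 of day 10. Tnni2 and Tnnc2 changed by -2.18 (adjusted p = 7.4e-04) and -1.99 (adjusted p = 0.00136) on day 3, but with quantile normalization by -0.31 and -0.27, and were then not called. Over the other settings the adjusted p was 0.00293 to 0.119 for Chrng on day 5, 0.0281 to 0.115 for Tnni1 on day 10, 4.4e-04 to 0.400 for Tnni2 and 5.5e-04 to 0.207 for Tnnc2 on day 3. The study picked these genes partly on the same libraries.

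Among other genes the paper names, Neat1 changed by -1.44 on day 3 against day 0 (adjusted p = 0.00246), Gm5532 by -1.44 (adjusted p = 0.00733), AI480526 by -0.06 (adjusted p = 0.795) and 2310043L19Rik by 2.62 (adjusted p = 0.0722). Myh3 changed by 6.52 (adjusted p = 2.7e-04), Myh1, which overlaps Myhas on the other strand, by -2.24 (adjusted p = 4.1e-04) and Myh7, which overlaps Mhrt, by -2.34 (adjusted p = 0.00923). In the knockdown on DM3, Myh3 changed by -6.48 (adjusted p = 0.0571), 2310043L19Rik by -2.91 (adjusted p = 0.115), Gm2694 by 0.72 (adjusted p = 0.586) and Bc1 by -0.04 (adjusted p = 0.992), none of them called.

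Further comparisons were made that no statement of the paper is about. On day 1 against day 0, 248 genes were DEGs, 225 higher and 23 lower. The largest rises were those of Mt2 (7.29, adjusted p = 0.00153), of Gm45774, which lies on the other strand of Mt2 (7.02, adjusted p = 0.00153), and of Mt4, which was listed at 0 on day 0. CT025533.2, on the other strand of Myh7, changed by -4.30 (adjusted p = 0.0163), and Mir6392 and Mir3060 were listed at 0 on day 1. On day 5 against day 0 there were 866 DEGs, 706 higher and 160 lower. Mir540, Mir434, which overlaps Rtl1 on the other strand, and Mir3070a were listed at 0 on day 0. Myl3 changed by -6.16 (adjusted p = 0.0125), Xist by -5.70 (adjusted p = 0.0411), and mt-Tn was listed at 0 on day 5. The microRNA and tRNA genes named here span 67 (Mir540) to 108 bases (Mir6392), so their low values rest on few reads.

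In the knockdown cells from GM to DM3, 4 genes were DEGs, Mucl1 (6.59, adjusted p = 0.00649), Msln (2.78, adjusted p = 0.0241), Rrm2 (-2.94, adjusted p = 0.00895) and Socs2 (-2.66, adjusted p = 0.0480). None of the 4 was called in a fit of these 2 groups alone (adjusted p = 0.104 for each). On DM3 the other genes with the largest changes in the knockdown against the control were Rhox5 (5.99, adjusted p = 0.0187), Actc1 (-6.70, adjusted p = 0.0262) and Ctrb1 (-5.38, adjusted p = 0.0431, and 0.00212 to 0.0828 over the other settings). In the control from GM to DM3 they were Klk1b14-ps (6.44, adjusted p = 0.0438), Mucl1 (6.28, adjusted p = 0.00444), Rasl11a (-3.55, adjusted p = 0.0228) and Slpi (-4.13, adjusted p = 0.0223), which overlaps Mir7678. A further one was Mir3091, of 76 bases, listed at 0 on DM3 and at 1.7 and 2.7 FPKM in GM, values that rest on few reads. None of these 5 was called in a fit of the 2 groups alone, and Klk1b14-ps and Mir3091 were also not called without the filter on low values. Nor was Klk1b14-ps with a pseudocount of 0.01 (adjusted p = 0.114) or Mir3091 with a pseudocount of 1 (adjusted p = 0.0607).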
